# The Role of lncRNAs TAPIR-1 and -2 as Diagnostic Markers and Potential Therapeutic Targets in Prostate Cancer

**DOI:** 10.3390/cancers12051122

**Published:** 2020-04-30

**Authors:** Maik Friedrich, Karolin Wiedemann, Kristin Reiche, Sven-Holger Puppel, Gabriele Pfeifer, Ivonne Zipfel, Stefanie Binder, Ulrike Köhl, Gerd A. Müller, Kurt Engeland, Achim Aigner, Susanne Füssel, Michael Fröhner, Claudia Peitzsch, Anna Dubrovska, Michael Rade, Sabina Christ, Stephan Schreiber, Jörg Hackermüller, Jörg Lehmann, Marieta I. Toma, Michael H. Muders, Ulrich Sommer, Gustavo B. Baretton, Manfred Wirth, Friedemann Horn

**Keywords:** lncRNA, prostate cancer, diagnostic marker, therapeutic target, p53, cell cycle arrest, radiation resistance

## Abstract

In search of new biomarkers suitable for the diagnosis and treatment of prostate cancer, genome-wide transcriptome sequencing was carried out with tissue specimens from 40 prostate cancer (PCa) and 8 benign prostate hyperplasia patients. We identified two intergenic long non-coding transcripts, located in close genomic proximity, which are highly expressed in PCa. Microarray studies on a larger cohort comprising 155 patients showed a profound diagnostic potential of these transcripts (AUC~0.94), which we designated as tumor associated prostate cancer increased lncRNA (*TAPIR-1* and *-2*). To test their therapeutic potential, knockdown experiments with siRNA were carried out. The knockdown caused an increase in the p53/TP53 tumor suppressor protein level followed by downregulation of a large number of cell cycle- and *DNA*-damage repair key regulators. Furthermore, in radiation therapy resistant tumor cells, the knockdown leads to a renewed sensitization of these cells to radiation treatment. Accordingly, in a preclinical PCa xenograft model in mice, the systemic application of nanoparticles loaded with siRNA targeting *TAPIR-1* significantly reduced tumor growth. These findings point to a crucial role of *TAPIR-1* and *-2* in PCa.

## 1. Introduction

Prostate cancer (PCa) is the most commonly diagnosed cancer in men world-wide. The present standard protein-based prostate specific antigen (PSA) screening test is being disputed due to a high rate of false positive findings [1,2,3]. Better marker candidates need to be found. The management of PCa comprises potentially curative treatment using radical prostatectomy as well as radiation and hormone deprivation therapy [4]. Depending on the tumor stage, over 55% of the PCa can be permanently controlled using radiation therapy [5,6,7]. Nevertheless, some patients with high-risk PCa develop local relapse, and for metastatic PCa, curative therapies are not available. To treat those patients, novel therapeutic targets are urgently needed.

Advances in sequencing and functional genomics have shown that large, previously unrecognized segments of the human genome are being transcribed. ENCODE predictions suggest that ~80% of the genome’s DNA has been transcribed into RNA [8]. Yet, only 2–3% of the genome is protein-coding. The vast majority of transcripts are non-coding RNAs (ncRNA) [9,10,11]. According to their size, ncRNAs are classified as small (sncRNA < 200 nt) and long (lncRNAs) transcripts [12]. In contrast to sncRNA, only a few lncRNAs have been shown to be involved in fundamental regulatory processes [13]. Owing to their aberrant expression pattern in many cancer cells, lncRNAs emerge as excellent tumor biomarkers [14,15,16]. Dysregulation of lncRNAs in cancer cells hallmarks major cancer properties [16] like evading growth suppression, sustaining proliferative signalling, inducing angiogenesis, activating invasion and metastasis, resisting cell death and enabling replicative immortality [17]. New tools for cancer therapy are provided by small interfering RNAs (siRNAs), a common form of RNAi-based therapeutics, that silence specific genes associated with cancer progression [18]. RNAi employs small, double-stranded RNA molecules that associate with multiple protein factors to form RNA-induced silencing complex (RISC). RISC in turn, mediates either suppression of translation or degradation of target mRNAs and lncRNAs [19,20,21]. While issues regarding siRNA delivery are still a major bottleneck for the therapeutic use of RNAi, novel nanoparticle-based delivery systems give hope for effective prospects of in vivo applications. SiRNAs, targeting specific cancer-associated RNAs, may be a new class of drugs for cancer treatment, in particular in combination with traditional anticancer treatments to produce synergistic effects [18,22].

In this study, we discovered, via transcriptome-wide next generation sequencing (NGS), a genomic locus encoding two yet uncharacterized lncRNA transcripts ENST00000438247.1 and ENST00000366424.2 (designated here as *TAPIR-1* and *-2*, respectively), which are strongly upregulated in prostate tissue specimens of patients suffering from PCa. The finding was verified using microarray studies on a larger validation cohort comprising 155 patients thus indicating the diagnostic potential of these transcripts. Furthermore, the value of *TAPIRs* to serve as promising therapeutic targets was demonstrated by the following findings: the knockdown of *TAPIRs*: (a) leads to a prominent cell cycle arrest, (b) reduces tumor growth in a xenograft mouse model and (c) results in a renewed sensitization to X-ray treatment.

## 2. Results

### 2.1. TAPIR lncRNAs as a Potent Diagnostic Prostate Cancer Biomarker

To detect novel PCa biomarkers, an exploration cohort comprising tissue specimens from 40 PCa patients, including 16 tumor-adjacent tissues, as well as another 8 benign prostate hyperplasia (BPH) patients were screened using transcriptome-wide deep sequencing (NGS). In total, 2040 differentially expressed genes were found (false discovery rate (FDR)/p.adj < 0.01), 1270 of them being upregulated and 770 being downregulated. Among them we identified an intergenic lncRNA locus on chromosome 2 (p25.3; hg38 chr2:1,546,665-1,625,419; 78,753 bp) encoding two transcripts (ENST00000438247.1 and ENST00000366424.2) (Figure 1A). Here, we refer to them as tumor associated prostate cancer increased lncRNA (*TAPIR-1* and *-2*). They are strongly upregulated in PCa compared to tumor-free and BPH tissue (Figure 1B,C, Figure S1). Both transcripts are spliced (*TAPIR-1*: 3 exons, 786 bp length; *TAPIR-2*: 2 exons, 1,641 bp length) and encoded on the minus DNA strand. The locus is flanked by *thyroid peroxidase* (*TPO*) and *peroxidasin* (*PXDN*) genes. To determine whether *TAPIR-1* and *-2* represent non-coding transcripts, we used CPAT, a tool that predicts the coding potential of the transcript [23]. Based on open reading frame (ORF) size, ORF coverage, Fickett TESTCODE statistic, and hexamer usage bias, a coding probability below cutoff 0.364 denotes non-coding transcripts. Our analysis revealed a coding probability of 0.003 and 0.07 for *TAPIR-1* and *TAPIR-2*, respectively, assigning TAPIRs as ncRNAs (Table S1). Microarray studies on a larger validation cohort comprising 191 samples (124 PCa patients, including 36 tumor-adjacent tissues, and 31 BPH patients) confirmed a high diagnostic potential of both transcripts. (Figure 1B,C) Patient stratification was carried out according to risk factor classes (relying on the clinical parameters: Gleason score, lymph node metastases, and death from the disease). Overexpression of *TAPIR* was detected in all stages, from very low (Gleason score <7) up to high risk patients (Gleason score >7) (Figure 1D). The overall accuracy as a diagnostic PCa biomarker was determined by the area under the receiver operating characteristic (ROC) curve analysis yielding an AUC of 0.94 [CI:0.91–0.97] and 0.94 [CI:0.91–0.97] for *TAPIR-1* and *TAPIR-2*, respectively (Figure 2A). A more specific clinical PCa biomarker that can be determined in urine and tissue specimens is the lncRNA prostate cancer antigen 3 (*PCA3*). In comparison, *PCA3* (measured in tissue) in our cohort revealed an AUC of 0.904 [0.86–0.95] (Figure 2A and Figure S2). Although this value is somewhat lower compared to *TAPIR-1* and *-2*, it still represents a good diagnostic marker. However, significant differences become apparent when our PCa cohort is stratified into patients who died of the tumor (DoD) and patients who survived or died of other causes (alive/DoC) (Figure 2B). Notably, the expression of *PCA3* in PCa tissue was significantly lower in patients who had died of their tumor (AUC of 0.98 [0.96–1] and 0.98 [0.95–1] for *TAPIR-1* and *-2*, respectively versus AUC of 0.80 [0.68–0.91] for *PCA3*). Analyzing the differential mRNA expression obtained from tissue specimens of the diagnostic mRNA markers DLX1 and HOXC6 (derived from the Select MDx urine test, which is used in combination with clinical data) an AUC of 0.94 [0.91–0.97] and 0.97 [0.94–0.99] was revealed, respectively (Figure 2C). The AUC value from the standard PCa screening marker, prostate specific antigen (PSA; protein biomarker; clinical blood test), is only 0.84 [0.75–0.92] (Figure 2D). These results indicate that the AUCs of *TAPIR-1* and *-2* are in the same range and have the potential to serve as highly sensitive and specific diagnostic markers.

### 2.2. TAPIR-1 and -2 Overexpression Is Restricted to Tumor Tissue

Custom expression microarray analysis revealed a strong expression of *TAPIR* in PCa tissue (median log2 intensity ± sd: 7.68 ± 0.77 (*TAPIR-1*), 7.76 ± 0.93 (*TAPIR-2*), 7.70 ± 0.85 (*TAPIR-1* und *-2*); *n* = 164) and low expression in BPH tissue specimens (median log2 intensity ± sd: 6.28 ± 0.25 (*TAPIR-1*), 5.90 ± 0.37 (*TAPIR-2*), 6.09 ± 0.36 (*TAPIR-1* and -2); *n* = 39) and tumor-adjacent tissue (median intensity + sd: 6.26 ± 0.49 (*TAPIR-1*), 5.90 ± 0.58 (*TAPIR-2*), 6.12 ± 0.56 (*TAPIR-1* and *-2*); *n* = 52) (Figure 1B–D). Signal intensity differences between tumor and BPH samples were significant for both *TAPIR-1* and *TAPIR-2* (Benjamini-Hochberg-adjusted *p*-values of matching probe sets less than 9.67E-14 and 1.79E-15, respectively). To visualize *TAPIR*-transcripts ViewRNA^®^ in situ hybridization (ISH) was carried out using formalin-fixed paraffin-embedded prostate tissue sections (exhibiting areas with benign glands, high grade prostate intraepithelial neoplasia (PINs) and PCa tissue at the same section). Specific staining was observed in PINs and PCa areas and no or weak staining in extended normal glands, whereas connective tissues were unstained (Figure S3). The GTEx database, providing RNA-seq data of 53 tissues from 570 healthy donors, was used to determine the expression profile of both *TAPIR* transcripts (Figure S4). *TAPIR-1* and *-2* RNA levels in normal tissues were generally low. Elevated *TAPIR-1* expression was only observed in thyroid samples (*n* = 283), whereas *TAPIR-2* showed broad but low expression in brain cerebellum (*n* = 121), testis (*n* = 165), brain cerebellar hemisphere (*n* = 98), normal breast (*n* = 181) and prostate tissue (*n* = 100). Moreover, the analysis of expression profiles in tumor tissues (11,133 samples from 32 tumor entities) from the Cancer Genome Atlas (TCGA) consortium showed similar expression patterns for both *TAPIR* transcripts (Figure S5). In line with our findings, these data confirmed the strongest expression for both *TAPIR* transcripts in PCa (*n* = 556) and also revealed elevated expression levels in invasive breast cancer (*n* = 1253).

### 2.3. TAPIR Transcript Knockdown Causes Downregulation of Cell Cycle Genes and Growth Arrest in Prostate Tumor Cells

To unravel the therapeutic potential of *TAPIR-1* and -2, four different specific siRNAs derived from *TAPIR-1* and *-2* (si-A1, si-B1, si-A2, siB2; Table 1) were used to knockdown the TAPIR-transcripts in LNCaP and MDA-PCa2b cells (Figure 3 and Figure S6). When comparing between primary tumors and cell lines (LNCaP, MDA-PCa2b), the expression of TAPIR lncRNAs in the cell lines is low (Figure S7). However, these cells are still suitable as a model to study the phenotype after *TAPIR* knockdown.

As seen in Figure 3A,B, knocking down *TAPIR-1* and *-2* transcripts induces a growth arrest in PCa cell line LNCaP and MDA-PCa2b. A 70% and 50% inhibition of cell proliferation after *TAPIR-1* and *TAPIR-2* knockdown, respectively, was observed using impedance-based xCELLigence real-time cell analysis (RTCA) assay (Figure 3C). RTCA allows a non-invasive growth monitoring of adherent cells after six days post transfection but does not exclude effects derived from changes in cell shape, size and attachment. Therefore, live cell imaging was performed and quantified using cell confluency (Figure 3D). While the cell shape remained largely unaltered upon *TAPIR-1* and *-2* knockdown, decreased cell densities were observed, especially five days (116 h) after transfection. Cell cycle analysis revealed an enrichment of cells in G0/G1 accompanied by an equivalent decrease in S and G2/M phases by 50% upon si-A1-mediated *TAPIR-1* knockdown. *TAPIR-2* knockdown revealed similar but less profound effects on cell cycle distribution. Similar results were observed for MDA-PCa2b cells. Additional experimental evidence of the specificity of the siRNAs could be obtained by DU145 cells that do not express significant levels of *TAPIR-1* or *-2* lncRNA transcripts. Transfection of siRNAs (siA1 and siA2) in these cells does not alter their proliferation and does not lead to increased levels of p21^CIP1^/*CDKN1A* repression or repression of cell cycle key regulators like *CCNB1* and *CDC25C* (Figure S7). We also knocked down the androgen receptor in LNCaP cells and determined the expression of *TAPIR-1* and *-2* (see Figure S8). As a result, we showed a slight increase in TAPIR expression with loss of androgen sensitivity.

### 2.4. Increase in p53 Levels and Downregulation of Cell Cycle- and DNA-Repair Control Genes Following TAPIR Knockdown

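Gene expression was measured in LNCaP cells, an established prostate cancer cell line, after transfection with an siRNA against TAPIR-1 (si-A1), an siRNA against TAPIR-2 (si-A2) or a scrambled control siRNA (si-SCRL). RNA was taken from 4 biological replicates per siRNA at 24 h and at 48 h, and each of the 24 samples was hybridised to its own one-colour Agilent array. The time points were run on different versions of the array. The 12 arrays of a time point lay on 2 slides, and each slide held replicates of all 3 siRNAs in equal number. The authors read the scans with Agilent Feature Extraction and deposited a processed intensity for each spot, which is the brightness of the spot after background subtraction within the array. These intensities were not normalized between arrays. At 24 h, the median intensity of an array lay between 24.4 and 54.4 for si-SCRL (median 38.4), between 28.9 and 57.2 for si-A1 (median 41.3) and between 26.7 and 48.5 for si-A2 (median 36.4). Feature Extraction rated 58.5% to 68.3% of the spots as well above background for si-SCRL, 60.6% to 71.7% for si-A1 and 59.9% to 66.1% for si-A2. No spot was saturated. The number of arrays limits the precision of each value. Following the methods of the paper, the log2 intensities were quantile-normalized between the 12 arrays of a time point. A probe was used if it exceeded the mean of the negative control spots by 3 SDs on at least 3 arrays and had an interquartile range of at least 0.5. The slide was an additive term of the linear model. The paper's alignment of the probes to the genome was not repeated, and each gene was represented by its brightest probe among those that passed the filters. At 24 h, 15186 genes were tested out of 36639 genes above the background threshold. Genes were called differentially expressed at an adjusted p below 0.01 and an absolute log2 fold change of at least 0.5, with limma and Benjamini-Hochberg adjustment.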

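The 24 h array carries 1 probe with an accession of TAPIR-2, and no probe was matched to TAPIR-1 by its accession. The normalized log2 intensity of the TAPIR-2 probe was 5.04 ± 0.20 (SD, n = 4) after si-SCRL, 4.64 ± 0.32 (SD, n = 4) after si-A1 and 4.06 ± 0.74 (SD, n = 4) after si-A2. It was well above background on all 4 arrays of si-SCRL and si-A1 and on 2 of the 4 arrays of si-A2. The log2 fold change was -0.98 after si-A2 (p = 0.0286 in a two-sided exact permutation test, the smallest p that 4 arrays against 4 allow). It was -0.40 after si-A1 (p = 0.0571 in the same exact test). Neither change passed the limma test across all genes (adjusted p = 0.245 and 0.632). Over 23 alternative settings the change lay between -1.22 and -0.26 after si-A2 and between -0.51 and -0.12 after si-A1. It passed the threshold under none of them, so its size depends on the processing. After si-A1, 216 genes were differentially expressed, of which 7 were higher and 209 lower than after si-SCRL. After si-A2, 216 genes were differentially expressed, of which 5 were higher and 211 lower. Each of these genes changed in the same direction in all 4 replicates. The smallest absolute log2 fold change among them was 1.21 for either siRNA. The counts were lowest, at 66 for si-A1 and 92 for si-A2, when only the 2 groups compared entered the fit. They were highest, at 643 and 496, when probes were filtered on the well above background rating, which left 4889 genes to test. With each array left out in turn, the si-A1 count lay between 87 (without si-A1 replicate 2) and 168 (without si-A2 replicate 2). The si-A2 count then lay between 110 (without si-A2 replicate 3) and 199 (without si-A1 replicate 4).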

Microarray analysis 24 h after *TAPIR-1* and *-2* knockdown showed a downregulation of a broad spectrum of cell cycle genes, comprising all central regulators (Figure 4A–D; Figure S10A–C; table of all regulated genes in supporting excel file S1 and S2). 

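The GO term sets were not used here. In their place, lists of cell cycle genes from the Seurat package and the histone genes of the HIST1H cluster, whose transcripts are made during DNA replication, were tested with limma's camera at a preset correlation of 0.01. The tests ran over the 36595 genes above the background threshold that had a value on every array, and the FDR covers 9 lists in 3 comparisons. The 41 S phase genes had a median log2 fold change of -1.44 after si-A1 (FDR = 1.0e-53), and 38 of them were lower than after si-SCRL. After si-A2 the median was -1.47 (FDR = 1.3e-62), with 37 of the 41 genes lower. Of the 54 G2/M genes, 51 were lower after si-A1 (median -1.20, FDR = 1.2e-54) and 52 after si-A2 (median -1.37, FDR = 8.1e-64). Of the 56 histone genes, 54 were lower after si-A1 (median -1.50, FDR = 6.4e-75) and 55 after si-A2 (median -1.63, FDR = 2.5e-87). Called lower among all genes were 24 S phase, 29 G2/M and 38 histone genes after si-A1. Adjusted over the list alone, these counts were 33, 41 and 46, and 1 G2/M gene was called higher. After si-A2 they were 26, 32 and 40 among all genes, and 35, 42 and 46 adjusted over the list alone. Of the 27 tests, 15 had an FDR below 0.05. With the rotation test fry there were 14, and with an estimated correlation in camera 10. The decreases of these 3 lists held under both tests for either siRNA. Over the 23 alternatives, these tests included, the largest FDR of these lists was 0.00399 (histone genes after si-A1). The far smaller FDRs above thus depend on the test and its settings. The S phase median moved most without background correction, to -0.70 after si-A1 and -0.84 after si-A2.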

Gene Ontology (GO) term enrichment analysis revealed a significant regulation of gene sets responsible for cell cycle progression and mitosis (Tables S2–S4). 

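KEGG pathways were not used here. A list of p53 target genes, written after the tables of the paper had been read, held 25 genes above the background threshold. After si-A2, 23 of the 25 genes were higher than after si-SCRL, with a median log2 fold change of 0.52 (camera FDR = 3.4e-21). Over all genes, 9 of them were called higher: CDKN1A, FAS, ZMAT3, TP53INP1, BTG2, SPATA18, RRM2B, FDXR and TP53I3. Adjusted over the list alone, 14 were. After si-A1, 15 of the 25 genes were higher, with a median of 0.12 (camera FDR = 0.111, fry FDR = 0.0188). Over all genes FAS and TP53INP1 were called higher. Adjusted over the list alone, 3 genes were called higher and 1 lower. The list was higher after si-A2 than after si-A1 by a median of 0.55 (FDR = 2.3e-20), in 22 of the 25 genes. This difference and the increase after si-A2 held under fry and under an estimated correlation. Over the 23 alternatives, these tests included, the largest FDR of either was 0.000735. CDKN1A lies on chromosome 6 of GRCh38.p14 from 36676463 to 36687332. Its normalized log2 intensity was 10.84 ± 0.12 (SD, n = 4) after si-SCRL, 11.52 ± 0.11 (SD, n = 4) after si-A1 and 12.64 ± 0.28 (SD, n = 4) after si-A2. The log2 fold change was 1.79 after si-A2 (standard error 0.24, adjusted p = 0.00086 from limma). It was 0.68 after si-A1 (standard error 0.24, limma adjusted p = 0.193), where the gene was called only when normexp background correction or no background correction was applied. The 2 siRNAs differed by 1.12 for CDKN1A (limma adjusted p = 0.0615). The 20 genes of a Fanconi anemia list moved the other way. Their median was -0.92 after si-A1 (FDR = 2.3e-19) and -1.17 after si-A2 (FDR = 2.9e-23), and 18 of the 20 were lower after each siRNA.

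**Figure D1:**
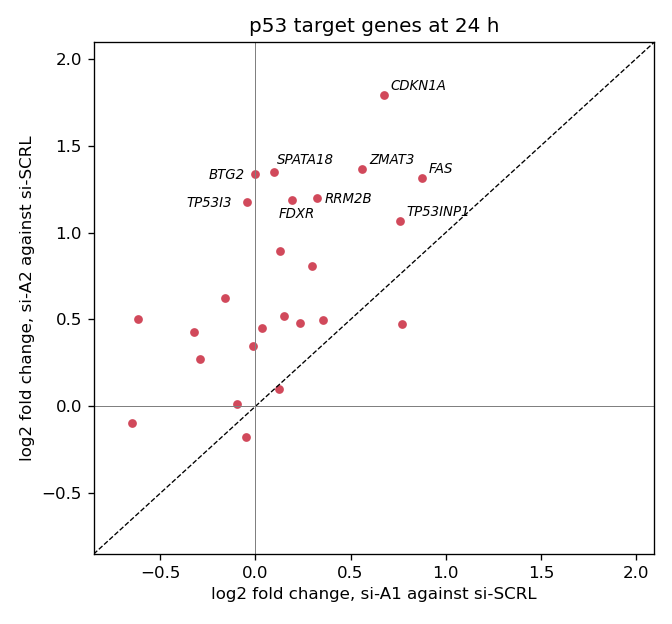
Log2 fold change of the 25 p53 target genes 24 h after si-A1 (x axis) and after si-A2 (y axis), each against si-SCRL with 4 arrays per group. Each point is a gene, the dashed line marks equal change, 22 points lie above it, and the names mark genes with an adjusted p below 0.01 after si-A2.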

*TAPIR-1* and *-2* knockdown also led to an upregulation of the p53-signaling- (pGFdr = 0.000217) and Fanconi anemia DNA-repair pathway (pGFdr = 1.1^−6^) (Figure 4C; Figure S10C). 

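A genome-wide set of DREAM target genes was not used here. Among the 15186 genes tested at 24 h, 142 belonged to the S phase, G2/M, histone or Fanconi anemia lists. Of the 209 genes lower after si-A1, 23 were S phase genes, 17 G2/M genes, 29 histone genes and 6 Fanconi anemia genes. In all, 74 of the 209 (35.4%) were in at least 1 of the 4 lists. Of the 211 genes lower after si-A2, 24 were S phase genes, 23 G2/M genes, 37 histone genes and 8 Fanconi anemia genes, and 91 (43.1%) were in at least 1 list. None of the genes called higher was in these lists. Of the 5 genes higher after si-A2, 2 were p53 targets (CDKN1A and FAS), against 0 of the 7 genes higher after si-A1 in the same limma test. Of the 25 p53 targets, 6 had an unadjusted p under 0.05 after si-A1 in limma's fit over all genes above the background threshold, 4 of them higher and 2 lower. The 11 genes that encode subunits of the DREAM complex had a median log2 fold change of 0.11 and a mean of 0.01 after si-A1, while camera gave the direction as lower (FDR = 0.705). After si-A2 their median was -0.22 (FDR = 0.0142), which passed under fry (FDR = 0.0382) and not with an estimated correlation (FDR = 0.0596). In the fit over all genes above the background threshold, 2 of the 11 genes were called, E2F5 as higher after si-A1 and RBL1 as lower after si-A2 (log2 fold change -0.94, limma adjusted p = 0.00534).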

Importantly, essentially all genes substantially deregulated are targets of the DREAM transcriptional repressor complex [24,25]. To follow up on the activation of the *p53* pathway, we analyzed *p53* protein stability levels, as its expression is mostly regulated at the protein level. *p53* protein accumulated 48 h and 72 h post *TAPIR-1* and *-2* siRNA transfection (Figure 5A), and the expression of *p21^CIP1^/CDKN1A* was induced at the transcriptional and protein levels (Figure 4D; Figure 5A,D) in LNCaP cells. Furthermore, a large number of key genes controlling the cell cycle were downregulated upon *TAPIR* knockdown, e.g., *AURKA*, *MYBL2*, *CDC25C*, *CCNB1*, *CCNB2*, *E2F1*, *FOXM1*, *HIST1H1B*, *KIF23*, and *MKI67* (Figure 4A,D, Figure 5A). 

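By the probe tested, each of the 10 genes was lower in all 4 replicates after either siRNA. E2F1, on chromosome 20 of GRCh38.p14 from 33675477 to 33686385, had a normalized log2 intensity of 8.30 ± 0.27 (SD, n = 4) after si-SCRL, 5.83 ± 0.29 (SD, n = 4) after si-A1 and 5.06 ± 0.24 (SD, n = 4) after si-A2. Its log2 fold change was -2.46 after si-A1 (standard error 0.26, adjusted p = 0.00025) and -3.23 after si-A2 (adjusted p = 3.2e-05). HIST1H1B, now named H1-5, lies on chromosome 6 from 27866792 to 27867588. It fell from 11.55 ± 0.69 (SD, n = 4) to 8.06 ± 0.18 (SD, n = 4) after si-A1 and to 7.75 ± 0.48 (SD, n = 4) after si-A2. These changes were -3.48 (standard error 0.36, adjusted p = 0.00025) and -3.79 (adjusted p = 0.000106). E2F1 and HIST1H1B passed the threshold for both siRNAs under each of 23 alternatives. CCNB2 (chromosome 15, 59105146 to 59125045) changed by -1.76 after si-A1 (standard error 0.31, adjusted p = 0.00612) and by -1.37 after si-A2 (adjusted p = 0.0296). The call of CCNB2 after si-A1 was lost whichever array was left out. Without si-SCRL replicate 3, which lay above the other control arrays, it changed by -1.52 (adjusted p = 0.0167). CDC25C (chromosome 5, 138285265 to 138338355) passed after si-A2 with -1.35 (adjusted p = 0.00614) and not after si-A1 with -0.90 (adjusted p = 0.0637). The decrease after si-A2 passed under 11 of the 23 alternatives.
The other 6 genes did not reach an adjusted p of 0.01. AURKA (chromosome 20, 56369390 to 56392215) changed by -1.05 after si-A1 and -1.13 after si-A2 (adjusted p = 0.0314 and 0.0221). FOXM1 (chromosome 12, 2857680 to 2877174) changed by -1.01 and -1.11 (adjusted p = 0.0293 and 0.0182), and MYBL2 (chromosome 20, 43667114 to 43716482) by -0.68 and -1.13 (adjusted p = 0.177 and 0.0202). MKI67 (chromosome 10, 128096659 to 128126423) is measured by 3 probes. The brightest changed by -1.07 after si-A1 and -1.06 after si-A2 (adjusted p = 0.0293 and 0.0324), and the next by -2.78 and -2.28. The fitted changes of the dimmest were -2.88 and -2.55. Its mean log2 intensity over the arrays was only 4.07, so these sizes may be bounds. The brighter of 2 KIF23 probes (chromosome 15, 69414349 to 69448427) changed by -0.47 and -0.60 (adjusted p = 0.42 and 0.261), the other by -1.54 and -1.70. For CCNB1 (chromosome 5, 69167150 to 69178245) the probes went in opposite directions. The brighter one, which varied too little across the arrays to be tested, changed by 0.33 and 0.26. The tested one changed by -0.71 and -0.79 (adjusted p = 0.157 and 0.117). With the median over the CCNB1 probes, the change was -0.19 after si-A1 and -0.26 after si-A2. Without si-SCRL replicate 2, 3 or 4, the tested CCNB1 probe no longer passed the interquartile filter. It then changed by -0.72, -0.63 and -0.71 after si-A1 and by -0.80, -0.71 and -0.79 after si-A2. The paper states, from a published genome-wide study, that most targets of the knockdown belong to the p53-DREAM pathway.

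**Figure D2:**
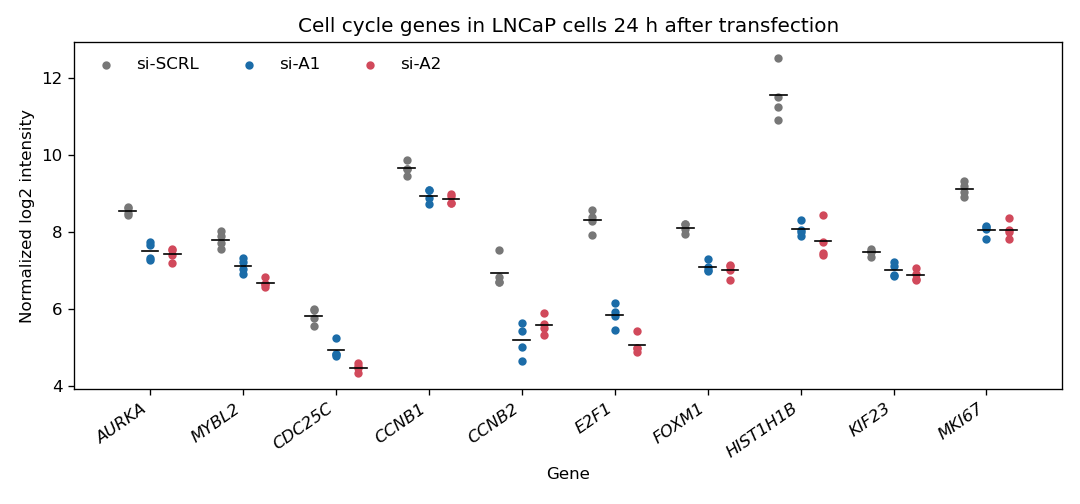
Normalized log2 intensity (y axis) of the 10 cell cycle genes (x axis) 24 h after si-SCRL, si-A1 or si-A2, which the colours mark. Points are single arrays, 4 per group, and the black lines are group means, which for E2F1 are 8.30 after si-SCRL, 5.83 after si-A1 and 5.06 after si-A2.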

Several of the *TAPIR*-knockdown targets have been shown to be DREAM targets in previously published studies, e.g., *MYBL2*, *CDC25C*, *CCNB1*, and *CCNB2* [26,27,28,29]. 

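BIRC5 lies on chromosome 17 of GRCh38.p14 from 78214253 to 78225635. At 24 h its normalized log2 intensity was 9.37 ± 0.05 (SD, n = 4) after si-SCRL, 7.30 ± 0.18 (SD, n = 4) after si-A1 and 7.48 ± 0.08 (SD, n = 4) after si-A2. The log2 fold change of BIRC5 was -2.07 after si-A1 (standard error 0.22, limma adjusted p = 0.000278) and -1.89 after si-A2 (limma adjusted p = 0.000419). BIRC5 was lower in all 4 replicates of each siRNA, and both decreases passed the threshold under every alternative tried at 24 h.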

Survivin/*BIRC-5*, an inhibitor of apoptosis, which is highly expressed in most human tumors and fetal tissue, but completely absent in terminally differentiated cells, was also found to be suppressed. Importantly, most of the siRNA-dependent knockdown targets have been shown in a genome-wide study to belong to the *p53*-DREAM pathway [25]. The same regulatory pattern was found in MDA-PCa2b cells for all target genes, with the exception of p21^CIP1^/*CDKNA1* (Figure S12).

Moreover, genes that control the cellular DNA repair system are also regulated by the knockdown. 

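BRCA1 (chromosome 17 of GRCh38.p14, 43044295 to 43170327) had a normalized log2 intensity of 4.90 ± 0.30 (SD, n = 4) after si-SCRL. After either siRNA the BRCA1 probe was not well above background on any array, with 1.99 ± 0.20 (SD, n = 4) after si-A1 and 1.96 ± 0.12 (SD, n = 4) after si-A2. The size of the decrease is therefore a bound. BRCA1 fell at least 2.17-fold after si-A1 (limma adjusted p = 6.6e-05) and at least 1.84-fold after si-A2 (limma adjusted p = 3.2e-05). Such bounds compare the mean of the brighter group with the lowest intensity rated well above background on the arrays of the dimmer group, or the probe's own where higher, as means of log2 values. CLSPN (chromosome 1, 35720213 to 35769978) had an intensity of 7.53 ± 0.23 (SD, n = 4) after si-SCRL. After si-A1 it was 3.81 ± 0.81 (SD, n = 4), well above background on 2 of the 4 arrays, a log2 fold change of -3.72 (standard error 0.38, limma adjusted p = 0.000231). After si-A2 CLSPN was at 2.77 ± 0.40 (SD, n = 4) and not well above background on any array, a decrease of at least 11.4-fold (limma adjusted p = 3.2e-05). CHEK1 (chromosome 11, 125625136 to 125681124) fell from 7.18 ± 0.46 (SD, n = 4) to 5.46 ± 0.38 (SD, n = 4) after si-A1 and to 5.18 ± 0.28 (SD, n = 4) after si-A2. Its log2 fold changes were -1.72 (standard error 0.30, limma adjusted p = 0.0066) and -2.01 (limma adjusted p = 0.0023). All 3 genes were lower in every replicate of both siRNAs. The calls of BRCA1 and CLSPN held under every alternative tried at 24 h. The CHEK1 call after si-A1 held under 9 of 23 alternatives and was lost whichever array was left out. The CHEK1 call after si-A2 held under 19 and was lost without si-A2 replicate 2, 3 or 4. Without replicate 2, whose CHEK1 intensity lay below that of the other si-A2 arrays, it changed by -1.89 (limma adjusted p = 0.0122).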

We found a downregulation of *BRCA1* (breast cancer 1, early-onset), *CHEK1* (Checkpoint kinase 1), and *CLSPN* (Claspin). Furthermore, numerous key regulators of the DNA-damage response and of the Fanconi anemia pathway were found to be downregulated, suggesting that the DNA repair system is inhibited in response to *TAPIR* knockdown. 

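Among all genes above the background threshold, 7 of the 20 Fanconi anemia genes were called lower after si-A1 and 7 after si-A2. Adjusted over the list alone, 10 and 12 were. After si-A1, FANCI had a log2 fold change of -2.21 and FANCA of -1.71. After si-A2, FANCD2 changed by -1.91, FANCI by -1.84 and FANCA by -1.82. BRIP1, which was not well above background on any si-A2 array, fell at least 1.45-fold. FANCE changed by -0.40 after si-A1 and by -1.16 after si-A2. FANCD2 and FANCE were each well above background on 2 of the 4 si-A2 arrays. Changes close to 0 were found for FANCF (-0.05 after si-A1 and 0.01 after si-A2), ERCC4 (0.17 and 0.02) and PALB2 (-0.17 and -0.04). Without background correction, which moved the list most, its median was -0.51 after si-A1 and -0.44 after si-A2. The decrease of the list held under all 23 alternatives for both siRNAs, fry and the estimated correlation included. The largest FDR among them was 0.00436 after si-A1 and 0.00292 after si-A2. Between si-A2 and si-A1 the median difference of the list was 0.02 and the mean difference -0.08, and camera gave the direction as lower (FDR = 0.702).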

All these genes are described as validated p53-DREAM repressed target genes [24].

### 2.5. TAPIR Knockdown Activates the p53-DREAM Tumor Suppressor Pathway

To investigate the impact on the p53/TP53 pathway we carried out TAPIR knockdown experiments using the most efficient *TAPIR-1* knockdown (si-A1) in combination with p53 and/or p21CIP1 knockdown. Co-transfection with siRNAs directed against p53/TP53 or p53/p21CIP1/CDKN1A abrogated downregulation of cell cycle genes at the RNA and protein level (Figure 5B,C,E; Figures S13 and S14). Although siRNA-directed knockdown of p21CIP1/CDKN1A was efficient, downregulation of cell cycle genes could not be prevented in LNCaP cells. Furthermore, in MDA-PCa2b cells an upregulation of p21CIP1/CDKNA1 after *TAPIR-1* and *-2* knockdown was not observed 72 h after siRNA transfection (Figure S12). In conclusion, p21CIP1 function seems not to be crucial in TAPIR knockdown-induced cell cycle arrest.

### 2.6. TAPIR Represents a Potential Therapeutic Target in Prostate Cancer

By applying a preclinical in vivo tumor xenograft model, we tested the potential of TAPIR as a therapeutic target for PCa. To this end, human MDA-PCa2b cells were subcutaneously injected in mice, and upon establishment of s.c. xenografts with solid growth kinetics, treatment was started. TAPIR-1 siRNA was formulated by complexation with polyethylenimine (PEI). These PEI/siRNA nanoparticles, based on low molecular weight PEI F25-LMW [30] have been found previously to be stable in biological media containing proteins and to allow frozen storage [31]. Moreover, they have been extensively explored in therapeutic knockdown studies of various protein-encoding oncogenes (see, e.g., [32,33,34,35,36] and for therapeutic miRNA replacement [37]). Previous biodistribution studies also demonstrated efficient PEI-mediated siRNA delivery into s.c. tumor xenografts upon intraperitoneal injection [38]. Here, for the first time this mode of administration was also employed to targeting a noncoding RNA. Indeed, the systemic application of *TAPIR-1*-siRNA formulated in the PEI-based nanoparticles led to a significant ~40% reduction of the tumor growth (Figure 6). After completing the experiment, mean tumor sizes in mice treated with *TAPIR-1*-siRNA and scrambled siRNA amounted to 676.38 mm^3^ and 1138.00 mm^3^, respectively (*p* < 0.01).

### 2.7. TAPIR-1 and -2 Knockdowns in Radiation-Resistant Prostate Cancer Cells Confer Renewed Sensitization to X-ray Treatment

To further explore the therapeutic potential of siRNAs against *TAPIR-1* and *-2*, additional experiments with a radiation-resistant PCa cell line (LNCaP-RR) [39,40] were carried out using a colony-formation assay (Figure 7A–D). LNCaP-RR is the only available androgen-dependent radiation-resistant cell line. The *TAPIR-1* and *-2* knockdown markedly reduced cell proliferation (colony formation), as documented by a strong reduced plating efficiency (Figure 7A). Exposing these cells to X-ray treatment, the knockdown resulted in a renewed sensitization shown by a strong decrease of the surviving cell fraction (Figure 7B). This is in line with a dysregulation of the DNA damage response key regulators in LNCaP-RR and a DNA damage independent activation of the p53-DREAM signaling pathway followed by *TAPIR-1* and *-2* knockdown.

## 3. Discussion

In search of novel cancer biomarkers using genome-wide transcriptome sequencing of a PCa screening cohort, we identified two functionally uncharacterized lncRNAs being strongly upregulated in PCa. These transcripts, which we now designated as tumor associated prostate cancer increased lncRNA (*TAPIR-1* and *-2*) are located intergenic in close proximity. Both transcripts showed remarkable diagnostic potential in tissue analysis, ranging from low to high risk PCa groups, including patients who died of the disease. The AUC value from the prostate specific antigen blood test (*PSA*; a clinical protein marker used for PCa screening) in our cohort is only 0.84, while that of *TAPIR-1* and *-2* obtained from tissue specimens amounts to ~0.94. These results illustrate the great potential of *TAPIR-1* and -2 for the development of a more sensitive and specific test. A more specific clinical PCa biomarker is the lncRNA prostate cancer antigen 3 (*PCA3*), which is overexpressed in prostate cancer cells [41]. Although the AUC of *PCA3* is somewhat lower (0.90) compared to *TAPIR-1* and *-2*, it still represents a good biomarker. However, the expression of *PCA3* was significantly lower in patients who died of their tumor. Especially these patients, who suffer from an aggressive form of the carcinoma, need to be identified by a reliable diagnostic test. According to our results, *TAPIR-1* and *-2* might be better suited to meet these requirements. Furthermore, except for the thyroid gland (in case of *TAPIR-1*), both *TAPIR* transcripts are weakly expressed in normal tissues. Overexpression was not only found in PCa but also in breast cancer tissue.

Here, we asked whether *TAPIR-1* and *-2*, in addition to their diagnostic value, also displayed therapeutic potential. By downregulating *TAPIR-1* and *-2* with siRNAs we were able to demonstrate a tumor suppressive effect. The knockdown of *TAPIR-1* and *-2* transcripts led to a cell cycle arrest, activation of p53, and downregulation of a large number of cell cycle regulators. It is known that increasing levels of p53 transcriptionally activate p21^CIP1^/*CDKN1A* protein and result in the inhibition of cyclin-dependent kinases that phosphorylate the retinoblastoma RB-related proteins p107 and p130 [28]. Hypophosphorylated p107/p130 proteins in the cell nucleus lead to the formation of the DREAM transcriptional repressor complex [24,28,42,43]. DREAM binds to E2F or CHR promoter elements of its target genes causing their transcriptional repression. The resulting p53-DREAM pathway represents the mechanism that p53 employs for indirect transcriptional downregulation of genes [24,44]. By repressing a plethora of cell cycle genes, this pathway explains how p53 can cause cell cycle arrest [24,25,43]. In contrast to the p53/*TP53* pathway, little is known about the molecular mechanisms underlying the action of lncRNAs. Through their nucleotide sequence or secondary structure, lncRNAs have been reported to bind to other cellular nucleic acids (DNA, RNA) or proteins [14,45,46]. However, the molecular events leading to the upregulation of the p53 pathway in response to siRNA knockdown of *TAPIR* transcripts are so far unknown and need to be investigated in further studies.

To test the potential of systemic *TAPIR-1* siRNA treatment to inhibit PCa growth in vivo, we established a highly aggressive PCa xenograft mouse model and successfully used PEI nanoparticle as carrier. We observed a significant decrease in tumor growth despite the large size and rapid growth of the tumor at the beginning of the treatment. Being aware of the fact that the in vivo administration of siRNAs in cancer therapy must overcome several hurdles including rapid nuclease degradation and poor delivery into target tissues, novel nanoparticle-based delivery systems, with the first siRNA drug (Patisiran) being approved in 2018, give hope to overcoming major problems [18,22,30,32]. The potential of *TAPIRs* to serve as putative therapeutic targets was underlined by a strong inhibitory effect on proliferation, also shown in radiation resistant PCa cells. The knockdown additionally results in a renewed sensitization of these cells to X-ray treatment. It has been discussed that a high cellular resistance of PCa cells to radiation goes along with an enhanced DNA-repair capability or an acquisition of a stem cell-like phenotype [47,48].

We found that the knockdown of *TAPIRs* leads to the suppression of genes essential for the DNA-damage response, as there are BRCA1 (breast cancer 1, early-onset), CHEK1 (Checkpoint kinase 1), CLSPN (Claspin), and genes encoding proteins of the Fanconi anemia pathway [49,50,51,52]. These genes are known as bona fide p53-DREAM-repressed target genes [24]. This finding helps to explain the observed phenotype. The development of a combined therapeutic approach (siRNA treatment followed by radiation) to treat a local tumor relapse after radiation therapy might be beneficial. However, this approach requires further investigation.

Should *TAPIR* be used as a target in PCa it is important to exclude that *TAPIR* siRNA treatment leads to a neurite-like phenotype. The phenotype has been described to provoke growth and cell cycle arrest [53] by deregulated expression of several cell cycle regulators, such as p27^Kip1^/*CDKN1B* members of the cyclin D protein family and CDK2 [54]. Neuroendocrine differentiation (NED) in PCa is an aggressive phenotype associated with therapy resistance. The most commonly used markers of NED are chromogranin A/CHRA) and synaptophysin/*SYP* [55]. 

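At 24 h, the CHGA probe was not well above background on any array of any group. Its normalized log2 intensity was 1.84 ± 0.54 (SD, n = 4) after si-SCRL, 1.93 ± 0.72 (SD, n = 4) after si-A1 and 2.02 ± 0.53 (SD, n = 4) after si-A2, so no fold change is given. An increase of CHGA that stays below the detection limit could not be seen on these arrays. SYP (chromosome X of GRCh38.p14, 49187815 to 49200193) had an intensity of 4.50 ± 0.12 (SD, n = 4) after si-SCRL, 4.35 ± 0.19 (SD, n = 4) after si-A1 and 4.38 ± 0.31 (SD, n = 4) after si-A2. It was well above background on 4, 3 and 2 of the 4 arrays, respectively. The log2 fold change of SYP was -0.15 after si-A1 (standard error 0.17, limma adjusted p = 0.734) and -0.12 after si-A2 (limma adjusted p = 0.837), which is within the spread between replicates. Over the alternatives it lay between -0.21 and -0.02 after si-A1 and between -0.24 and 0.04 after si-A2, and it was called under none of them.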

Microarray analysis revealed that these markers were not upregulated in response to the treatment. Neither did we observe a brain-like neuronal signature in those cells. 

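A list of 12 neuroendocrine and neuronal genes, which includes CHGA and SYP, held 9 genes above the background threshold at 24 h. Their median log2 fold change was 0.07 after si-A1, with a mean of 0.01 (camera FDR = 0.974). After si-A2 the median was -0.12 and the mean -0.02 (camera FDR = 0.702). In limma, 0 of the 9 genes were differentially expressed after either siRNA among all genes, while 3 had an unadjusted p under 0.05 after si-A1 and 0 after si-A2. Adjusted over the list alone, 1 gene was higher and 1 lower after si-A1, and 0 were called after si-A2. The list passed in none of the 23 alternatives at 24 h for either siRNA. At 48 h without si-A2 replicate 2, 8 genes of the list were above the threshold. Their median was 0.61 after si-A2, with 6 of the 8 higher, and did not pass (camera FDR = 0.0683). After si-A1 it was 0.13 (camera FDR = 0.458). A rise of these genes after si-A2 at 48 h is therefore not excluded.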

A loss of p53/*TP53* function could be a restriction on *TAPIR* siRNA application in cancer treatment. However, p53 mutations are reported in only one third of PCa patients [56] and not all of them lead to a loss of protein function. This means that *TAPIR* siRNA treatment might be effective in over two-thirds of patients.

Taken together, we here show that the knockdown of *TAPIRs* results in an upregulation of the tumor suppressor p53, tumor growth inhibition in a PCa xenograft mouse model, a reduced proliferation, and a renewed sensitization of radiation resistant cells. Thus, these data point to a significant role of *TAPIRs* in tumor occurrence and provide new approaches for diagnosis and cancer therapy.

## 4. Materials and Methods

### 4.1. Patient Characteristics

At the Department of Urology of the University Hospital Dresden (Germany) between 1995 and 2008, tissue specimens from 164 PCa patients who underwent radical prostatectomy (RPE) and non-malignant tissue samples obtained from 40 patients with benign prostate hyperplasia (BPH), undergoing surgical treatment, were included in the study. One patient of the BPH group was excluded due to wrong group assignment, resulting in a total of 203 patients (164 PCa patients and 39 BPH patients). The study was approved by the Internal Review Board at the Technische Universität Dresden (EK194092004, EK195092004), and written informed consent was obtained from all patients. Clinicopathological parameters were obtained by routine histopathological examination of the surgical specimens. Based on a Gleason score (GS) indicating the presence of regional lymph node metastases (pN) and the occurrence of death of disease (DOD), the PCa patients (*n* = 164) were stratified according to seven clinical risk groups: very low risk (V: GS < 7, pN0, *n* = 40), low risk (L: GS = 7, pN0, *n* = 40), medium risk (M, GS ≤ 7, pN1, *n* = 23), high risk survivors without lymph node infiltration (H-s, GS > 7, pN0, *n* = 20), high risk non-survivors without lymph node infiltration (H-d: GS > 7, pN0, DOD, *n* = 8), high risk survivors with lymph node infiltration (H+s: GS > 7, pN1, *n* = 19), and high risk non-survivors with lymph node infiltration (H+d: GS > 7, pN1, DOD, *n* = 14). For 52 of the high risk PCa patients, adjacent tumor-free prostate tissue samples were additionally analyzed. Information on the course of the disease, the survival of the patients, and the cause of death was obtained by contacting the general practitioners or treating urologists or from the records of the regional tumor registry.

The tissue specimens were subdivided into an exploration cohort analyzed using transcriptome-wide deep sequencing (Illumina HiSeq2000, Illumina, SD, USA), and a validation cohort was analyzed using Agilent Custom Expression SurePrint Arrays (Agilent Technologies, Waldbronn, Germany). The exploration cohort comprised 40 PCa patients, of which 40 tumor tissues and 16 tumor-adjacent tumor-free tissues were assessed, as well as non-malignant tissues from eight BPH patients as controls (in total 48 patients). The validation cohort consisted of 124 tumor tissues and 36 tumor-adjacent tumor-free tissues from PCa patients and of 31 non-malignant tissues from BPH patients (in total 155 patients).

### 4.2. Tissue Processing and RNA Isolation

Stacks of consecutive cryosections were generated from frozen prostate tissue samples and immediately transferred to 1 mL Quiazol (Qiagen, Hilden, Germany). Hematoxylin and eosin-stained cryosections flanking the stacks were evaluated by a pathologist with regard to tumor and stroma cell content. Only PCa tissue stacks, which were flanked on either side by sections containing at least 50% tumor cells were used for RNA isolation. For high risk group patients, tumor-free tissues adjacent to tumor tissue were obtained, and up to five percent tumor cells were allowed.

Total RNA was isolated using Qiazol and a miRNeasy Mini Kit on QIAcube (all from Qiagen, Hilden, Germany) followed by manual DNase I digestion (Life Technologies, Carlsbad, USA). RNA concentration was determined using a NanoDdrop 1000 (Thermo Fisher Scientific, Wilmington, USA). RNA integrity was verified on an Agilent Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA). RNA samples with an RNA integrity number (RIN) of at least six were further processed.

### 4.3. Next-Generation Sequencing (NGS)

For genome-wide transcriptome analysis, isolated RNA of the exploration cohort (40 PCa patients: 24 tumor tissues and 16 matched pairs of tumor and tumor-adjacent tissues; 8 BPH patients) was used. Ribosomal RNA was depleted using the Ribo-Zero rRNA Human/Mouse/Rat removal kit (Epicentre, Madison, WI, USA) using 1 µg of total RNA as described by the manufacturers. Single indexed paired-end libraries were prepared using a ScriptSeq v2 RNA-Seq Library Preparation kit (Epicentre, Madison, WI, USA) as described by the manufacturers. For each sequencing reaction, eight independent biological replicates of an experiment were pooled after library preparation. After successful library preparation, the sequencing reaction was conducted using a HiSeq2000™ (Illumina HiSeq2000, Illumina, SD, USA) with 101 paired-end cycles.

Processing of primary sequencing data was done using workflow management [57]. CASAVA 1.8.2 was used to demultiplex FASTQ files. Adapter sequences were clipped by utilizing Cutadapt v1.6 [58]. For de novo transcript assembly, all reads were mapped to the human genome version GRCh37/hg19 with TopHat v.2.0.87 [59] setting RNA library type to fr-secondstrand and all other parameters to default values. Transcripts were assembled using cufflinks v.2.2.18 [60] with default parameters and library type specification fr-secondstrand. Assembled transcripts were compared to Gencode v17 (Ensembl 72) utilizing cuffmerge and cuffcompare [60] with default parameters in order to generate a comprehensive transcript assembly of novel and known transcripts.

For gene expression quantification, reads were mapped to the human genome version GRCh37/hg19 using segemehl v.0.1.7 [61]. Segemehl was used in split read mode (option -S) with additional parameters -H 1 -D 0 to report all alignments with no indels or mutations in the initial seed and passing the default minimal alignment accuracy. We used segemehl for expression quantification, since it outperforms TopHat in terms of sensitivity and specificity [62]. Read counts for known (Gencode v17) and novel transcripts contained in the comprehensive transcript assembly were determined using HTSeqCount v0.6.0 [63] with parameters mode intersection-strict, stranded yes, idattr gene_id, and type exon.

Differential gene expression between tumor and control samples was assessed using the statistical software package R v3.2. [64] and the Bioconductor package DeSeq2 v1.81 [65]. Raw read counts were normalized and variance stabilized (vst transformation). False discovery rate (FDR) was controlled using Benjamini-Hochberg adjustment [66]. Discrimination between BPH and tumor specimens for each lncRNA (*TAPIR-1* und *-2*) was evaluated using receiver operating characteristic (ROC) curves and area under the curve (AUC) using R package pROC v1.10.0 [67]. Confidence intervals for AUC and ROC were estimated using 2000 bootstrap replicates (pROC). Data were visualized via UCSC Genome Browser [68] or Integrative Genomics Viewer [69].

### 4.4. Agilent Custom Expression Microarray Processing

For gene expression profiling, total RNA was extracted from prostate specimens of the validation cohort (164 PCa patients, with tumor-adjacent tissues for 52 PCa patients, and 39 BPH patients). Note, in our in vitro study, only patients who had not undergone any androgen deprivation therapy prior to surgery were included. We focused our investigations on androgen-dependent PCa. 200 ng of total RNA was labeled using a Quick Amp Labeling Kit one color (Agilent Technologies) with a custom N6T7 random primer, following the manufacturer’s instructions. RNA was hybridized to Agilent Sureprint G3 Custom Exon 4 × 180k microarray (Design-ID: 058029, GEO platform ID GPL26898). Array read-out was performed with an Agilent Microarray Scanner System G2565CA as described by the manufacturers.

Differential expression analysis in the validation cohort was only conducted for patients not included in the exploration cohort (124 PCa patients, with tumor-adjacent tissues for 36 PCa patients, and 31 BPH patients). Differentially expressed probes were identified by using R v3.2.2 [64] and the Bioconductor package limma v3.24.15 [70]. Quality control of arrays was performed by checking distribution of “bright corner” and “dark corner” probes and relative spike-in concentration versus normalized signal. The controls confirmed the high quality of the results and consequently all microarrays were included in downstream analyses. To retrieve a set of probes mapping to unique genomic positions in hg19 we used BLAT v35 [71] with the parameter –minIdentity = 95 allowing probes spanning splice sites to be detected. All probes mapping to more than one distinct genomic region were discarded. Normalization between arrays was done using quantile normalization [72]. In order to reduce the number of univariate *t*-tests, nonspecific filtering was applied as follows: the expression of a probe must be larger than background expression in at least 20 arrays. Background expression was defined by the mean intensity plus three times the standard deviation (s.d.) of negative control spots (Agilent’s 3xSLv spots). In addition, a probe must exhibit a nonspecific change of expression, which was assessed using an interquartile range of at least 0.5. Finally, a linear model to detect expression variation between BPH and tumor specimens adjusted for array processing batches was fitted using limma v3.24.15, and reliable variance estimates were obtained using the empirical Bayes moderated t-statistics test. False discovery rate (FDR) was controlled using Benjamini-Hochberg adjustment [66]. Discrimination between BPH and tumor specimens for each lncRNA (*TAPIR-1* und *-2*) was evaluated using ROC curves and AUC using R package pROC v1.10.0 [67]. Confidence intervals for AUC and ROC were estimated using 2000 bootstrap replicates (pROC).

### 4.5. Coding Potential Prediction

To determine the coding potential probability, we used the Coding-Potential Assessment Tool (CPAT; http://lilab.research.bcm.edu/cpat/index.php), an alignment-free program which uses logistic regression to distinguish between coding and noncoding transcripts on the basis of four sequence features (ORF size, ORF coverage, Fickett TESTCODE statistic, and hexamer usage bias). A resulting coding probability below 0.364 (cutoff) denotes non-coding transcripts with high accuracy (0.967) [23].

### 4.6. Design and Synthesis of Small Interfering RNAs

Stealth RNAi^TM^ siRNA Duplex (Invitrogen, cat#10620312) were designed using a siRNA target finder tool (Invitrogen, Block-iT^TM^ RNAi Designer), to silence the following target transcripts: *TAPIR-1* (GeneBank accession no. AC141930.1, ENSG00000228613 Homo sapiens: GRCh37.p13 (GCF_000001405.25) Chr2 (NC_000002.11): 1,550,437-1,623,885) and *TAPIR-2* (GeneBank accession no. AC144450.2 ENSG00000203635 Homo sapiens: GRCh38.p12 (GCF_000001405.38) Chr2 (NC_000002.12): 1,620,510-1,625,419). Four *TAPIR* specific siRNAs were used in knockdown studies (si-A1, si-B1, si-A2, si-B2). A BLAST search (http://www.ncbi.nlm.nih.gov/BLAST) for the selected siRNA sequences was carried out to exclude any alignment with other sequences in the human genome. As negative control, Stealth RNAi^TM^ Negative Control Medium GC Duplex (Invitrogen, cat# 12935-300) with no significant homology to any known human mRNA was used for subsequent normalization. To silence p53/TP53 and p21^CIP1^/CDKN1A expression, bona fide p53-siRNA (cat# 1299001 VHS40366) and p21^CIP1^*/CDKN1A*-siRNA (cat# 1299001 VHS40209) purchased from Invitrogen were used. Each 2 × 10^6^ cell was transfected with 200 pmoles of Stealth^TM^ siRNA. All siRNAs used in knockdown experiments are listed in Table 1. Transfection was carried out using a NEON™ kit and the microporator MP100 Digitalbio (LIFE Technologies), according to the manufacturer’s instructions. Two pulses of 1250 V and 20 ms were applied.

### 4.7. Cell Lines, Cell Culture, and Tissue Samples

The PCa cell lines LNCaP (derived from metastatic site—left supraclavicular lymph node) and DU145 (derived from metastatic site—brain) was obtained from ATCC and grown in RPMI-1640 medium (Gibco, Life Technologies, Carlsbad, USA), supplemented with 10% fetal bovine serum (FBS; gibco, 10270-106). The PCa cell line MDA-PCa2b (derived from metastatic site—bone) was obtained from ATCC and cultured in F-12K medium (Gibco, Life Technologies, Carlsbad, USA), supplemented with 20% none heat-inactivated fetal bovine serum (FBS; Gibco, Life Technologies, Carlsbad, USA), 25 ng/mL cholera toxin (Sigma-Aldrich, St. Louis, MO, USA), 10 ng/mL mouse Epidermal Growth Factor (Sigma), 0.005 mM phosphoethanolamine (Sigma), 100 pg/mL hydrocortisone (Sigma), 45 nM sodium selenite (Sigma), and 0.005 mg/mL human recombinant insulin (Sigma). The radioresistant properties of LNCaP RR cells were validated prior to experiments. The cell lines were cultured in a humid atmosphere at 37 °C and 5% CO_2_. Every batch tested negative for mycoplasma contamination. The cell lines were genotyped using microsatellite polymorphism analyses.

### 4.8. Microarray Analysis Following TAPIR Knockdown

Knockdown studies were performed in LNCaP cells by targeting either *TAPIR-1* (si-A1), *TAPIR-2* (si-A2), or nothing, in case of scrambled siRNA (si-SCRL). Total RNA was isolated from cells with TRIzol (ambion), following the manufacturer’s protocol. For each siRNA type, four biological replicates were prepared for two temporal conditions: 24 h and 48 h after the treatment. The arrays were of type Agilent SurePrint G3 Human Gene Expression 8 ×  60K v2 (24h) (design ID Agilent: G4851B) and v3 (48 h) (design ID Agilent: G4851C). The arrays were scanned with a microarray scanner (Agilent Technologies). Differentially expressed probes were identified using R v3.4.3 [64] and the Bioconductor package limma v3.34.8 [70]. Quality control of arrays were performed by checking the distribution of “bright corner” and “dark corner” probes and unsupervised clustering of raw intensities. One replicate of si-A2 at 48 h had to be removed from downstream analyses due to too low foreground intensities. 

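The 75th percentile of the processed intensity over the spots of an array was taken as a measure of its foreground. Among the 48 h arrays it was 142, 44.9, 143 and 116 for si-A2 replicates 1 to 4. It was 141, 168, 176 and 156 for si-SCRL and 152, 154, 142 and 127 for si-A1. The lowest of these 12 values is thus that of si-A2 replicate 2, and the paper's text does not name the replicate it removed. The median intensity of this array was 13.9, against 26.4, 28.1 and 20.4 for the other si-A2 arrays. Its bright corner spots, which are positive controls, had a median of 5032, while on the other 48 h arrays they lay between 386747 and 491967. Its share of spots well above background was 61.5%, against 60.3% to 65.6% on the other si-A2 arrays. The median correlation of its log2 intensities with those of the other 48 h arrays was 0.547.

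**Figure D3:**
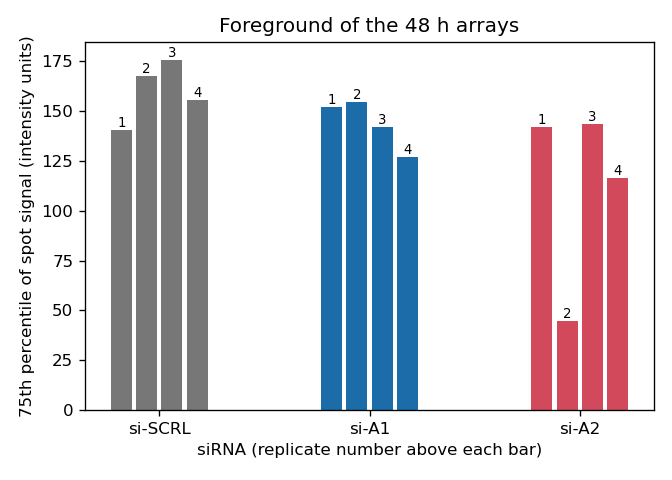
The 75th percentile of the processed intensity (y axis, from 0) on each of the 12 arrays at 48 h, grouped by siRNA (x axis), with the replicate number above each bar. Each bar is 1 array, and the lowest is si-A2 replicate 2 at 44.9.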

To retrieve a set of probes mapping to unique genomic positions in hg38 we used BLAT v35 [71] with the parameter –minIdentity = 95 allowing probes spanning splice sites to be detected for all arrays. All probes mapping to more than one distinct genomic region were discarded. Remaining probes were annotated by known genes using Gencode v27. Normalization between arrays was done using quantile normalization [72], and batch effects were considered as additive covariates in the linear model. In order to reduce the number of univariate *t*-tests, nonspecific filtering was applied as follows: the expression of a probe had to be larger than the background expression in at least three arrays. Background expression was defined by the mean intensity plus three times the s.d. deviation of negative control spots (Agilent’s 3xSLv spots). In addition, a probe must exhibit a nonspecific change of expression, which was assessed using an interquartile range of at least 0.5. Finally, a linear model was fitted using limma to assess significant expression changes for the contrasts si-A1 versus si-SCRL and si-A2 versus si-SCRL, respectively. Reliable variance estimates were obtained using an empirical Bayes moderated t-statistics test. FDR was controlled using Benjamini-Hochberg adjustment [66]. All genes with a log2 fold change ≥0.5 and FDR < 0.01 were classified as being significantly regulated upon *TAPIR-1* or *TAPIR-2* knockdown.

Functional analysis among all significantly regulated genes compared to the background set of all genes covered by at least one probe of the microarray was conducted for gene ontology (GO) categories, as well as for curated pathway annotations (Kyoto Encyclopedia of Genes and Genomes (KEGG) [73] and Reactome [74]). Gene ontology enrichment analyses were realized by using the Bioconductor package topGO v2.32.0 [75]. To detect significantly enriched GO categories, we applied Fisher’s exact test using the classic algorithm. P-values were adjusted for multiple testing (Benjamini-Hochberg correction). KEGG pathway enrichment analysis was conducted with the Bioconductor package graphite v1.26.3 [76] in combination with SPIA v2.32.0 [77] In detail, KEGG pathways were tested with the function runSPIA() of the graphite package, an algorithm respecting topology dependent expression changes of genes in the same pathway. The global *p*-values were adjusted by applying the FDR algorithm according to Benjamini and Yekutieli [78] (pGFdr <0.05). KEGG pathway enrichment was complemented with the Reactome database to combine evidence from two different pathway databases. Overrepresentation of genes associated to pathways as annotated in Reactome were identified by a hypergeometric test using the R package ReactomePA v1.24.0 [79] with the associated Bioconductor reactome.db v1.64.0 [80]. The false discovery rate (FDR) of the Reactome pathways was controlled using Benjamini-Hochberg adjustment [66].

### 4.9. Assessment of Pan-Tissue and Pan-Cancer TAPIR Expression

The Genotype-Tissue Expression (GTEx; https://gtexportal.org/home/) project [81] provided public transcriptome sequencing gene data analysis from 53 normal tissue types (8555 samples; 570 donors), released as V7 version (dbGaP Accession phs000424.v7.p2). Gene expression for *TAPIR-1* (AC144450.1, NSG00000228613.1) and gene expression for *TAPIR-2* (AC144450.2, ENSG00000203635.2) was plotted.

### 4.10. Isolation of RNA, cDNA Synthesis, and PCR Analysis

Total RNA was isolated from cell lines and xenograft tissue with a TRIzol (Ambion) or RNaesy Kit (Qiagen), following the manufacturer’s protocol. RNA was DNase-digested using a TURBO-DNA-free kit (Ambion). Reverse transcription of RNA was conducted using a RevertAid RT Kit (Thermo Fisher scientific) or PrimeScipt RT Kit (TaKaRa, Beijing, China). Analysis of cDNA was performed using either GoTaq qPCR Master Mix (Promega) as described by the manufacturer using a CFX Connect Real-Time System (Bio-Rad), StepOne Real-Time PCR System (Applied Biosystems), or standard PCR. Primers are listed in Table 2. Each (RT)-qPCR reaction was performed in at least three independent biological replicates. Data are shown as means (±s.d.). For indicated experiments, a two-sided *t*-test was used to assess statistical significance. The ∆Ct value was determined by subtracting the Ct value of housekeeper Ct value (*GAPDH*, *β-actin*) from the target Ct value (*AURKA*, *Survivin/BIRC-5*, MYBL2, *CCNB1*, *CCNB2*, *CCNE1*, *CDC25C*, *E2F1*, *FOXM1*, *HISTH1B*, *KIF23*, *MKI67*, *p21^CIP1^/CDKN1A*, *AR*, *TAPIR-1*, and *TAPIR-2*).

### 4.11. Xcelligence

The xCELLigence^®^, (Roche, Basel, Switzerland) real-time cell analysis (RTCA) instrument was used to non-invasively monitor cell status including cell number, shape/size, and attachment. Each 1 ×  10^5^ cell, transfected with control or *TAPIR* siRNA, were seeded and cultured per well of an electronic 96-well microtiter plate (E-Plate^®^, Roche, Basel, Switzerland) with gold microelectrodes embedded in the bottom. The impedance value was measured, plotted as a unit-less parameter called “Cell Index”, and increases as cells proliferate. The continuous acquisition of impedance data for each well of an E-Plate enables the generation of real-time proliferation curves. The observation endpoint was 6 d after transfection. Each experiment was performed as technical quadruplicate and biological triplicate.

### 4.12. IncuCyte ZOOM™

LNCaP cells were cultured and transfected with siRNAs as described above. Cells were removed from the monolayer using Trypsin (SERVA) in phosphate buffered saline (PBS), resuspended in medium and seeded at a density of 4 ×  10^5^ cells per well in 96-well ImageLock plates (Satorius). After seeding, cells were grown for 6 d and monitored using the automated IncuCyte ZOOM live cell imaging system (Satorius), hourly. Images were analyzed using the IncuCyte ZOOM’s Confluence Processing analysis tool (Basic Analyzer), which calculates and provides cell metrics.

### 4.13. Cell Cycle Analysis

For cell cycle analysis, 5 ×  10^5^ cells were fixed 72 h after transfection in 4 mL ice cold ethanol (80%) for 20 min at −20 °C. DNA content was labelled with propidium iodide (PI) by adding 100 µL PBS, 100 µL FACS buffer (0.1 M sodium acetate, 0.5 M EDTA), 50 µL RNase (Qiagen, 1 mg/mL FACS buffer), 20 µL Triton-X 100 (0.2% in FACS buffer) and 10 µL propidium iodide (1 mg/mL) for 30 min at 37 °C and measured in the FACSCalibur flow cytometer (BD Biosciences). Data represent the mean ± s.d. of a minimum of three biological replicates.

### 4.14. Westernblot

After transfection, each 1 ×  10^6^ cells were seeded into 6 cm diameter cell culture dishes and cultured for 48 h and 72 h. Subsequently, cells were washed with PBS. Protein lysates were prepared by adding 200 µL Ripa lysis buffer (supplemented with 1 mM NaVanadat, 1 mM PMSF, 1 mM Aprotenin, 1 mM Leupeptin, 1 mM Pepstatin), scraping, incubation on ice (30 min), and sonication (30 s, 3 strokes) followed by centrifugation for 10 min, 4 °C at 13,000 rpm. The concentration of protein in a solution was measured by Bradford protein assay [82]. SDS-PAGE and western blot were performed following standard protocols as described earlier [83]. The following antibodies were applied for protein detection: anti-β-actin (Sigma Aldrich, mouse mAb, clone AC-15, #A5441, dilution 1:5000), anti-CDC25C (Santa Cruz Biotech, mouse mAb, H6, #sc-13138, dilution 1:500), anti-cyclin B2/CCNB2 (Santa Cruz Biotech, mouse mAb, A-2, #sc-28303, dilution 1:500), anti-KIF23/MKLP-1 (Santa Cruz Biotech, mouse mAb, 24, #sc-136473, dilution 1:500), anti- p21^CIP1^/CDKN1A (Calbiochem, mouse mAb, Ab-1, EA10, # OP64, dilution 1:1000), anti-p53 (Calbiochem mouse mAb, Ab-6, DO-1, #OP43, dilution 1:2000), and anti-Survivin (Cell Signaling, rabbit mAb, 71G4B7, #2808, dilution 1:1000). The monoclonal B-Myb LX015.1 antibody (hybridoma media 1:2) was a kind gift from Roger Watson [84]. Uncropped western blot images are shown in Figure S13.

### 4.15. p53 Pathway Knockdown Experiments

LNCaP (each 1 ×  10^6^ cells) were transfected with si-SCRL; si-A1; si-SCRL and si-53; si-SCRL and si-p21^CIP1^; si-A1 and si-p21^CIP1^; si-A1 and si-p53; si-A1, si-p21^CIP1^, and si-p53, as described above, and cultured for 48 h and 72 h at 37 °C in a humid atmosphere. Western blot and qPCR analysis were carried out as described above.

### 4.16. ViewRNA™ In Situ Hybridization (ISH)

In situ hybridization was performed using the ViewRNA^TM^ ISH Tissue 2-Plex Assay Kit (Affymetrix/invitrogen, Santa Clara, USA, # QVT0012) following the manufacturer’s protocol. Slides from high grade PCa tissue were baked at 60 °C for 60 min and deparaffinized in xylene twice for 10 min. Next, slides were incubated twice in 100% ethanol for 10 min and air dried. To allow target accessibility slides were incubated in 1×  pretreatment solution at 90 °C for 10 min, washed in ddH_2_O, and treated with protease solution (1:100 in 1×  PBS) at 40 °C for 20 min. After fixation in 4% buffered paraformaldehyde (PFA) for 3.5 min at room temperature (RT), slides were washed in PBS. Target probe sets (1:40 in Probe Set Diluent QT) designed against PSA, *TAPIR-1*, *TAPIR-2*, and *β-galactosidase gene* (*lacZ*) as a negative control (Affymetrix, Santa Clara, USA; Cat No VA1-10381, VA1-19031, VA1-19032, VF1-12414) were added to the slides and incubated at 40 °C for 2 h. Slides were washed in wash buffer and stored in storage buffer at RT for up to 24 h subsequently. Next, slides were washed in wash buffer, and signal amplification was achieved via a series of sequential hybridization steps. PreAmplifier Mix QT was added to the slides and incubated at 40 °C for 25 min. After washing the slides in wash buffer, Amplifier Mix QT was added to the slides followed by incubation at 40 °C for 25 min. Again slides were washed in wash buffer and Label Probe-AP (Label Probe 6-AP 1:1000 or Label Probe 1-AP 1:250 in Label Probe Diluent, according to target probe type) was added to slides and incubated at 40 °C for 25 min. Afterwards, slides were washed in wash buffer, fast blue substrate was added, and the reaction took place at RT in the dark for 30 min. Slides were successively washed in wash buffer, PBS and ddH_2_O. Counterstaining took place for 3 min using nuclear fast red aluminium sulphate solution (Carl Roth; N069). Finally, slides were rinsed in H_2_O, dehydrated by ascending alcohol series and mounted with Entellan^®^new (Merck, Darmstadt, Germany). Tissue slides were scanned and digitalized using an Ultra Fast Scanner (digital pathology slide scanner; PHILIPS).

### 4.17. Mouse Xenograft Model and Therapeutic In Vivo siRNA Treatment

Six‒eight-week-old immunodeficient mice (NOD/SCID/IL2r gamma (null), Jackson Laboratory) were kept in cages with rodent chow (ssniff) and water available ad libitum. Animal studies were performed according to the national regulations and approved by the local authorities, ethical code number 38/17, Landesdirektion Sachsen, Germany. For the generation of tumor xenografts, 5 × 10^6^ MDA-PCa2b cells in 150 µL PBS were injected subcutaneously into both mouse flanks, after shaving the injection region. When the tumors were established after 5 weeks, mice were randomized into treatment (PEI/siA1) and control groups (PEI/siCtrl), with *n* = 13 tumors per group. Polymeric nanoparticles (PEI/siRNA complexes) based on low molecular weight branched polyethylenimine PEI F25-LMW [30] were prepared in HN buffer (10 mM HEPES, 150 mM NaCl), as described previously [32]. Mice were treated at the time points indicated in Figure 6 using an intraperitoneal injection of PEI F25-LMW/siRNA complexes containing 10 µg siRNA (~0.4 mg siRNA/kg body weight; stealth scrambled mock control; si-Neg.Ctrl. 5′-CCCUAACGAGGGUUA-3′ [85] or siRNA-*TAPIR-1*; si-A1: 5′-CGTCTGTCTGGAGTTTCCGCTTCAT-3′) in 150 µL HN buffer. Tumor volumes were measured in all three dimensions (length × width × height). Upon termination of the experiment, mice were sacrificed, and tumors were immediately removed. Pieces of the tumor were directly snap-frozen for RNA analysis and protein preparation. The tumor tissue was obtained from xenograft mice, using a scalpel, and cut with an autoclaved standard razor blade into 5-mm cubes. Tissue specimens were stored at −80 °C and cut into 15 µm slices using a cryotome™. For each tumor, 20 tissue slices were pooled, homogenized using a ball mixer mile (PRECELLYS^®^ 24; Bertin Instruments); 3 balls, 3 min at 6000 rpm), and total RNA was extracted as described above. Quantification of *TAPIR* was done using qPCR as described above.

### 4.18. Clonogenic Cell Survival Assay

Cells were plated at a density of 500–1000 cells/well depending on the cell line in 6-well plates and irradiated with doses of 0, 2, and 4 Gy of 200 kV X-rays (Yxlon Y.TU 320; dose rate 1.3 Gy/minute). The absorbed dose was measured using a Duplex dosimeter (PTW). After 10 days, the colonies were fixed with 10% formaldehyde (VWR) and stained with 0.05% crystal violet (Sigma-Aldrich). Colonies containing >50 cells were counted using a stereo microscope (Zeiss). The plating efficiency (PE) was determined as the ratio between the generated colonies and the number of cells plated. The surviving fraction (SF) was calculated as the PE from the irradiated cells divided by the PE from the nonirradiated control.

### 4.19. Statistical Analysis

Experimental data are represented unless otherwise stated in the methods or legends as the mean ± s.d. of a minimum of three biological replicates and were compared using Student’s *t*-test. Significant *p* values are indicated with asterisks as follows: * *p* < 0.05, ** *p* < 0.01, and *** *p* < 0.001.

### 4.20. Data Availability

All gene expression studies are accessible from the Gene Expression Omnibus (GEO) database. NGS of the exploration cohort of PCa and BPH tissue specimens: GSE134073 [reviewer access token: crgtacqetjudhyn], Agilent custom expression microarray of PCa and BPH tissue specimens (covering all patients included in exploration and validation cohort): GSE134051 [reviewer access token: gtcvummelhmnryv], and Agilent expression microarray analysis following *TAPIR* knockdown: GSE134015 [reviewer access token: idqhiokwdtwpbev].

## 5. Conclusions

In this study, we discovered two lncRNA transcripts, designated here as *TAPIR-1* and *-2*, which are strongly upregulated in prostate tissue specimens of patients suffering from PCa. The *TAPIR* expression allows a remarkably precise diagnostic discrimination between PCa tumor and benign control samples (AUC = 0.94), as shown for a cohort comprising samples from more than 200 patients. Therefore, the development of a diagnostic PCa test is in progress.

Furthermore, we show that *TAPIR* lncRNAs may also serve as promising therapeutic targets. The siRNA-based knockdown of *TAPIR-1* and *-2* results in an upregulation of the tumor suppressor p53 protein, which activates the p53/TP53-DREAM pathway. This mechanism leads to the downregulation/inhibition of CDKs and many other cell cycle regulating proteins, which finally results in cell cycle arrest. Accordingly, in a preclinical PCa xenograft model in mice, the systemic application of nanoparticles loaded with siRNA targeting *TAPIR-1* significantly reduced tumor growth in vivo. Furthermore, the activation of the p53-DREAM pathway leads to suppression of essential key regulators of the DNA-damage response, as there are *BRCA1*, *CHEK1*, *CLSPN*, and genes encoding proteins of the Fanconi anemia pathway. Therefore, we studied the effect of *TAPIR* siRNA when treating radiation therapy-resistant tumor cells. In addition to a strong proliferation inhibition, the knockdown leads to an impressive renewed sensitization of these cells to X-ray treatment. The influence of castration resistance and chemoresistance must be investigated in follow up studies.

## 6. Patents

The following patents have resulted from the work reported in this manuscript: RNA-biomarkers for diagnosis of prostate cancer EP3077537A1 (EU) and EP3077537B1 (US).

## Figures and Tables

**Figure 1:**
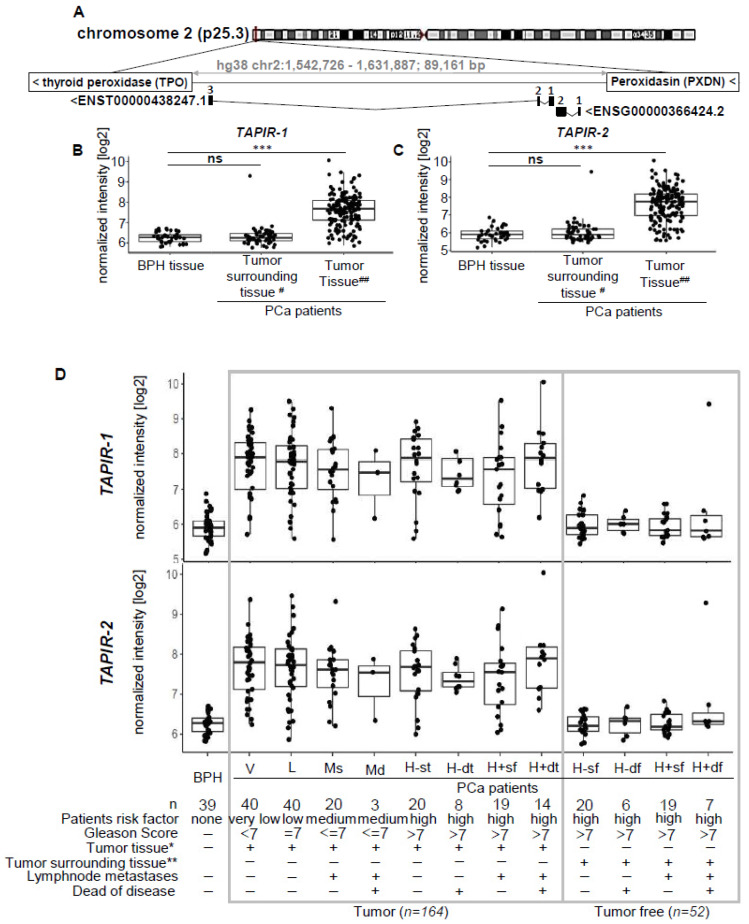
Expression analysis of the lncRNAs *TAPIR-1* and *-2* shows significant overexpression in prostate cancer tissue. (**A**) Schematic representation of the chromosomal location of the *TAPIR-1* and *TAPIR-2* gene locus and intron exon transcript structure. Exons are represented by numbered black boxes, introns by black lines. (**B**,**C**) Box plot analysis for the lncRNAs *TAPIR-1* (**B**), *TAPIR-2* (**C**), measured by Agilent custom expression microarrays of the validation cohort only (tumor tissues from 124 PCa patients and control tissues from 39 BPH patients). The results of the exploratory cohort are shown in Figure S1. (**D**) Expression patterns of *TAPIR-1* (**D**), and *TAPIR-2* (**B**) determined using microarray analyses are shown related to clinical risk classification. Normalized expression intensity [log2] was plotted against subgroups based on clinical data sets: patient risk factor (none, very low, low, and high); Gleason Score (none, =7, ≤7, >7); tumor tissue (−/+), verified tumor cell content >60% for tumor tissue (denoted with *; −/+); matched tumor adjacent tissue (−/+), verified tumor cell content 0–5% for matched tumor surrounding tissue (denoted with **; −/+); lymph node metastases (−/+), died of disease (−/+). Groups are defined as follows: BPH, PCa-risk groups: V = very low; L = low; Ms = medium, with lymph node metastases; Md = medium, with lymph node metastases and death because of disease (DoD); tumor tissue (t): H-st = high, without metastases; H-dt = high, without metastases and DoD; H+st = high with lymph node metastases; and H+dt = high, with metastases and DoD; matched tumor (free) adjacent tissue (f): H-sf = high, without metastases; H-df = high, without metastases and DoD; H+sf = high with lymph node. ***: FDR (false discovery rate) ≤0.001; #: tumor cell content 0–5%; ##: tumor cell content >60%.

**Figure 2:**
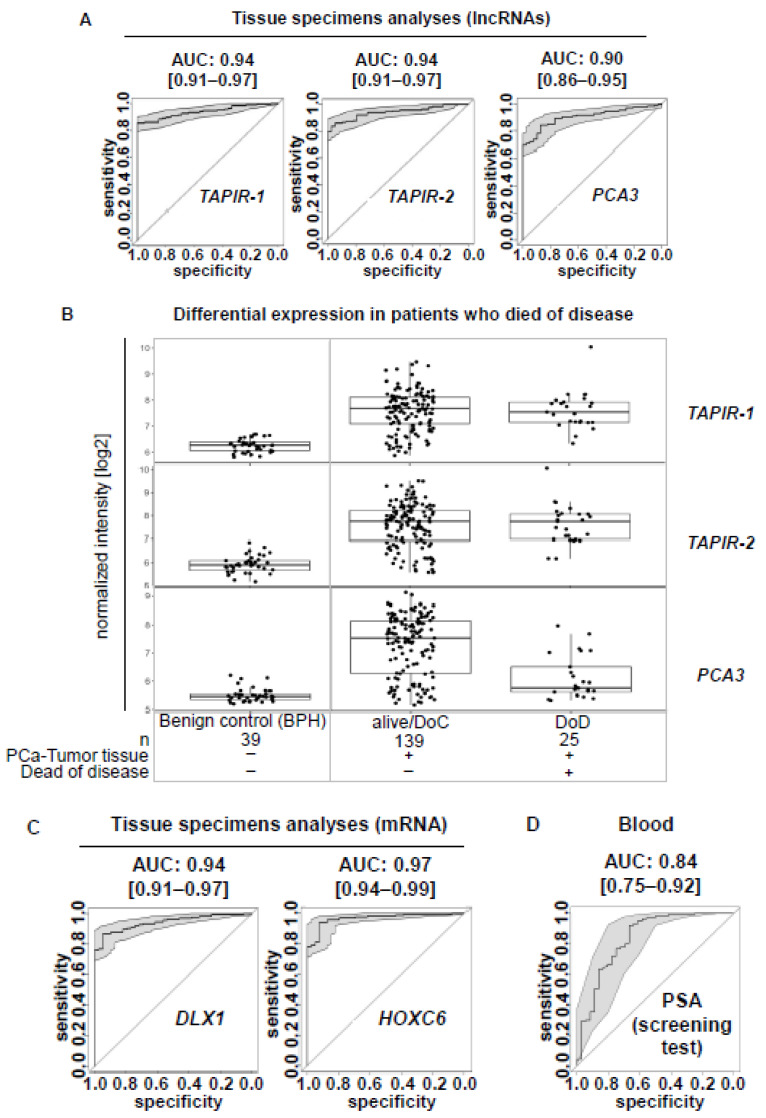
Expression pattern of *TAPIR-1* and *-2* showing potent diagnostic properties as prostate cancer biomarker in tissue analysis. (**A**) ROC curve analysis for the lncRNAs *TAPIR-1*, *TAPIR-2* and the clinical PCa biomarker prostate cancer antigen 3 (PCA3) measured using Agilent custom expression microarray analysis of tissue specimens of the validation cohort (tumor tissues from 124 PCa patients and control tissues from 39 BPH patients). All three RNA markers, *TAPIR-1*, *TAPIR-2*, and *PCA3*, revealed high PCa diagnostic AUC values of 0.94 [CI:0.91–0.97] measured by two specific custom probes; FDR (false discovery rate) ≤ 0.001, of 0.94 [CI:0.91–0.97] measured by three specific custom probes; FDR ≤ 0.001, and of 0.9 [CI:0.86–0.95] measured by three specific custom probes; FDR ≤ 0.01, respectively. (**B**) The validation cohort was stratified into patients who died of the tumor (DoD, *n* = 25) and patients who survived or died of other causes (alive/DoC, *n* = 139). Patients with benign prostate hyperplasia (BPH, *n* = 39) served as control group. Expression patterns of *TAPIR-1*, *TAPIR-2*, and *PCA3*, determined using microarray analyses, are shown related to clinical classification. Normalized expression intensity [log2] was plotted against subgroups. TAPIR-lncRNAs show high expression and a high diagnostic potential even for the DoD patient group (AUC 0.98 [CI:0.96–1] and AUC 0.98 [CI:0.95–1] for *TAPIR-1* and *-2*, respectively) in contrast to PCA3, where the expression was significantly lowered in DoD (AUC 0.80 [CI:0.68–0.91]). (**C**) ROC curve analysis for the mRNA PCa biomarker *DLX1* and HOXC6 (SelectMDx) measured by Agilent custom expression microarray analysis of tissue specimens of the validation cohort (tumor tissues from 124 PCa patients and control tissues from 39 BPH patients). *DLX1* and HOXC6 revealed high PCa diagnostic AUC values of 0.94 [CI:0.91–0.97] and 0.97 [CI:0.94–0.99], respectively. These results indicate that the AUCs of lncRNA *TAPIR-1* and *-2* are in the same range as those mRNA PCa markers and have the potential to serve as highly sensitive and specific diagnostic markers. (**D**) ROC curve analysis of the prostate specific antigen (clinical PSA blood test) revealed an AUC value of 0.837 [CI:0.75–0.92]; FDR ≤ 0.01 in our validation cohort. (**D**) ROC curve analysis of the prostate specific antigen (clinical PSA blood test) revealed an AUC value of 0.837 [CI:0.75–0.92]; FDR ≤ 0.01 in our validation cohort.

**Figure 3:**
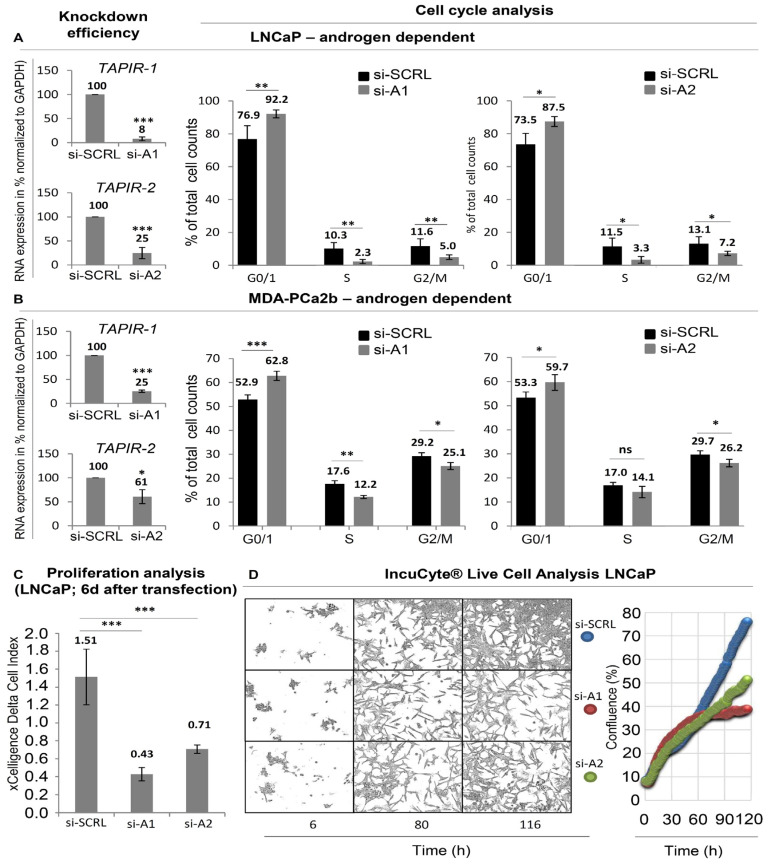
*TAPIR* transcript knockdown causes downregulation of cell cycle genes and growth arrest in PCa cells. (**A**) LNCaP and (**B**) MDA-PCa2b cells were cultured and treated with siRNA to knockdown *TAPIR-1* and *-2*. The knockdown efficacy of siRNAs is shown 72 h after transfection. RNA was isolated from LNCaP and MDA-PCa2b cells and reverse transcribed into cDNA. The expression levels of *TAPIR-1* and *-2* were determined using qPCR and normalized to *GAPDH*. Data represent the mean ± s.d. of *n* = 3 biological replicates. Significance *p* ≤ 0.001 (***); student-*t* test. Cell cycle analysis was carried out after *TAPIR* knockdown. For cell cycle analysis, LNCaP and MDA-PCa2b cells were transfected with siRNAs against *TAPIR-1* (si-A1), *TAPIR-2* (si-A2) and a scrambled control (SCRL), fixed after 72 h and 120 h, DNA content labelled with propidium iodide and measured using flow cytometry. G0/1 phase arrest after *TAPIR* knockdown was observed. Data represent the mean ± s.d. of at least *n* = 4 biological replicates. Significance *p* ≤ 0.05 (*), *p* ≤ 0.01 (**); two-sided student-*t* test. (**C**) xCelligence real-time cell analysis (RTCA) proliferation analysis. The xCELLigence^®^ RTCA (Roche, Basel, Switzerland) instrument was used to non-invasively monitor cell status. SiRNA-transfected LNCaP cells were seeded and cultured in an electronic 96-well microtiter plate. The impedance value was measured and is plotted, which shows that as the cell index increases the cells proliferate. Data represent the mean ± s.d. of *n* = 3 biological replicates performed in technical quadruplicate. Significance *p* ≤ 0.001 (***); student-*t* test. (**D**) IncuCyte live cell analysis. LNCaP cells were siRNA-transfected and seeded into 96-well ImageLock plates. Cells were grown for six days and monitored using time-lapse microscopy hourly (representative images for 12 h, 60 h, and 116 h are shown). The results of the IncuCyte experiments were quantified using cell confluency and are shown by blue, red, and green filled circles indicating SCRL, si-A1, and si-A2, respectively.

**Figure 4:**
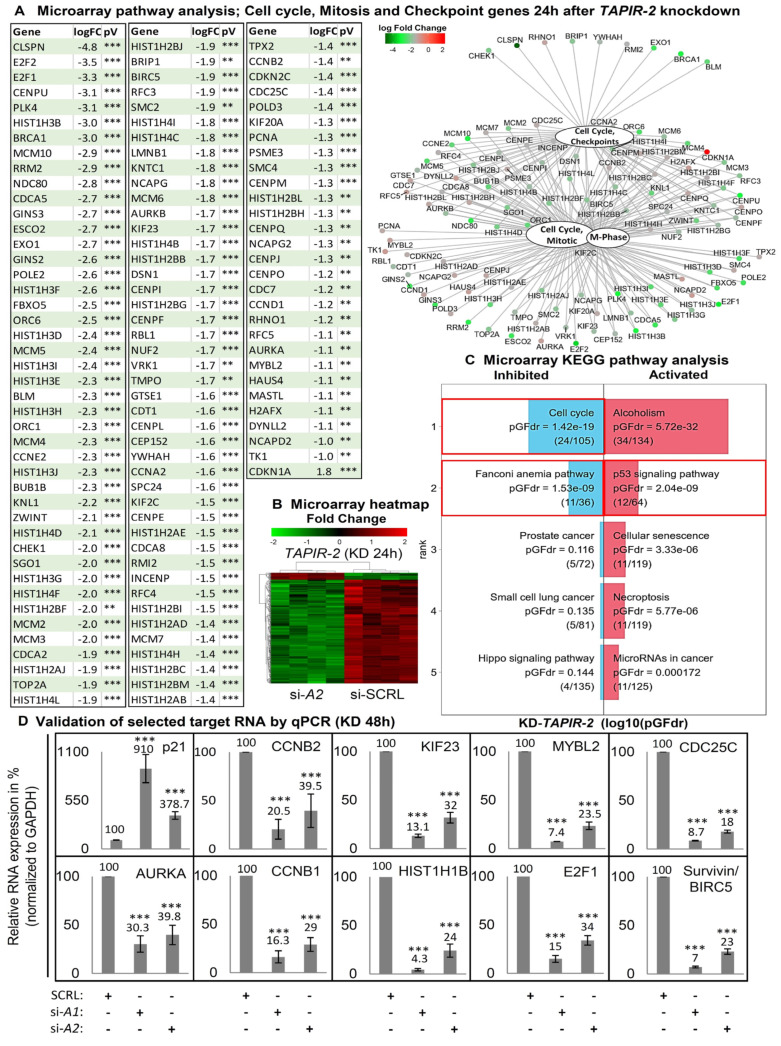
Increase in p53 levels and downregulation of cell cycle and DNA repair control genes following *TAPIR-2* knockdown. (**A**) Differential mRNA expression following *TAPIR-2* knockdown. A microarray analysis was performed 24 h after *TAPIR-2* knockdowns. Data were analyzed and visualized using ReactomePA software to identify regulated target genes and cellular processes. ReactomePA is a pathway database tool used for the visualization, interpretation, and analysis of regulated pathways. A table shows all cell cycle, mitosis, and checkpoint regulated genes 24 h after *TAPIR-2* knockdown. Notably, this table includes 117 of the total 276 significantly regulated genes. Adjusted *p*-values are given as *p* ≤ 0.01 (**) and *p* ≤ 0.001 (***). Regulatory interactions are visualized using the function cnetplot of the ReactomePA package. An enlarged version of the graph is provided as Figure S9. Downregulated genes are shown in green, upregulated genes in red. Shown are the identified regulated genes of the four most regulated cellular processes: cell cycle, mitotic, m-phase, and cell cycle checkpoints. Interactions of molecules are indicated by black lines. (**B**) Heatmap of differentially up- and down-regulated *TAPIR-2* target genes 24 h post siRNA transfection, determined using microarray analysis (performed in quadruplicates). Significant upregulated genes are shown in red, downregulated genes in green. Note that ~95% of the targets are downregulated. (**C**) Microarray signaling pathway impact analysis (SPIA). Transcriptome wide RNA expression patterns of siRNA treated LNCaP cells (each experiment was performed in quadruplicates) were measured using custom expression microarrays 24 h after transfection. The biological pathways extraction was done using the Kyoto Encyclopedia of Genes and Genomes (KEGG) PATHWAY database. Downregulation of cell cycle and Fanconi anemia pathway genes (left red boxes) and upregulation of the p53 signaling pathway (right red box) is shown. The false discovery rate-adjusted global probability (pGFdr) is given. (**D**) Validation of the microarray-determined expression patterns of cell cycle regulating target RNAs after *TAPIR* knockdown using qPCR. Total RNA was isolated from LNCaP cells 48 h post siRNA transfection and reverse transcribed into cDNA. qPCR was performed to quantify p21^CIP1^/CDKN1A, *CCNB1*, *CCNB2*, *KIF23*, *MYBL2*, *CDC25C*, *AURKA*, *HISTH1B*, *E2F1*, and Survivin/*BIRC5*. The ∆Ct values were determined by subtracting the Ct value of the housekeeper Ct value (GAPDH). Each qPCR reaction was performed in triplicate with at least three independent biological replicates. Data are shown as means ± s.d.; Significance *p* ≤ 0.001 (***); two-sided student-*t* test. Similar data are obtained for *TAPIR-1* knockdown, shown in Figures S10 and S11.

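The share of lower genes among the 216 called after si-A2 at 24 h was 97.7%, and it was 96.8% after si-A1. With other background corrections, filters and scalings, the si-A2 share lay between 86.4% and 98.5%. The smallest share came without background correction. After si-A2, the largest fitted decreases among genes that changed the same way in all replicates were those of CLSPN, H3C15 (log2 fold change -4.53, limma adjusted p = 1.5e-05), DTL, SHCBP1 and ZNF367 (-3.81, limma adjusted p = 1.5e-05). DTL and SHCBP1 were not well above background on any si-A2 array, so their decreases are bounds of at least 7.37-fold and at least 4.41-fold. The place of CLSPN, DTL and SHCBP1 in this order is therefore not measured. The 5 genes called higher were CDKN1A, OR2T6, PLEKHG1, TMEM87B (1.33, limma adjusted p = 0.00564) and FAS (1.31, limma adjusted p = 0.00731). The probes of OR2T6 and PLEKHG1 were not well above background in either group, so no fold change is given for them. TMEM87B is measured by 2 probes, which changed by 1.33 and 1.51. The 3 probes of FAS changed by between 1.10 and 1.33. The call of TMEM87B held under 11 of 23 alternatives while that of FAS held under 7 and was lost whichever array was left out. The call of OR2T6 held under 7 of 22 and that of PLEKHG1 under 5.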

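Of the genes differentially expressed at 24 h, 134 were called after both siRNAs, all of them lower. A further 82 were called after si-A1 alone and 82 after si-A2 alone, and 0 were called in opposite directions. Across the 36639 genes above the background threshold, the log2 fold changes of the siRNAs correlated with Pearson's r = 0.605 and Spearman's rho = 0.542, and 71.1% of genes had the same sign. Genes are not independent replicates, and the comparisons share the si-SCRL arrays. Unchanged groups were also simulated in 30 draws, with simulated control arrays shared between the comparisons. The median r was 0.501 (0.492 to 0.516), the median rho 0.467 and the median share of equal signs 66.6%. In these draws 0 genes were called after both. Values were drawn independently, so correlation between genes and effects common to real arrays were left out. The simulated range of r may thus be too narrow for a comparison with 0.605. The setting that moved the observed r most was the use of separate si-SCRL arrays for each siRNA, 2 against 2. There r was 0.190 with si-A1 on slide 1 and 0.211 with si-A1 on slide 2. Tested directly, 17 genes differed between si-A2 and si-A1, 11 of them higher and 6 lower after si-A2. The count of genes that differed was 0 without si-A2 replicate 1, without si-A2 replicate 4 and without si-A1 replicate 2. In these fits 1620, 1721 and 1515 genes had an unadjusted p under 0.05 in limma. The count was 1 without si-A1 replicate 1 or 3, and at most 19 with any array left out. The largest difference among the genes with the largest changes was in TMSB15A. It fell after si-A1 to a level not well above background on any array, while its log2 fold change after si-A2 was -0.74 (limma adjusted p = 0.346). TMSB15A was at least 3.04-fold higher after si-A2 than after si-A1 (limma adjusted p = 0.00129).

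**Figure D4:**
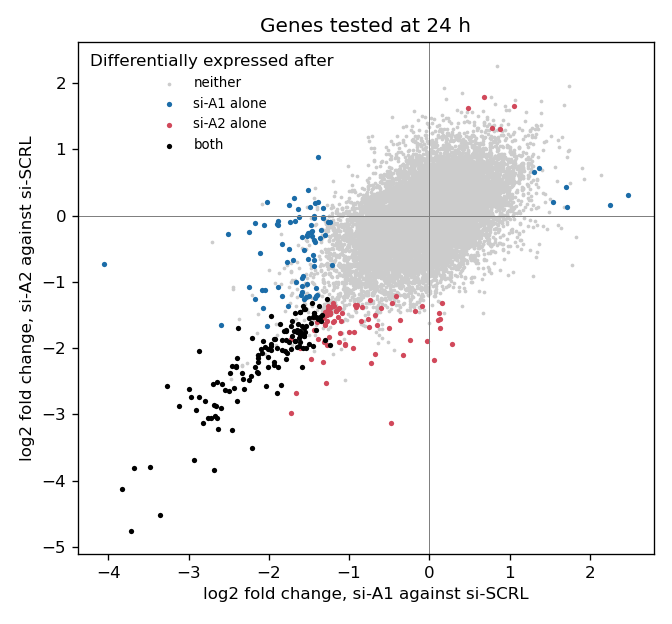
Log2 fold change of the 15186 genes tested at 24 h after si-A1 (x axis) and after si-A2 (y axis), each against si-SCRL. Each point is a gene and the colours mark the 134 genes called after both siRNAs, the 82 called after si-A1 alone, the 82 called after si-A2 alone and the rest.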

**Figure 5:**
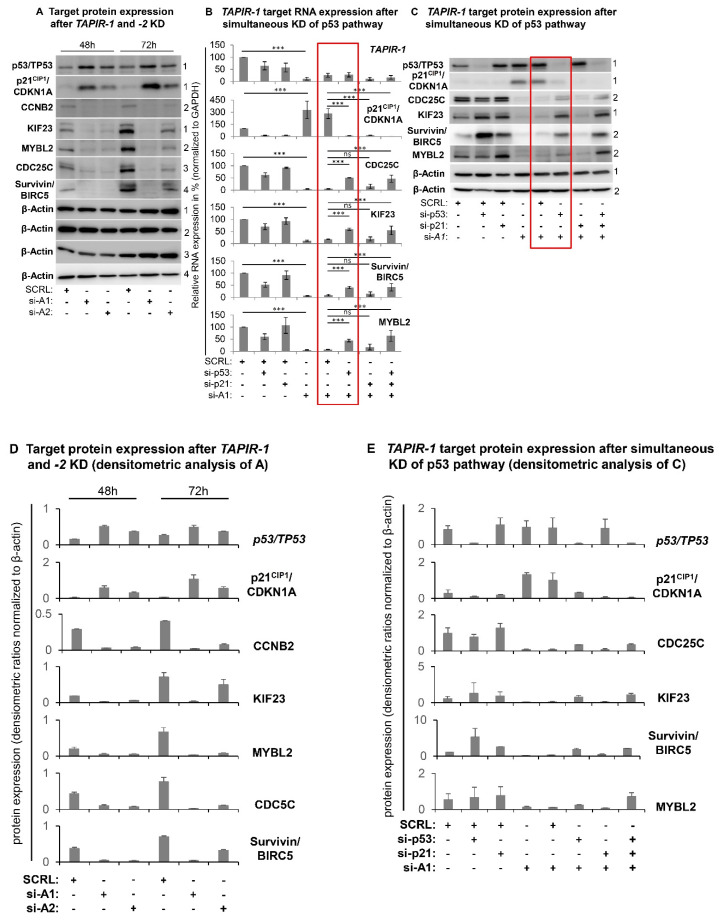
*TAPIR-1* knockdown induces the p53-DREAM pathway. LNCaP cells were transfected with siRNAs against *TAPIR-1*, *TAPIR-2*, p53/*TP53*, p21^CIP1^/*CDKN1A* (p21), and a scrambled control (SCRL) and cultured for 48 h and 72 h. (**A**) Expression pattern of cell cycle regulating target proteins after *TAPIR-1* knockdown. Post siRNA transfection protein lysates were prepared at 48 h and 72 h. SDS-PAGE and western blot were performed to detect upregulation of *p53* and *p21^CIP1^* and downregulation of *CDC25C*, cyclin B2/*CCNB2*, *KIF23*, *MYBL2*, and Survivin/*BIRC-5* protein targets. *β-actin* was used as loading control. One of two independent experiments with equal results is shown. (**B**) Results of qPCR-based expression analysis of different genes 48 h post transfection with siRNAs directed against *TAPIR-1* (si-A1), p53/*TP53*, and p21^CIP1^/*CDKN1A* are shown. The ∆Ct values were determined by subtracting the Ct value of the housekeeper Ct value (GAPDH). Each qPCR reaction was performed in triplicate with at least three independent biological replicates. Data are shown as means ± s.d.; significance *p* ≤ 0.001 (***), ns = non-significant; two-sided student-*t* test. (**C**) Western blot analyses of different proteins 72 h post transfection with siRNAs directed against *TAPIR-1* (si-A1), p53, and p21^CIP1^/*CDKN1A* are shown. β-actin served as loading control. One of two independent experiments with consistent results is shown. Uncropped western blot images are shown in Figure S15. Red box denotes rescue effect of p53 knockdown after *TAPIR-1* knockdown. Densitometry analysis of each band and intensity ratio calculations (target/GAPDH) are shown for western blot analysis of subparagraph A and C in (**D**) and (**E**), respectively.

**Figure 6:**
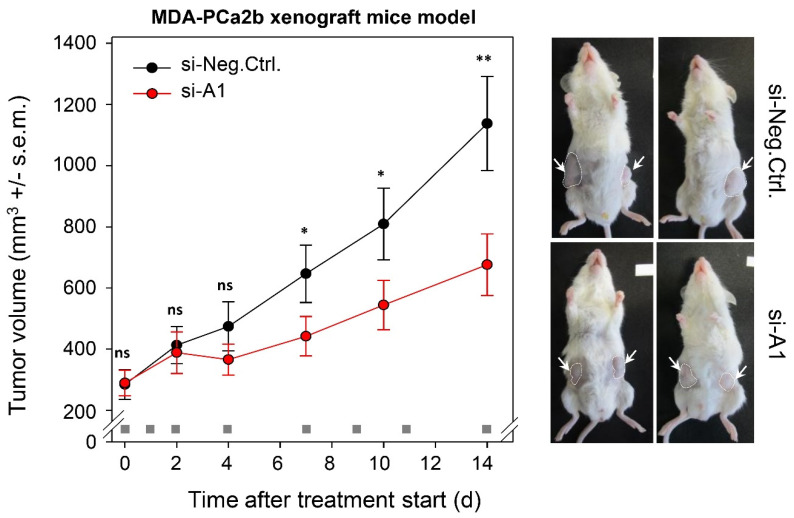
Treatment with nanoparticle/*TAPIR-1* siRNA complexes reduces tumor growth in a PCa xenograft model in vivo. To generate PCa tumor xenografts, MDA-PCa2b cells were injected subcutaneously in 6–8-week-old immunodeficient mice (NOD/SCID/IL2r gamma (null)) after shaving the injection region. When the tumors were established after 5 weeks, mice were randomized into treatment (PEI/siA1) and control groups (PEI/siCtrl) with *n* = 13 tumors per group. Mice were treated at the time points indicated in the figure (gray square) using intraperitoneal injection of PEI F25-LMW/siRNA complexes (complexes containing 10 µg siRNA; ~0.4 mg siRNA/kg body weight). Tumor volumes were measured in all three dimensions (length × width × height). After 14 d mice were sacrificed. The knockdown efficacy in vivo was 30% (RT-qPCR). Significance compared to control (si-Neg.Ctrl.): *p* ≤ 0.05 (*), *p* ≤ 0.01 (**), ns = non-significant; student-*t* test.

**Figure 7:**
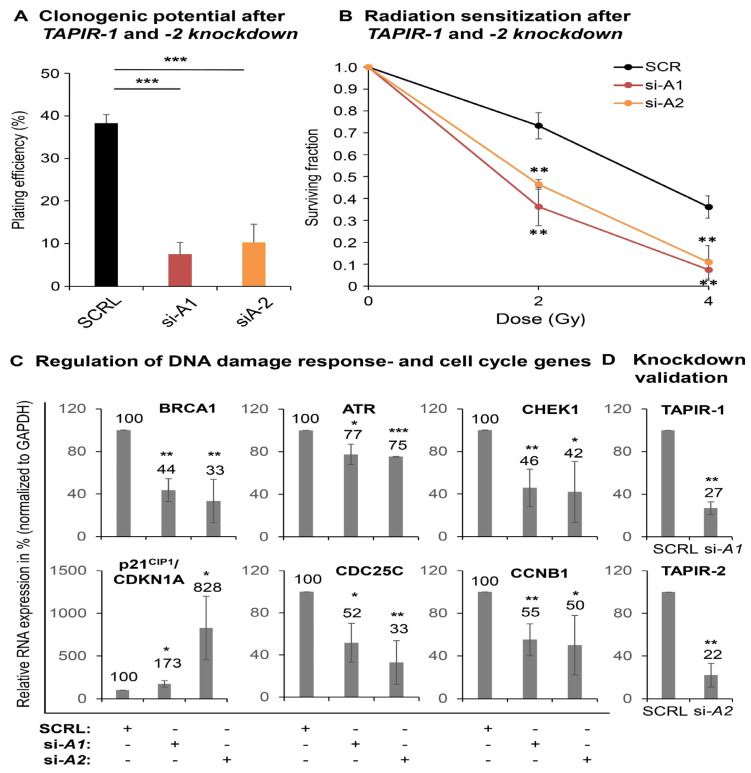
*TAPIR* knockdowns in radiation-resistant prostate cancer cells (LNCaP-RR) results in a renewed sensitization to X-ray treatment. The radioresistant LNCaP cell subline was used to analyze the effect of *TAPIR* knockdown on proliferation (colony formation assay) after X-ray treatment. Cells were treated with siRNA targeting *TAPIR-1* or *TAPIR-2* and, after plating, exposed to increasing doses of X-ray. After 10 d, surviving clonogenic cells were analyzed by counting cells that were able to form a cell clone or rather a colony. The *TAPIR* knockdown significantly reduces the plating efficiency and proliferation of the cells (**A**). *TAPIR-1* and *-2* knockdown leads to a significantly increased sensitization to radiation (**B**). The knockdown of *TAPIR-1* and *-2* leads to a dysregulation of DNA damage response key regulators in LNCaP-RR and to a DNA damage independent activation of the p53-DREAM signaling pathway, measured using qRT-PCR (**C**). The knockdown was validated using qRT-PCR (**D**). Data are shown as means ± s.d. *n* = 3, significance to control (SCRL): *p* ≤ 0.05 (*), *p* ≤ 0.01 (**), *p* ≤ 0.001 (***); two-sided student-*t* test.

**Table 1:** List of siRNAs used in the study

RNA Stealth siOligos and siRNA			Application	Target
*TAPIR-1*	si-A1	5′-CGTCTGTCTGGAGTTTCCGCTTCAT-3′	*TAPIR-1* knockdown	Exon 3
*TAPIR-1*	si-B1	5′-CCAGGGAGCACACTTTATTAGGAAA-3′	*TAPIR-1* knockdown	Exon 3
*TAPIR-2*	si-A2	5′-GGTCAGCGTCTCGTTCACCTCTTTA-3′	*TAPIR-2* knockdown	Exon 2
*TAPIR-2*	si-B2	5′-CCGTGACAGTTTGAGTTGAGGACAT-3′	*TAPIR-2* knockdown	Exon 2
p53/TP53	si-p53	Invitrogen cat# 1299001 VHS40366	p53 knockdown	n.d.
p21^CIP1^/CDKN1A	si-p21^CIP1^	Invitrogen, cat# 1299001 VHS40209	p21^CIP1^ knockdown	n.d.
AR	si-AR	Dharmacon, cat# L-003400-00-0005	AR knockdown	n.d.
siRNA control (medium GC)	si-SCRL	Invitrogen, cat# 12935-300	negative control	none

(n.d.—not described by company).

**Table 2:** List of oligonucleotides used in the study.

Target	Strand	Sequence	Application	Product Size (bp)
GAPDH	For Rev	GTCAGTGGTGGACCTGACCT AGGGGAGATTCAGTGTGGTG	housekeeper, qPCR, normalization	395
ß-actin	For Rev	TCGTGCGTGACATTAAGGAGAA AGCAGCCGTGGCCATCT	housekeeper, qPCR, normalization	71
*TAPIR-1* (Ex3)	For Rev	TTCATAGACCGTGCTTCCGT TGTGAACCTGGAGCTTTCCT	qPCR TAPIR-1, RNA expression	271
*TAPIR-1* (Ex2-3)	For Rev	GGGACAACTCGAAGCAAAGG CTACAGAATGCGTGGTGTGG	qPCR TAPIR-1, RNA expression	389
*TAPIR-1* (Ex1-2)	For Rev	TCTCAAAGCAGGCTCCATGA CGTCTGCTTCGAGTCTTCCT	qPCR TAPIR-1, RNA expression	249
*TAPIR-2* (Ex1-2)	For Rev	GACTTCACCACTCACCAGGA AGGGACCCGTCTTATGTGAC	qPCR TAPIR-2, RNA expression	237
AURKA	For Rev	TTGAACACCCCTGGATCACA AGCGTTCTAGATTGAGGGCA	Validation of microarray, qPCR, RNA expression	280
CCNB1	For Rev	TGGTGCACTTTCCTCCTTCT TTAGCATGCTTCGATGTGGC	Validation of microarray, qPCR, RNA expression	420
CCNB2	For Rev	GCTGAACTCAAAAGCCGTCA ACTGGTCTGAGAAGAGGTTTCA	Validation of microarray, qPCR, RNA expression	306
p21CIP1/ *CDKN1A*	For Rev	TGTCTTGTACCCTTGTGCCT AAGATGTAGAGCGGGCCTTT	Validation of microarray, qPCR, RNA expression	480
E2F1	For Rev	CTCTAACTGCACTTTCGGCC CCTCCTCCCCTTTGCTGATT	Validation of microarray, qPCR, RNA expression	360
HIST1H1B	For Rev	ACTCCGAAGAAGGCGAAGAA GCTTTAGGTTTTGCTGCTTTGG	Validation of microarray, qPCR, RNA expression	321
Survivin/ BIRC5	For Rev	TGATGAGAGAATGGAGACAGAG ACAGCAGTGGCAAAAGGAG	Validation of microarray, qPCR, RNA expression	223
MYBL2	For Rev	CAGCAATGCCAGTACAGGTG CTCAGGGTTGAGGTGGTTGT	Validation of microarray qPCR	198
CCNE1	For Rev	GCAGGATCCAGATGAAGAAATG GGGTCTGCACAGACTGCAT	Validation of microarray qPCR	96
CDC25C	For Rev	CTCAGATGCTGGAGGAAGAATC GGGACGATGGGCTTCTTCAG	Validation of microarray qPCR	283
FOXM1	For Rev	CGTGGATTGAGGACCACTTT GGCTTAAACACCTGGTCCAA	Validation of microarray qPCR	187
MKI67	For Rev	CCAGCTTCCTGTTGTGTCAA AGCCGTACAGGCTCATCAAT	Validation of microarray qPCR	129
KIF23	For Rev	GTAGAGTGGCAGCCAAACAGC CTGATCAGGTTGAAAGAGTAAAGGC	Validation of microarray qPCR	197
AR	For Rev	GCCAGCAGAAATGATTG AGCCTCTCCTTCCTCCTG	qPCR AR, RNA expression	150
BRCA1	For Rev	CAGCTTGACACAGGTTTG GGATTTTCGGGTTCACTC	qPCR, RNA expression	155
ATR	For Rev	AACCTCCGTGATGTTGCTTG AATGACAGGAGGGAGTTGCT	qPCR, RNA expression	164
CHEK1	For Rev	TCAGACTTTGGCTTGGCAAC GGTTGGTCCCATGGCAATTC	qPCR, RNA expression	194

## Supplementary Materials

The following are available online at https://www.mdpi.com/2072-6694/12/5/1122/s1, Figure S1: Expression of *TAPIR-1* and *-2* in prostate tissue of an exploration cohort of BPH and PCa patients, Figure S2: Expression patterns of PCA3 in the validation cohort related to clinical risk classification, Figure S3: Visualization of TAPIR transcripts expression in FFPE PCa sections by ViewRNA in situ hybridization analysis, Figure S4: *TAPIR-1* and *-2* expression is low in normal tissue, Figure S5: *TAPIR-1* and *-2* overexpression is restricted to tumor tissue, Figure S6: TAPIRs knockdown with 4 different TAPIR-directed siRNAs in LNCaP cells, Figure S7: Comparison between primary tumors and cell lines and siRNA knockdown based phenotype of TAPIR lncRNAs positive and negative cells, Figure S8: Expression pattern of *TAPIR-1* and *-2* after androgen receptor knockdown, Figure S9: Enlarged graph of the ReactomePA pathway analysis of Figure 4A, Figure S10: Increase in p53 levels and downregulation of cell cycle and DNA repair control genes following *TAPIR-1* knockdown, Figure S11: Enlarged graph of the ReactomePA pathway analysis of Figure S10, Figure S12: Validation of cell cycle regulating target genes after *TAPIR-1* and *-2* knockdown by qPCR, Figure S13: Gene expression alterations after knockdown of p53 or *TAPIR-1* 48 h post siRNA transfection, Figure S14: Gene expression alterations after knockdown of p53 or *TAPIR-1* 72 h post siRNA transfection, Figure S15: Uncropped western blot images, Table S1: Coding potential prediction of *TAPIR-1* and *-2* represent non-coding used Coding-Potential Assessment Tool (CPAT), Table S2: Biological process; GO term enrichment analyses of siRNA knockdown experiments in LNCaP cells, Table S3: Molecular function; GO term enrichment analyses of siRNA knockdown experiments in LNCaP cells, Table S4: Cellular compartment; GO term enrichment analyses of siRNA knockdown experiments in LNCaP cells, Excel file S1: 24h_*TAPIR-1*-scramble, Excel file S2: 24h_*TAPIR-2*-scramble.

# Supplementary material for: The Role of lncRNAs TAPIR-1 and -2 as Diagnostic Markers and Potential Therapeutic Targets in Prostate Cancer
**Source:** Cancers (Basel). 2020 Apr 30;12(5):1122. doi: 10.3390/cancers12051122
**Supplement:** Supplementary file 1

# Supplementary Materials: The Role of lncRNAs TAPIR-1 and -2 as Diagnostic Markers and Potential Therapeutic Targets in Prostate Cancer.

Maik Friedrich, Karolin Wiedemann, Kristin Reiche, Sven-Holger Puppel, Gabriele Pfeifer, Ivonne Zipfel, Stefanie Binder, Ulrike Köhl, Gerd A. Müller, Kurt Engeland, Achim Aigner, Susanne Füssel, Michael Fröhner, Claudia Peitzsch, Anna Dubrovskaya, Michael Rade, Sabina Christ, Stephan Schreiber, Jörg Hackermüller, Jörg Lehmann, Marieta I. Toma, Michael H. Muders, Ulrich Sommer, Gustavo B. Baretton, Manfred Wirth and Friedemann Horn

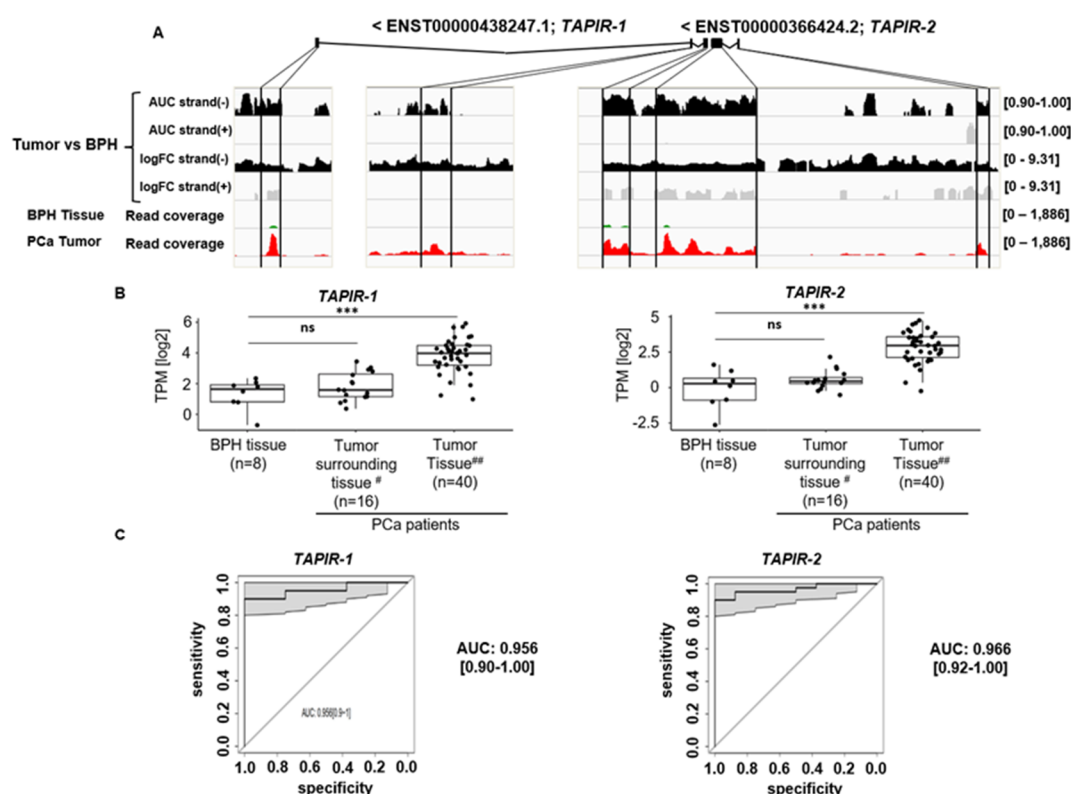

**Figure S1.** Expression of *TAPIR-1* and -2 in prostate tissue of an exploration cohort of BPH- and PCa patients. RNA expression detected by transcriptome-wide NGS analysis of the exploration cohort comprising tissue specimens from 40 PCa patients (40 tumor tissues and 16 paired tumor-adjacent tumor-free tissues) and 8 BPH patients. (A) Area under the ROC curve to discriminate PCa tissue from BPH tissue (AUC; for both strands), logarithmic fold change (logFC; for both strands) and read coverage of a representative PCa and a BPH patient. Values for AUC (range 0.9-1.00), logFC (0-9.31) and read coverage (0-1.886) are shown in squared brackets. (B-C) Box plots and area under the ROC (AUC) analysis of *TAPIR-1* and -2 are shown. ROC analysis for the *TAPIR-1* and -2 revealed PCa diagnostic AUC values of 0.96 [0.90-1.00] and 0.97 [0.92-1.00], respectively,  $FDR \leq 0.001$  (\*\*\*). Non-significant = ns.

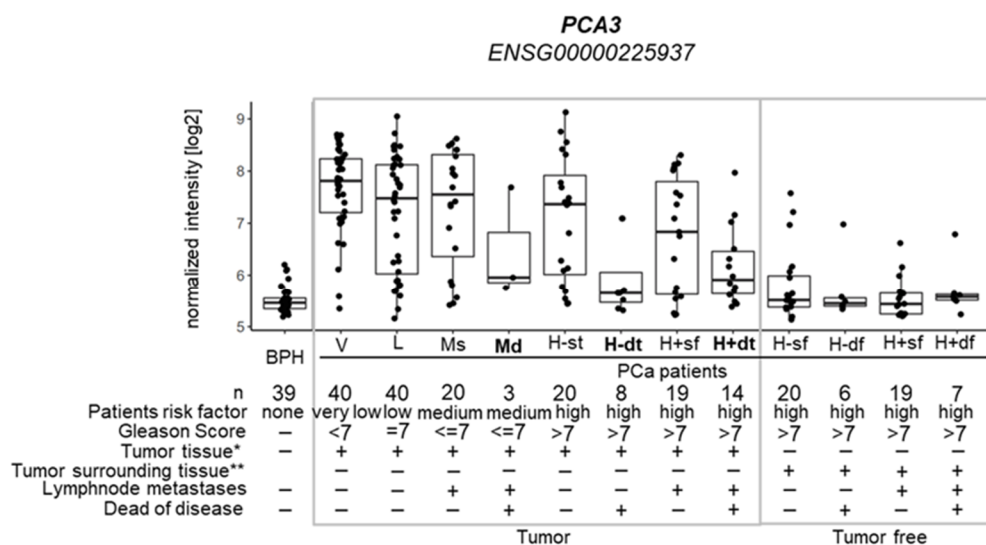

**Figure S2.** Expression patterns of PCA3 in the validation cohort related to clinical risk classification. Expression patterns of *PCA3* determined by microarray analysis is shown related to clinical risk classification. Normalized expression intensity [log2] was plotted against subgroups based on clinical data sets: patient risk factor (none, very low, low, and high); Gleason Score (none, =7, ≤7, >7); tumor tissue (-/+), verified tumor cell content >60% for tumor tissue (denoted with \*; -/+); matched tumor adjacent tissue (-/+), verified tumor cell content 0-5% for matched tumor surrounding tissue (denoted with \*\*; -/+); lymph node metastases (-/+), died of disease (-/+). Groups are defined as follows: BPH, PCa-risk groups: V= very low; L=low; Ms=medium, with lymph node metastases; Md=medium, with lymph node metastases and death because of disease (DoD); Tumor tissue (t): H-st= high, without metastases; H-dt= high, without metastases and DoD; H+st= high with lymph node metastases; and H+dt= high, with metastases and DoD; Matched tumor (free) adjacent tissue (f): H-sf= high, without metastases; H-df= high, without metastases and DoD; H+sf= high with lymph node.

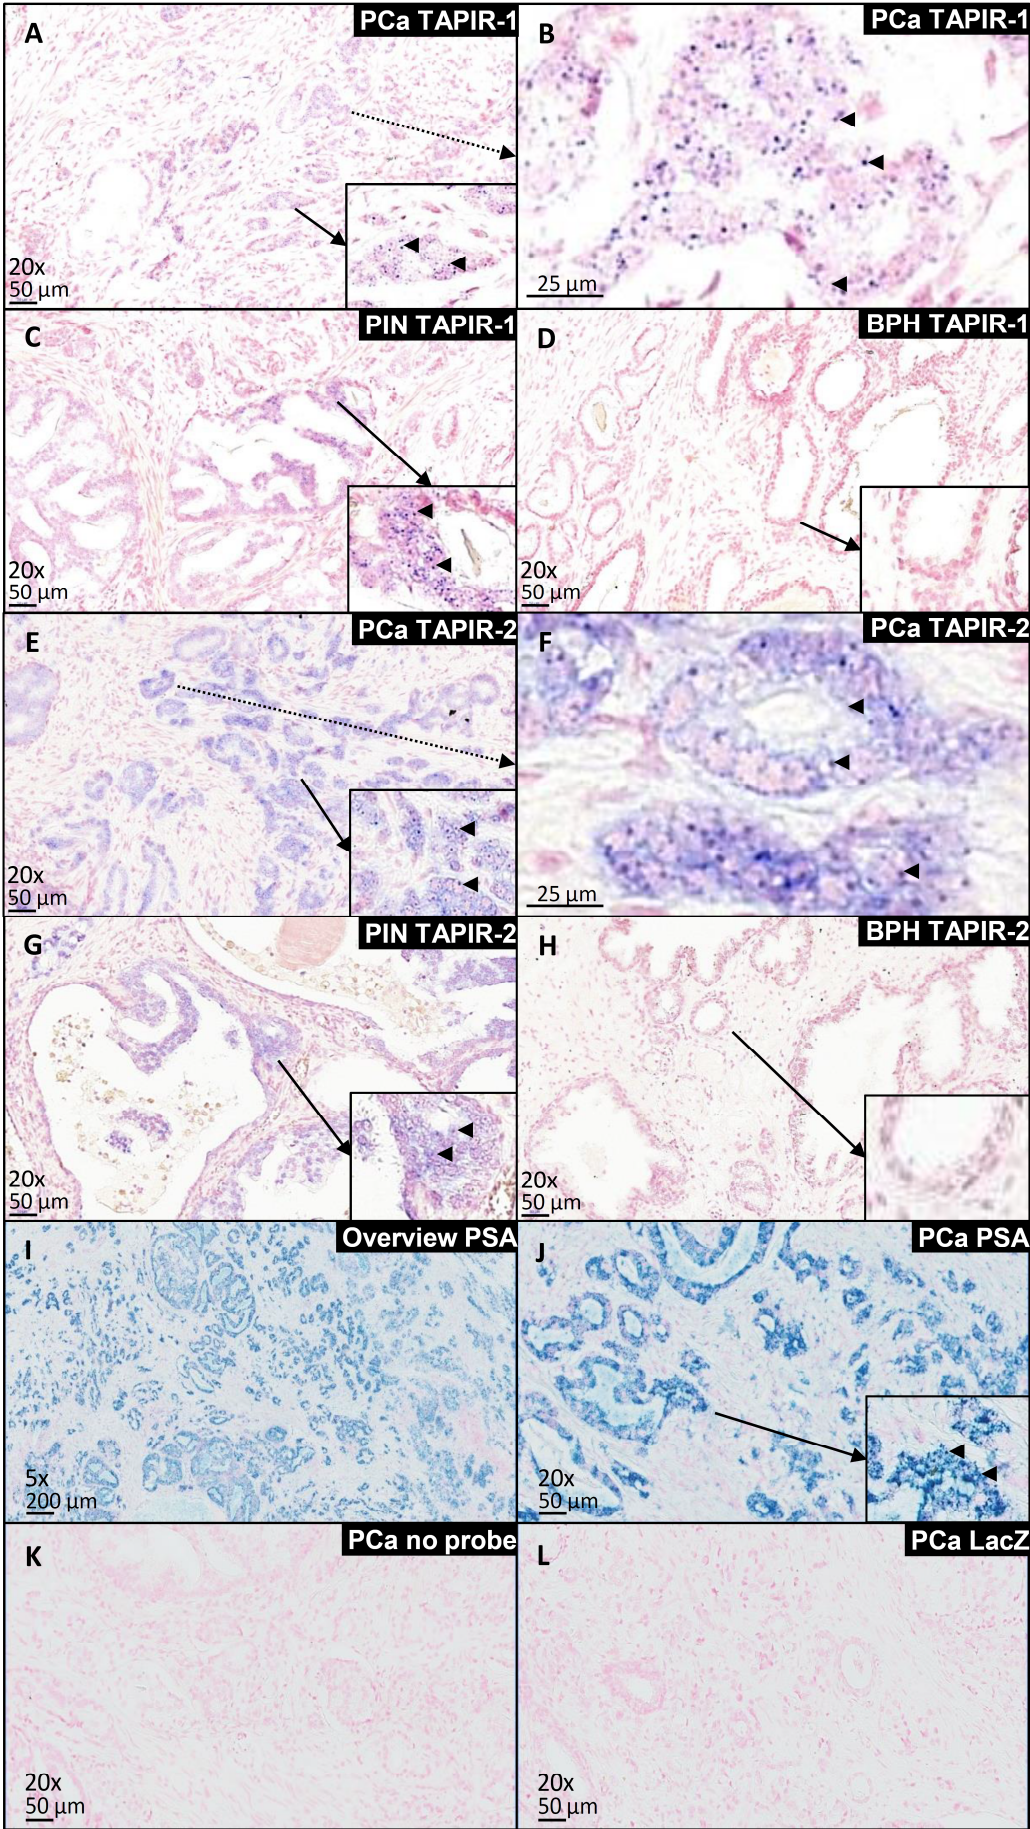

**Figure S3.** Visualization of *TAPIR* transcripts expression in FFPE PCa sections by ViewRNA in situ hybridization analysis. In situ hybridization was performed using the ViewRNA™ technology, following the manufacturer's protocol. Large cut sections of a selected high grade PCa tissue samples were stained for *TAPIR-1* (A-D), *TAPIR-2* (E-H), PSA (as a positive control; I,J), without primary probes (K) and with a bacterial lacZ specific probe (as a negative control; L) by FastBlue dye (blue spots). Counterstaining was done using nuclear fast red (red). Positive *TAPIR-1* and -2 staining was observed in PCa (PCa: A-B, E-F, respectively) and prostatic intraepithelial neoplasia (PIN: C, G) but not in connective tissue. BPH content showed no to weak staining (D, H). Inlays (A-D, E-F, and J) show areas (marked with arrows) at higher magnifications.

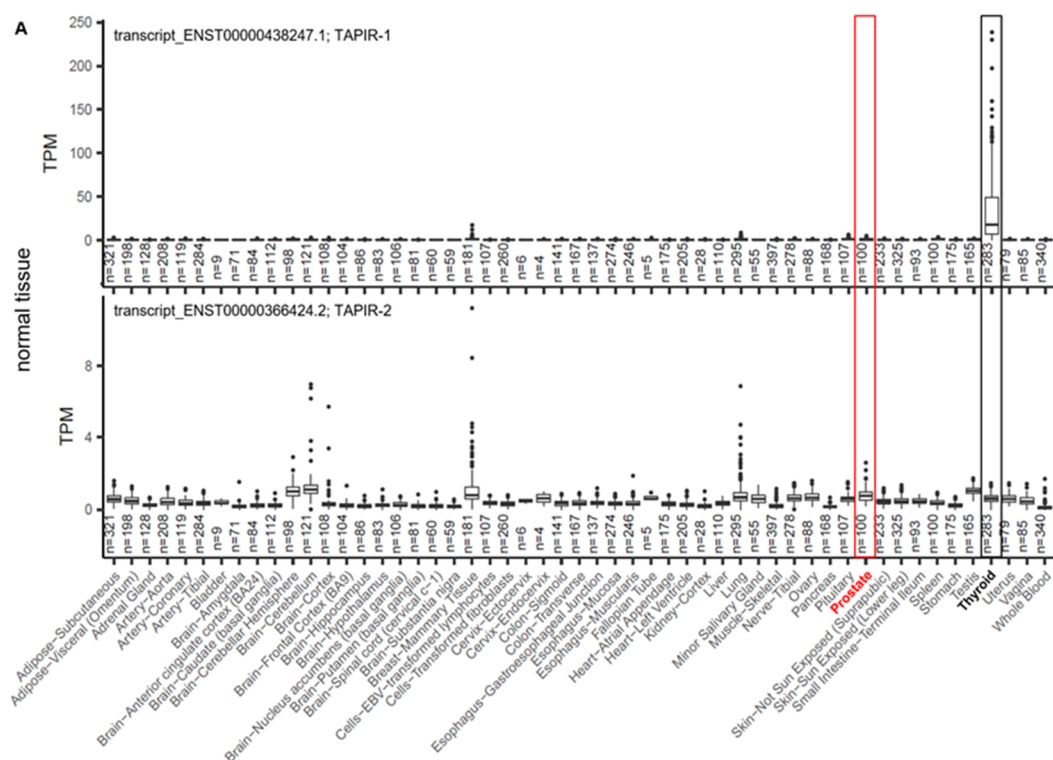

**Figure S4.** *TAPIR-1* and *-2* expression is low in normal tissue. (A). Gene expression distribution for *TAPIR-1* (ENST00000438247.1) and *TAPIR-2* (AC144450.2, ENST00000366424.2) in normal tissues was analyzed from public transcriptome sequencing gene data analyses from 53 normal tissues (8555 samples; 570 donors) of the Genotype Tissue Expression (GTEx) project. Expression values are shown as TPM (Transcripts Per Million) calculated from a gene model with all isoforms collapsed to single genes. No other normalization steps have been applied. Box plots are shown as median and 25th and 75th percentiles. Prostate (red) and thyroid (black) tissue are marked by red and black box, respectively.

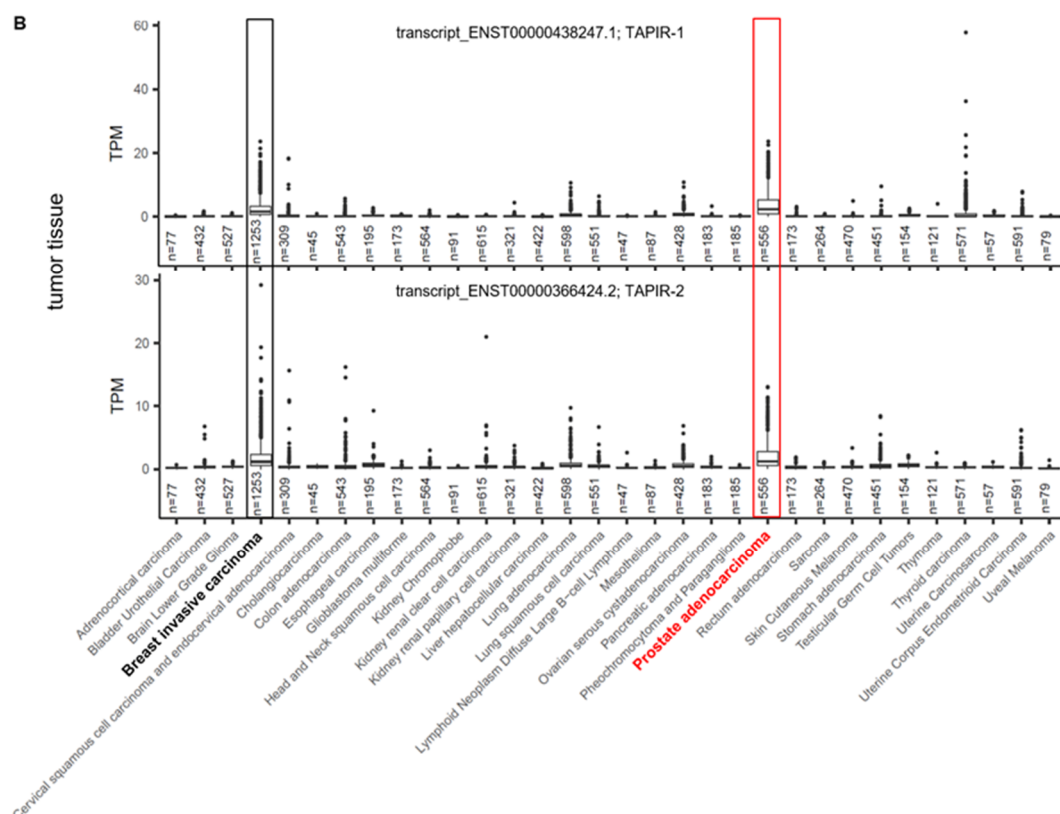

**Figure S5.** *TAPIR-1* and *-2* overexpression is restricted to tumor tissue. Gene expression distribution for *TAPIR-1* (ENST00000438247.1) and *TAPIR-2* (ENST00000366424.2) in cancer tissues were analyzed from RNA-seq expression data from 32 different tumor entities (11,133 samples) provided by the Cancer Genome Atlas (TCGA; <https://cancergenome.nih.gov/>). Expression values are shown in TPM calculated from gene model with isoforms collapsed to single genes. No other normalization steps have been applied. Box plots are shown as median and 25th and 75th percentiles. Prostate adenocarcinoma (red) and breast invasive carcinoma (black) specimens are marked by red and black box, respectively.

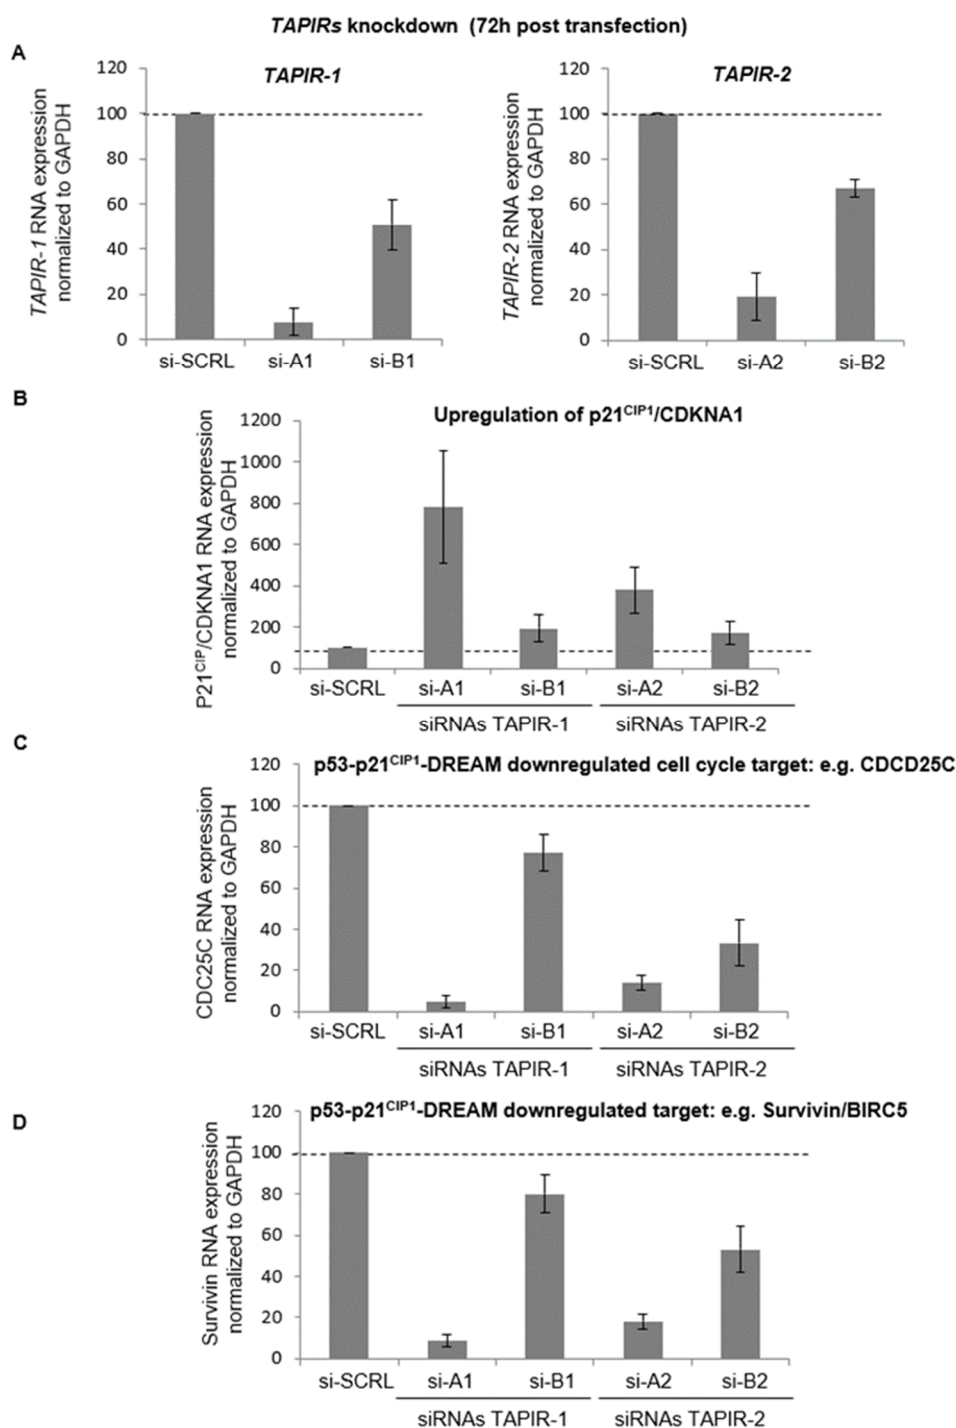

**Figure S6.** *TAPIRs* knockdown with 4 different *TAPIR*-directed siRNAs in LNCaP cells. Knockdown efficacy of two different *TAPIR-1* siRNAs (si-A1, si-B1) and two different *TAPIR-2* siRNAs (si-A2, si-B2) is shown 72h after transfection. RNA was isolated and reverse transcribed into cDNA. The expression levels of *TAPIR-1*, *TAPIR-2*, CDC25C, and Survivin/BIRC-5 were determined by qPCR (normalized to GAPDH). Data represent the mean $\pm$ s.d. of at least n=3 biological replicates, measured in triplicate.

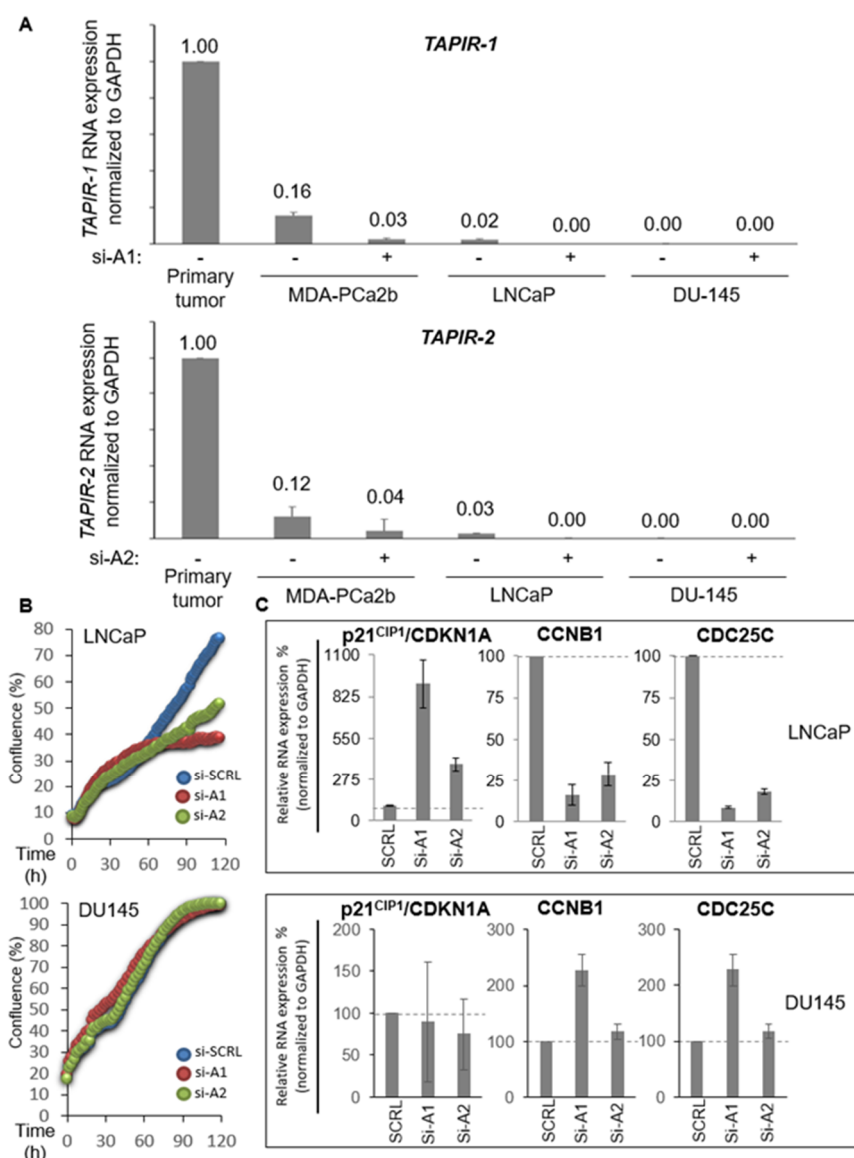

**Figure S7.** Comparison between primary tumors and cell lines and siRNA knockdown based phenotype of TAPIR lncRNAs positive and negative cells. (A) Expression pattern of TAPIR-1 and -2 and knockdown efficacy siRNAs (si-A1, si-B1) is shown 72h after transfection. The expression levels were normalized and compared to those of primary PCa tumor tissue. Experimentally, RNA was isolated, reverse transcribed into cDNA and the expression of *TAPIR-1*, and -2 were determined by qPCR (normalized to GAPDH) and compared to those of primary PCa tumor tissue. Data represent the mean  $\pm$  s.d. of at least  $n=3$  biological replicates, measured in triplicate. (B) IncuCyte live cell analysis. LNCaP- and DU145 cells were siRNA-transfected and seeded into ImageLock plates. Cells were grown for 6 days and monitored by time-lapse microscopy. The results of the IncuCyte experiments were quantified by cell confluency and shown as blue, red, and green filled circles indicating SCRL, si-A1, and si-A2, respectively. (C) Comparison of knockdown phenotype between LNCaP and DU145 cells. RNA was isolated from LNCaP- and DU145 cells, reverse transcribed into cDNA. The expression levels of p21<sup>CIP1</sup>/CDKN1A, CDC25C, and CCNB1 were determined by qPCR (normalized to GAPDH). Data represent the mean  $\pm$  s.d. of  $n=3$  biological replicates, measured in triplicate. Note, that DU145 cells do not express significant levels of TAPIR-1 and -2. Transfection of DU145 cells with TAPIR-specific siRNAs does not alter their proliferation and does not lead to an upregulation of p21<sup>CIP1</sup>/CDKN1A and a downregulation of cell cycle key regulators like CCNB1 and CDC25C.

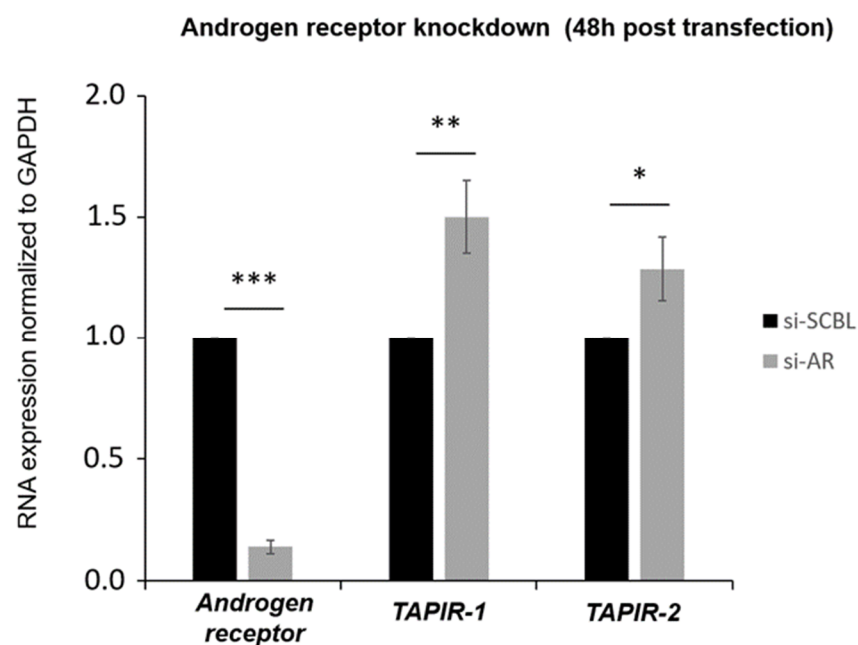

**Figure S8.** Expression pattern of *TAPIR-1* and -2 after androgen receptor knockdown. (A) LNCaP cells were cultured and treated with siRNA to knockdown androgen receptor (AR) and siRNA control (SCBL). Knockdown efficacy of siRNAs is shown 48h after transfection. RNA was isolated from cells and reverse transcribed into cDNA. The expression levels of AR, *TAPIR-1* and -2 were determined by qPCR and normalized to *GAPDH*. Data represent the mean $\pm$ s.d. of n=4 biological replicates. Significance  $p \leq 0.001$  (\*\*\*),  $p \leq 0.01$  (\*\*),  $p \leq 0.05$  (\*); student-t test.

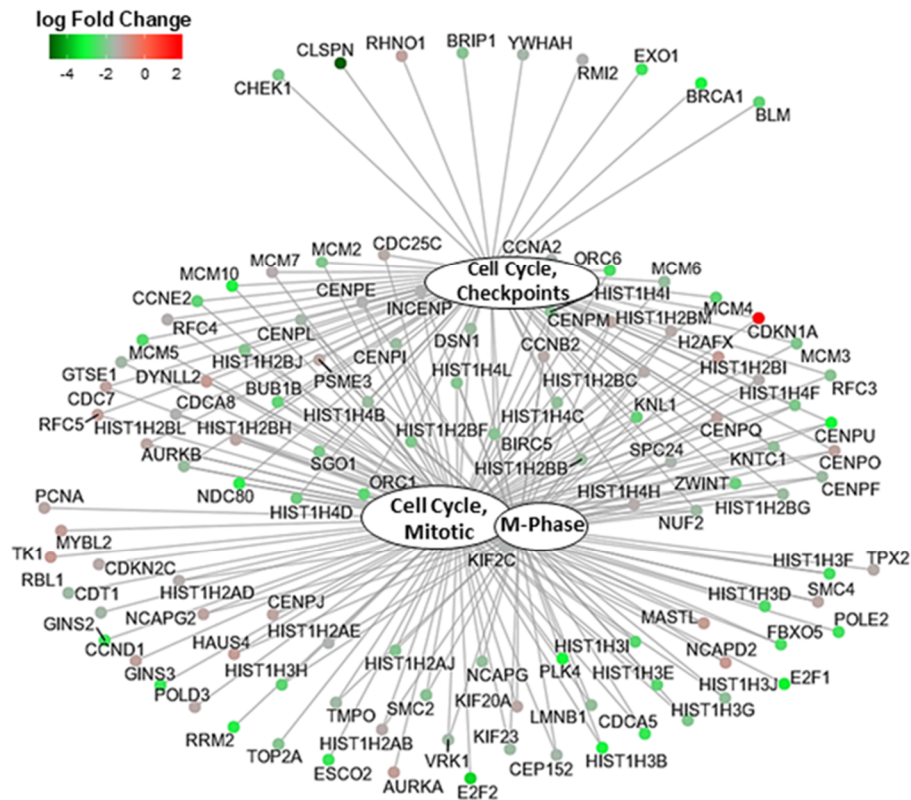

Figure S9. Enlarge graph of the ReactomePA pathway analysis of Figure 4A

### A Microarray pathway analysis; Cell cycle, Mitosis and Checkpoint genes 24h after *TAPIR-1* knockdown

| Gene      | logFC | pV  | Gene      | logFC | pV  | Gene      | logFC | pV  |
|-----------|-------|-----|-----------|-------|-----|-----------|-------|-----|
| CLSPN     | -3.8  | *** | CCND1     | -1.8  | *** | GTSE1     | -1.3  | *** |
| HIST1H1B  | -3.5  | *** | KNTC1     | -1.8  | *** | HIST1H2AM | -1.3  | **  |
| RRM2      | -3.1  | *** | CCNB2     | -1.8  | *** | RFC5      | -1.3  | *** |
| BRCA1     | -2.8  | *** | CDC42     | -1.8  | *** | HIST1H2AD | -1.3  | **  |
| ESCO2     | -2.8  | *** | CENPI     | -1.8  | *** | CENPL     | -1.3  | **  |
| PLK4      | -2.8  | *** | CHEK1     | -1.7  | *** | INCENP    | -1.3  | **  |
| ORC6      | -2.7  | *** | RFC3      | -1.7  | *** | CENPE     | -1.3  | **  |
| HIST1H3B  | -2.7  | *** | NCAPD2    | -1.7  | *** | SPDL1     | -1.3  | *** |
| CENPU     | -2.7  | *** | CENPA     | -1.7  | **  | RBL1      | -1.2  | **  |
| HIST1H2AI | -2.7  | *** | TOP2A     | -1.7  | *** | HIST1H2BI | -1.2  | **  |
| MCM10     | -2.6  | *** | AURKB     | -1.7  | *** | HIST1H4C  | -1.2  | **  |
| GINS2     | -2.6  | *** | CDC45     | -1.7  | **  | HIST1H1C  | -1.2  | **  |
| GINS3     | -2.5  | *** | HIST1H4L  | -1.7  | *** | CENPM     | -1.2  | *** |
| E2F1      | -2.5  | *** | HIST1H4B  | -1.6  | *** | CDC47L    | -1.2  | **  |
| ORC1      | -2.5  | *** | NCAPG     | -1.6  | *** | CDKN2C    | -1.2  | **  |
| BLM       | -2.4  | *** | H2AFV     | -1.6  | *** | HIST1H2BM | -1.2  | **  |
| NDC80     | -2.4  | **  | SMC2      | -1.6  | **  | HIST1H2AG | -1.2  | **  |
| DSN1      | -2.4  | *** | MCM2      | -1.6  | *** | HIST1H2BL | -1.2  | **  |
| CDC47     | -2.4  | *** | RFC4      | -1.6  | *** | HIST1H2BH | -1.2  | **  |
| HIST1H3F  | -2.4  | *** | NUF2      | -1.6  | *** | SPC24     | -1.2  | **  |
| EXO1      | -2.3  | *** | TYMS      | -1.6  | *** | TK1       | -1.1  | **  |
| HIST1H3D  | -2.3  | *** | HIST1H4H  | -1.6  | *** | CENPJ     | -1.1  | **  |
| E2F2      | -2.2  | **  | CDK2      | -1.6  | **  | HIST1H2BC | -1.1  | **  |
| KNL1      | -2.2  | *** | CENPQ     | -1.6  | *** | KIF2C     | -1.1  | *** |
| NCAPG2    | -2.2  | *** | CCNE2     | -1.6  | *** | HIST1H2AB | -1.1  | **  |
| HIST1H3J  | -2.2  | *** | PRIM2     | -1.6  | **  | TPX2      | -1.1  | **  |
| MCM5      | -2.1  | *** | KIF23     | -1.6  | *** | KIF20A    | -1.1  | **  |
| HIST1H3I  | -2.1  | *** | MCM6      | -1.5  | *** | PLK1      | -1.1  | **  |
| HIST1H3H  | -2.1  | *** | HIST1H1E  | -1.5  | **  | AURKA     | -1.1  | **  |
| HIST1H3E  | -2.1  | *** | HIST1H2BI | -1.5  | *** | SMC1A     | -1.0  | **  |
| SKP2      | -2.1  | *** | CDT1      | -1.5  | *** | BRMS1     | -0.9  | **  |
| BIRC5     | -2.1  | *** | HIST1H2AE | -1.5  | *** | MASTL     | -0.9  | **  |
| POLE2     | -2.1  | *** | MCM3      | -1.4  | *** | DYNLL2    | -0.8  | **  |
| MCM4      | -2.0  | *** | CDC48     | -1.4  | *** | E2F5      | 1.2   | **  |
| HIST1H4F  | -2.0  | *** | VRK1      | -1.4  | **  |           |       |     |
| HIST1H4D  | -2.0  | *** | HIST1H2BB | -1.4  | **  |           |       |     |
| ZWINT     | -2.0  | *** | SMC4      | -1.4  | *** |           |       |     |
| HIST1H2AJ | -2.0  | *** | HIST1H2BG | -1.4  | *** |           |       |     |
| HIST1H3G  | -1.9  | *** | CCNA2     | -1.4  | *** |           |       |     |
| BUB1B     | -1.9  | *** | PCNA      | -1.4  | *** |           |       |     |
| SGO1      | -1.9  | **  | CENPF     | -1.4  | **  |           |       |     |
| HIST1H2AK | -1.9  | *** | RMI2      | -1.3  | *** |           |       |     |
| HIST1H4I  | -1.9  | *** | CENPO     | -1.3  | *** |           |       |     |
| H2AFX     | -1.9  | *** | MCM7      | 1.3   | *** |           |       |     |

### B Microarray KEGG pathway analysis

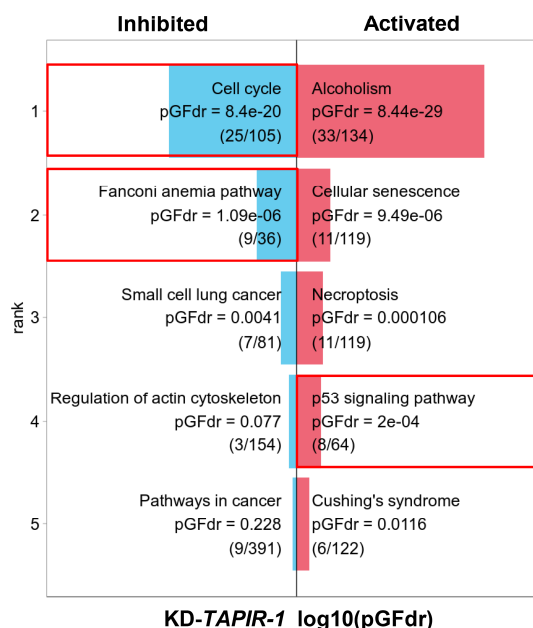

### C Microarray heatmap

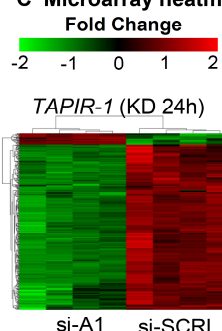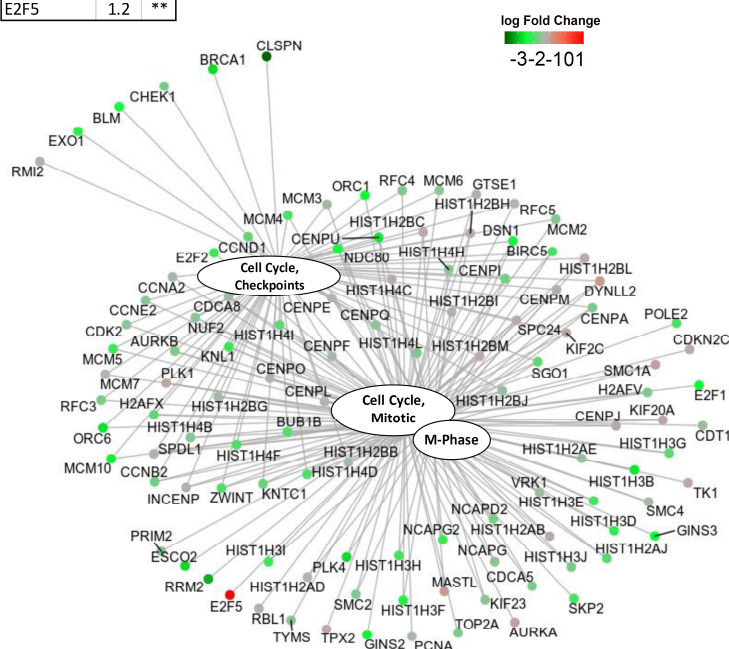

**Figure S10.** Increase in p53 levels and downregulation of cell cycle - and DNA repair control genes following *TAPIR-1* knockdown. (A) Differential mRNA expression following *TAPIR-1* knockdown. A microarray analysis was performed 24h after *TAPIR-1* and -2 knockdowns. Data were analyzed and visualized using ReactomePA tool software to identify regulated target genes and cellular processes. An enlarged version of the graph is provided as supplemental Figure 11. ReactomePA is a pathway database tool used for the visualization, interpretation and analysis of regulated pathways. A table shows all cell cycle, mitosis and checkpoint regulated

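After si-A1, the largest fitted decreases at 24 h among genes that changed the same way in all replicates were those of TMSB15A, DTL, CLSPN, ZNF367 and HIST1H1B. TMSB15A fell from 6.12 ± 0.60 (SD, n = 4) to a level not well above background, a decrease of at least 5.07-fold. DTL was well above background on 1 of the 4 si-A1 arrays, so no fold change is given for it. The place of TMSB15A and DTL among these genes is not measured. ZNF367 changed by -3.67 (limma adjusted p = 5.8e-05). The largest fitted increases were those of TMEM64 (2.47, limma adjusted p = 0.00146), GBP1 (at least 3.44-fold, limma adjusted p = 0.00656), TCONS_00000841, SPRING1 (1.70, limma adjusted p = 0.00621) and TCONS_00020814. The probe of TCONS_00000841 was well above background on 1 of the 4 si-A1 arrays and on no si-SCRL array, and that of TCONS_00020814 in neither group, so no fold change is given for them. A second TMEM64 probe changed by 0.43. MCM7 (chromosome 7 of GRCh38.p14, 100092728 to 100101397) fell from 11.28 ± 0.32 (SD, n = 4) after si-SCRL to 9.84 ± 0.24 (SD, n = 4) after si-A1. Its log2 fold change was -1.44 (standard error 0.26, limma adjusted p = 0.00842) for the brighter probe and -1.21 for the other. The MCM7 call held under 8 of 23 alternatives and was lost whichever array was left out. CCND1 (chromosome 11, 69641156 to 69654474) changed by -1.84 (limma adjusted p = 0.000961) and was called under 22 of the 23, the exception being the fit with only the groups compared. CDK2 (chromosome 12, 55966830 to 55972789) changed by -1.59 (limma adjusted p = 0.00914) and was called under 8, none of which leaves out an array. After si-A2, CCND1 changed by -1.22 (limma adjusted p = 0.0145) and CDK2 by -1.21 (limma adjusted p = 0.0481). E2F5 (chromosome 8, 85177154 to 85214518) was higher in all 4 replicates after si-A1, by 1.16 (limma adjusted p = 0.0192), and was called under normexp background correction, without background correction, with the well above background filter and without the interquartile filter.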

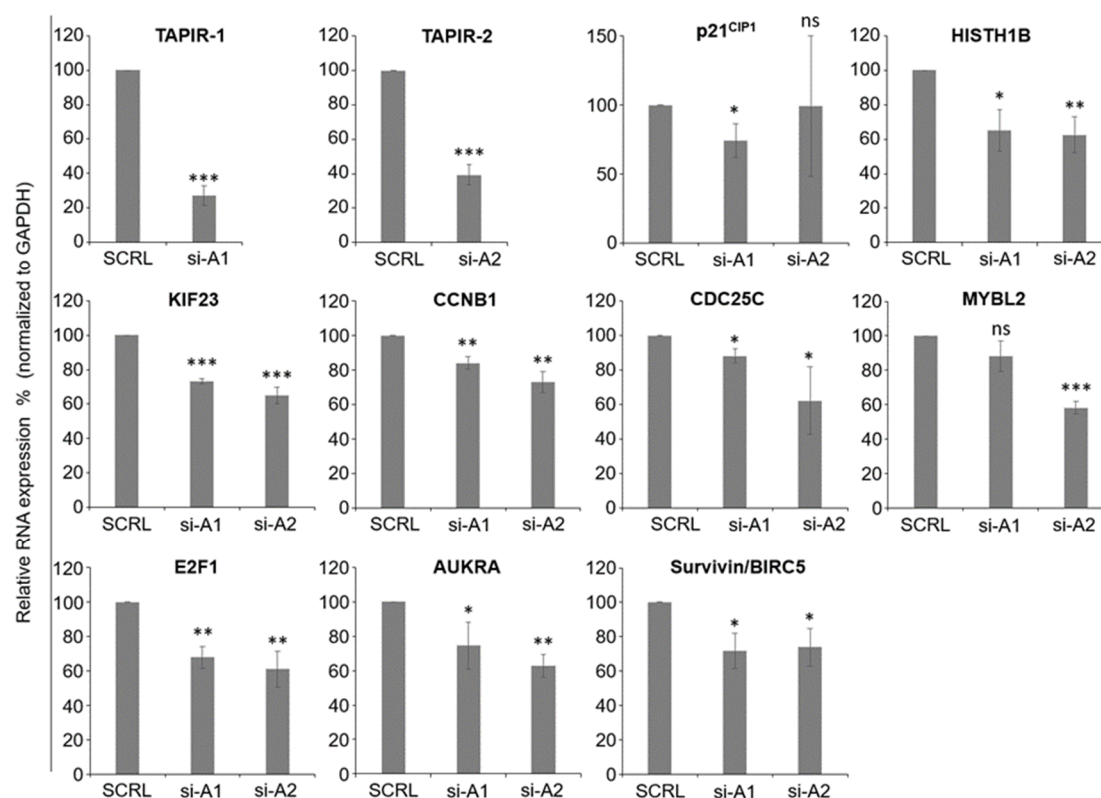

**Figure S12.** Validation of cell cycle regulating target genes after *TAPIR-1* and *-2* knockdown by qPCR. Total RNA was isolated from MDA-PCa2b cells 72h post siRNA transfection and reverse transcribed into cDNA. qPCR was performed to quantify *TAPIR-1*, *TAPIR-2*, *p21<sup>CIP1</sup>/CDKN1A*, *CCNB1*, *KIF23*, *MYBL2*, *CDC25C*, *AURKA*, *HISTH1B*, *E2F1*, *Survivin/BIRC5*. The  $\Delta C_t$  values were determined by subtracting  $C_t$  value of housekeeper  $C_t$  value (GAPDH). Data are shown as means  $\pm$  s.d.; Significance  $p \leq 0.05$  (\*),  $p \leq 0.01$  (\*\*),  $p \leq 0.001$  (\*\*\*), ns = not significant; two-sided student-t test.

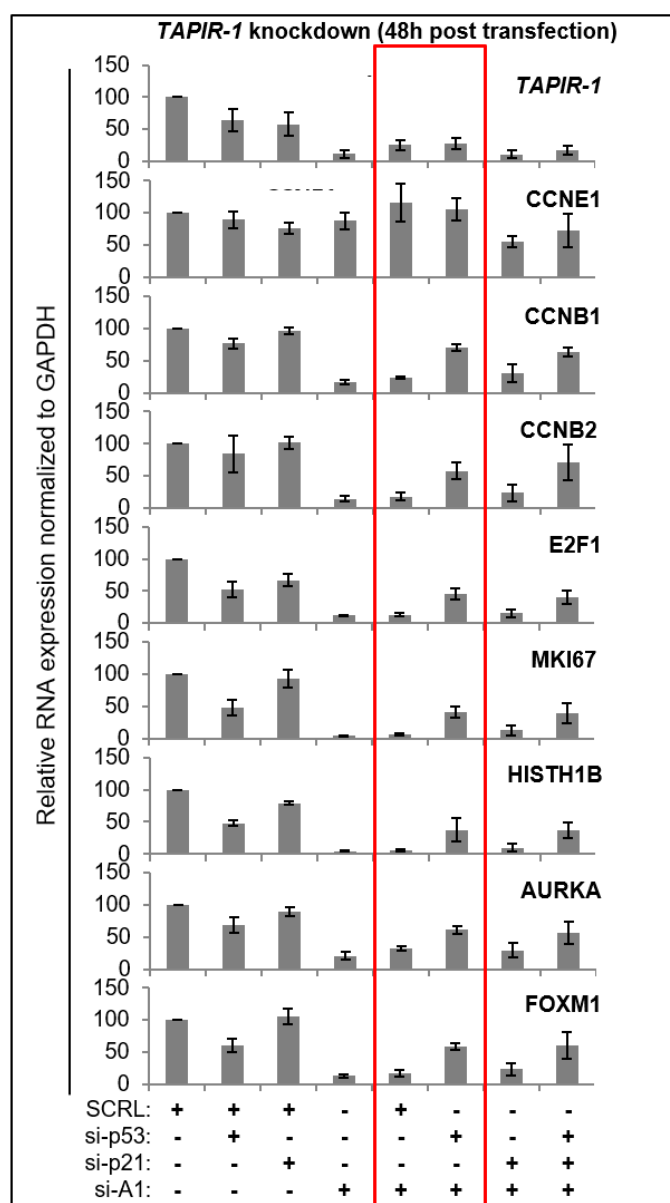

**Figure S13.** Gene expression alterations after knockdown of p53 or *TAPIR-1* 48h post siRNA transfection. LNCaP cells were transfected with siRNAs against *TAPIR-1*, p53/TP53, p21<sup>CIP1</sup>/CDKN1A, scrambled control (and combinations) and cultured for 48h. Results of qPCR analysis of *TAPIR-1*, CCNE1, CCNB1, CCNB2, E2F1, MKI67, HISTH1B, AURKA and FOXM1 are shown. The  $\Delta C_t$  values were determined by subtracting  $C_t$  value of housekeeper  $C_t$  value (GAPDH). Each qPCR reaction was performed in triplicate at least with three independent biological replicates. Data are shown as means  $\pm$  s.d..

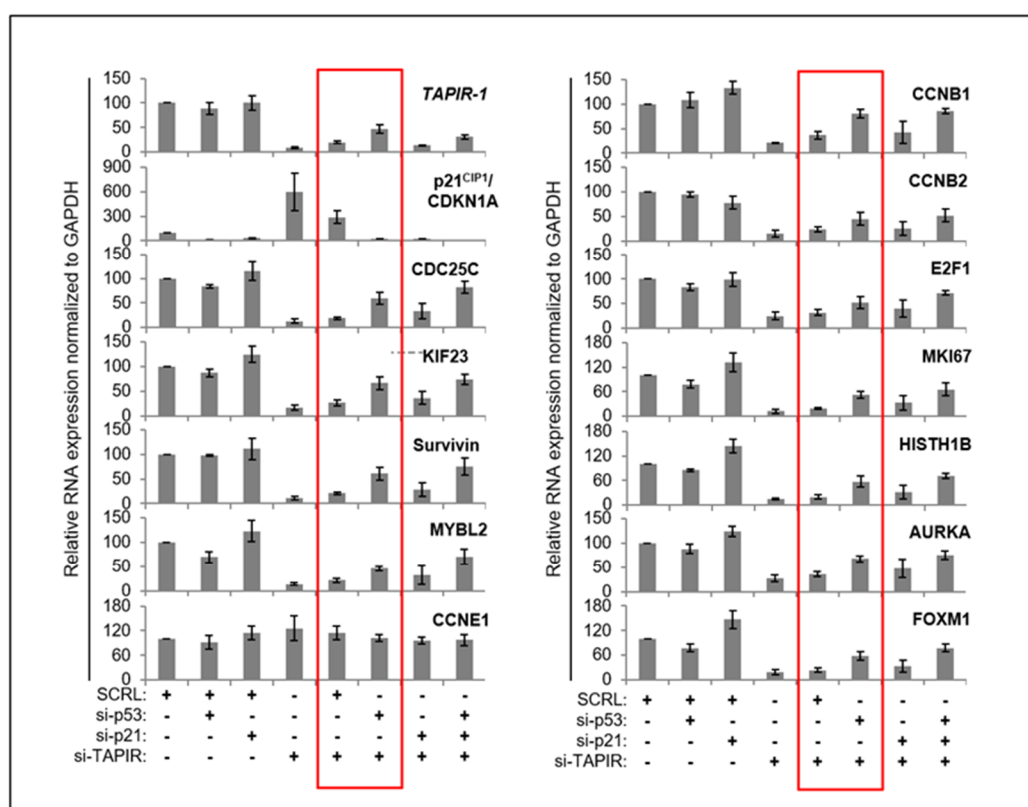

**Figure S14.** Gene expression alterations after knockdown of p53 or *TAPIR-1* 72h post siRNA transfection. LNCaP cells were transfected siRNA against *TAPIR-1*, p53/TP53, p21<sup>CIP1</sup>/CDKN1A, scramble control (and combinations) and cultured for 72h. Results of qPCR analysis of *TAPIR-1*, p21<sup>CIP1</sup>/CDKN1A, CDC25C, KIF23, Survivin/BIRC-5, MYBL2, CCNE1, CCNB1, CCNB2, E2F1, MKI67, HISTH1B, AURKA and FOXM1 are shown. The  $\Delta C_t$  values were determined by subtracting  $C_t$  value of housekeeper  $C_t$  value (GAPDH). Each qPCR reaction was performed in triplicate at least with three independent biological replicates. Data are shown as means  $\pm$  s.d.

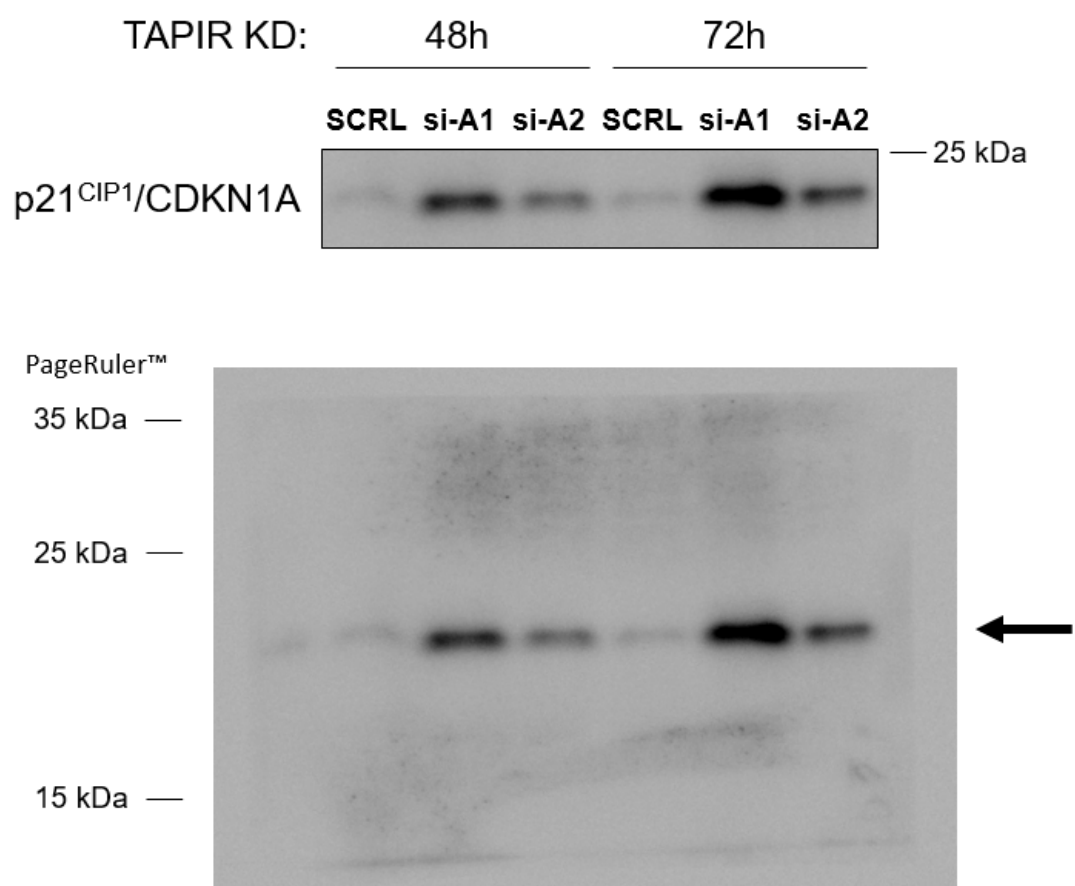

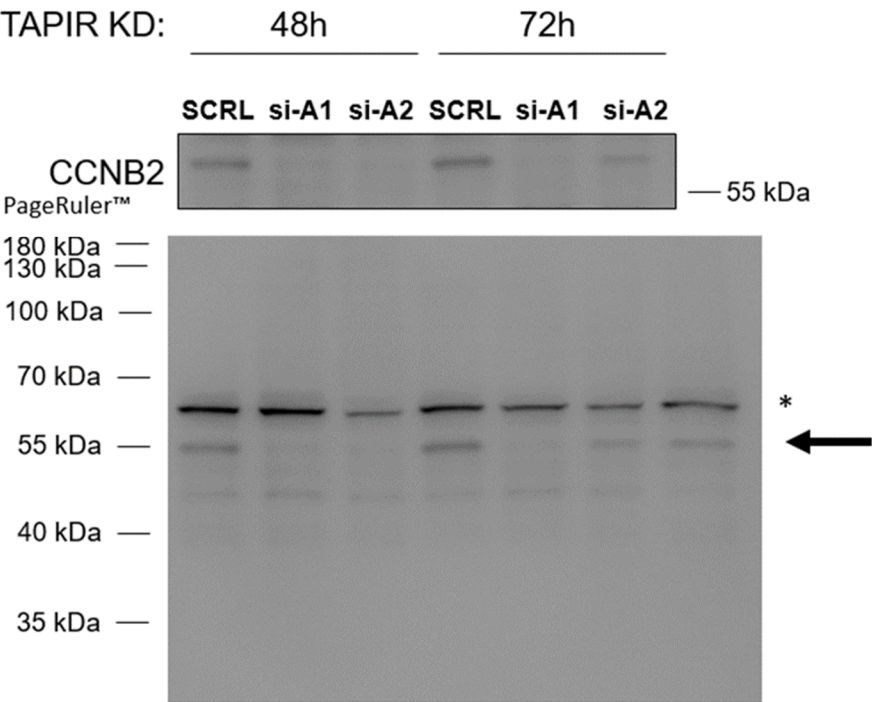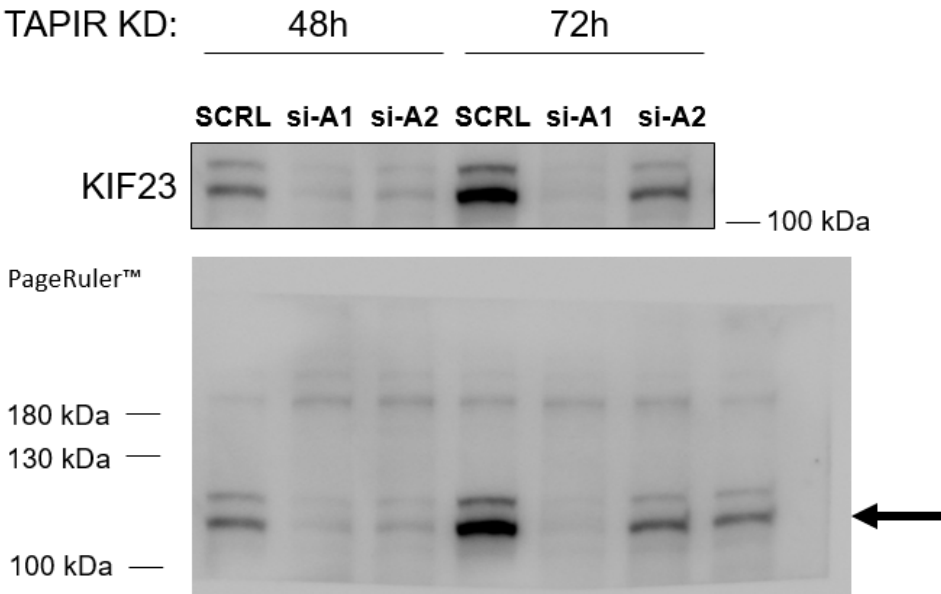

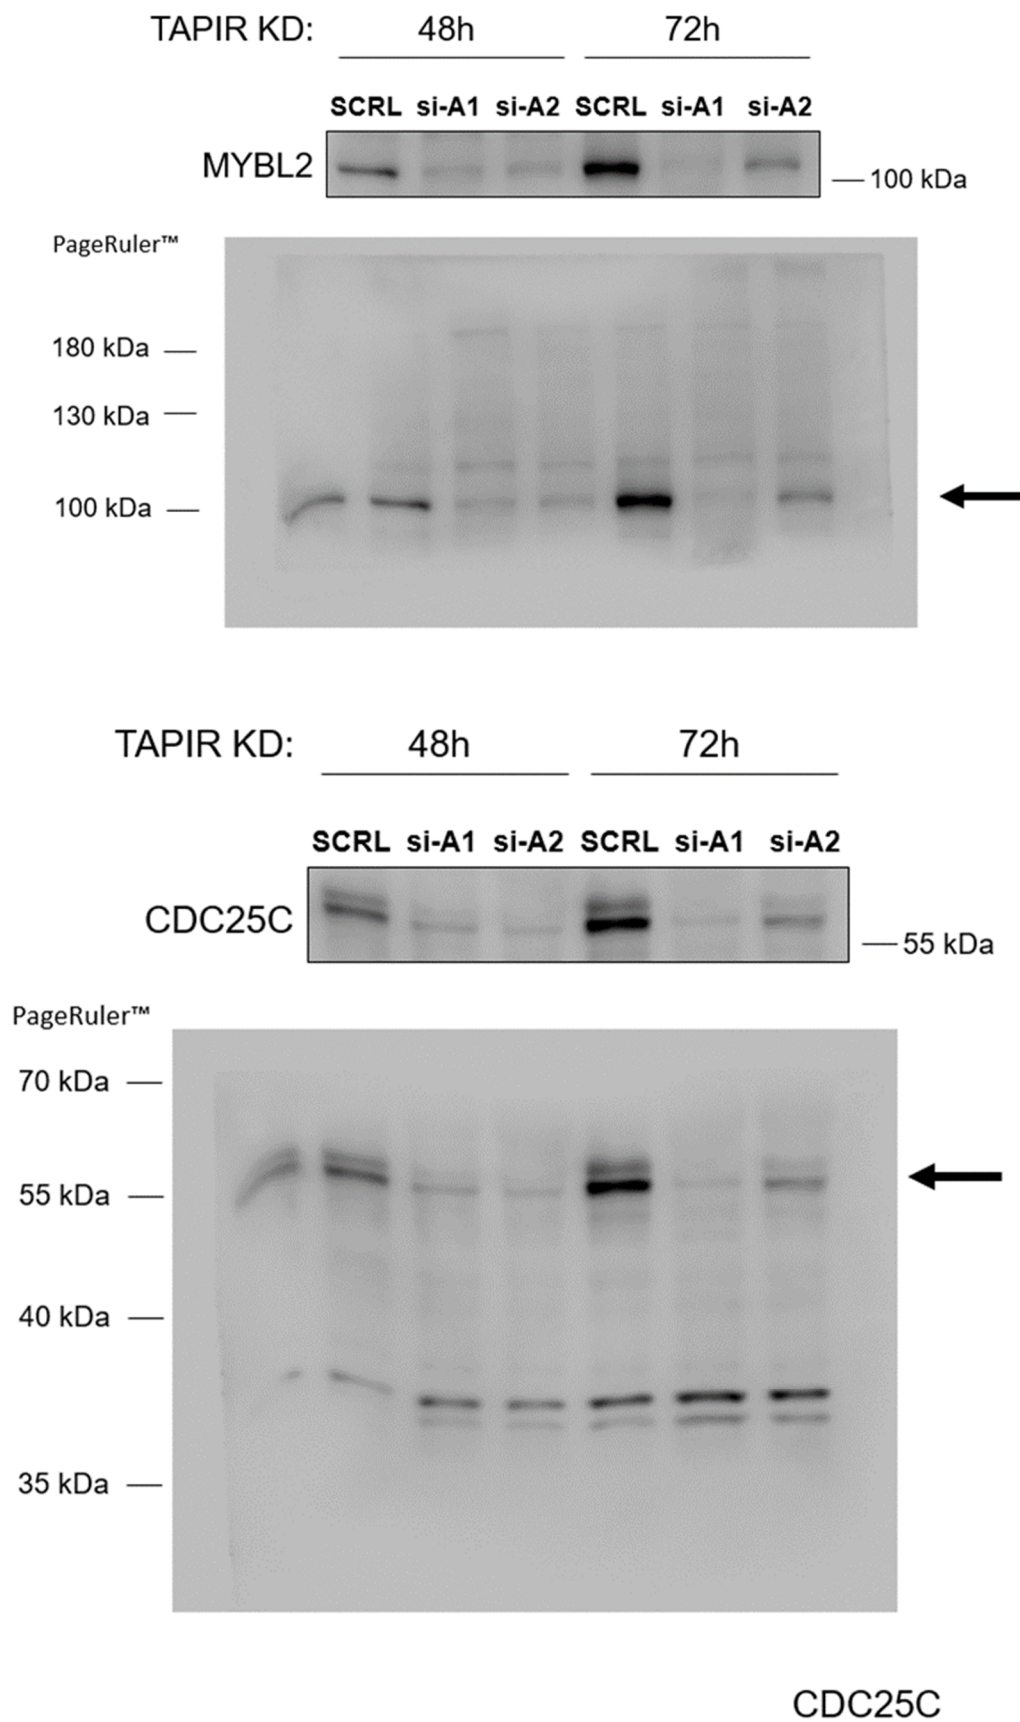

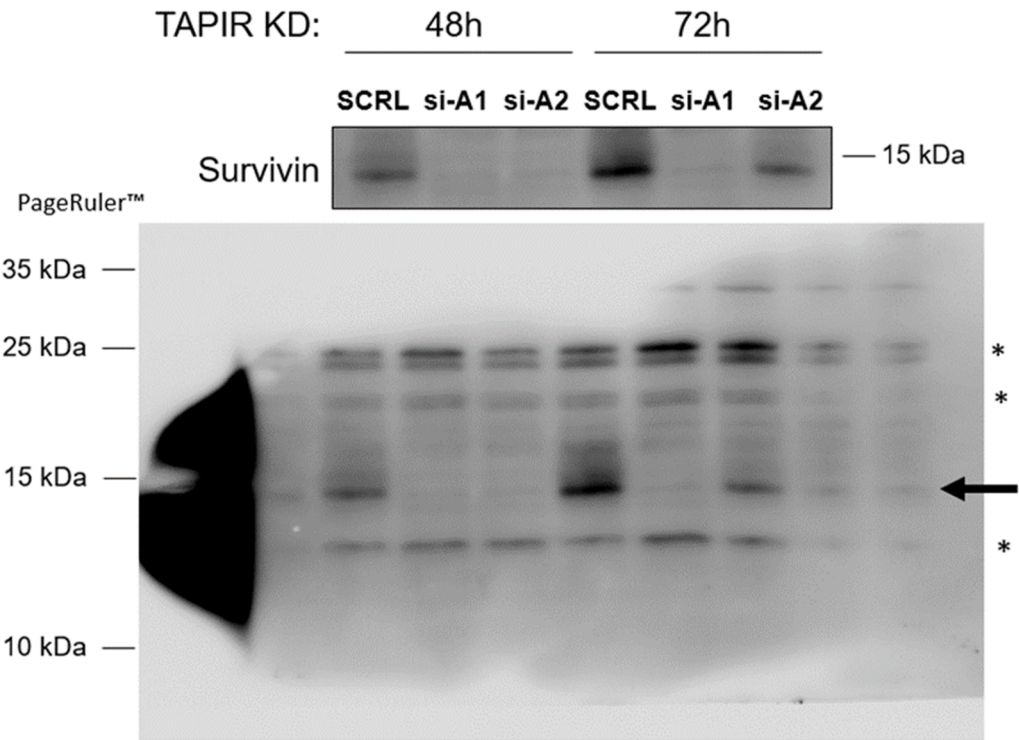

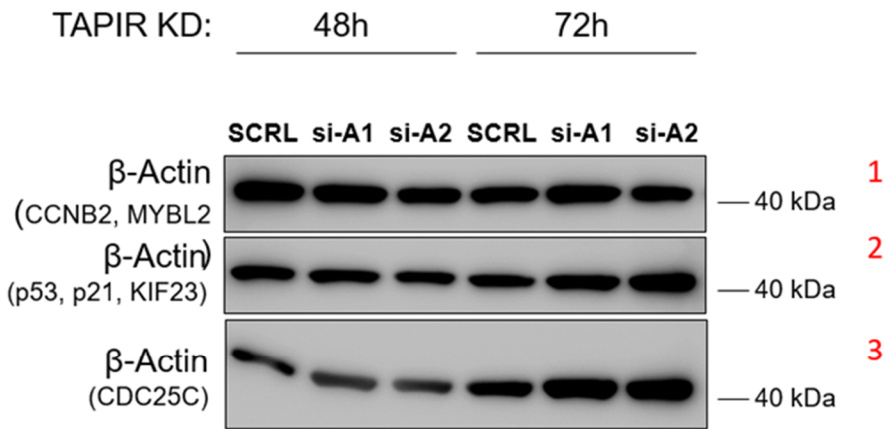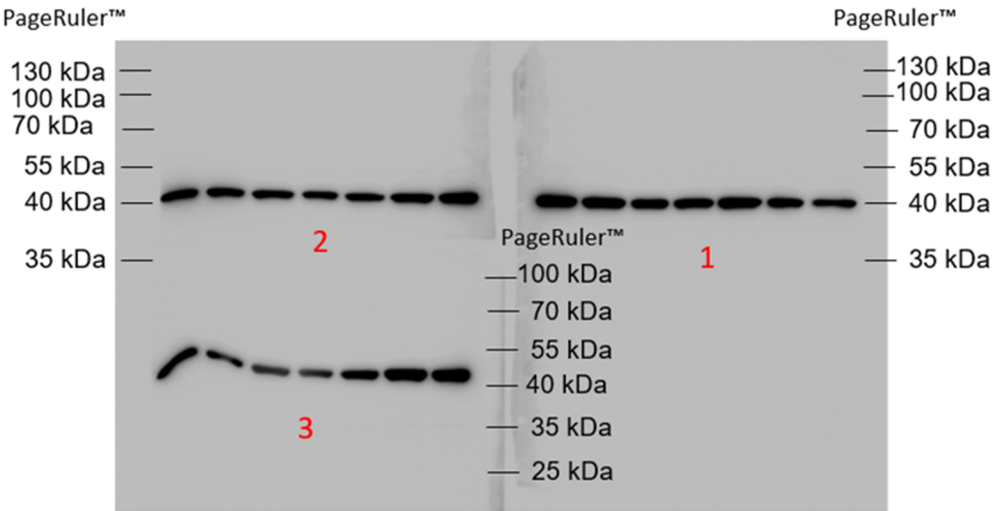

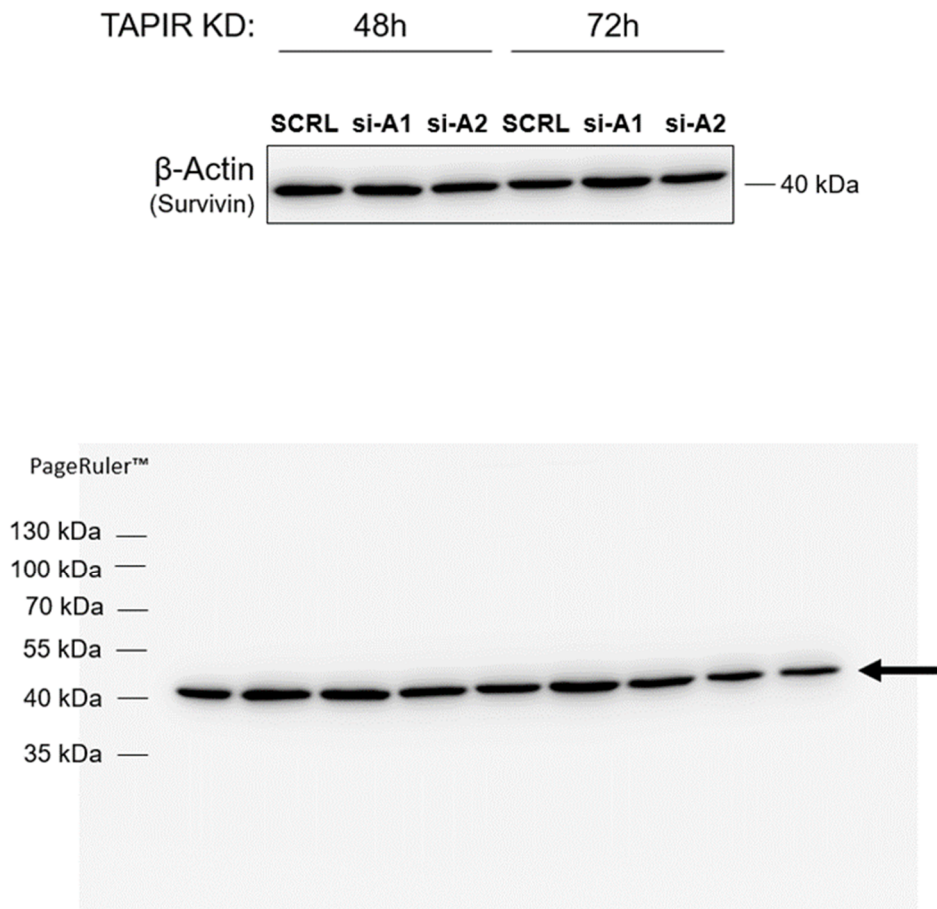

Uncropped western blot images of *TAPIR-1* target gene protein expression is shown. Cropped images (lanes) focusing on the specific protein are presented in **Figure 5c**.

**Figure S15. Uncropped western blot images**

Uncropped western blot images of *TAPIR-1* and *-2* target gene protein expression are shown. Cropped images (lanes) focusing on the specific protein are presented in **Figure 5a**.

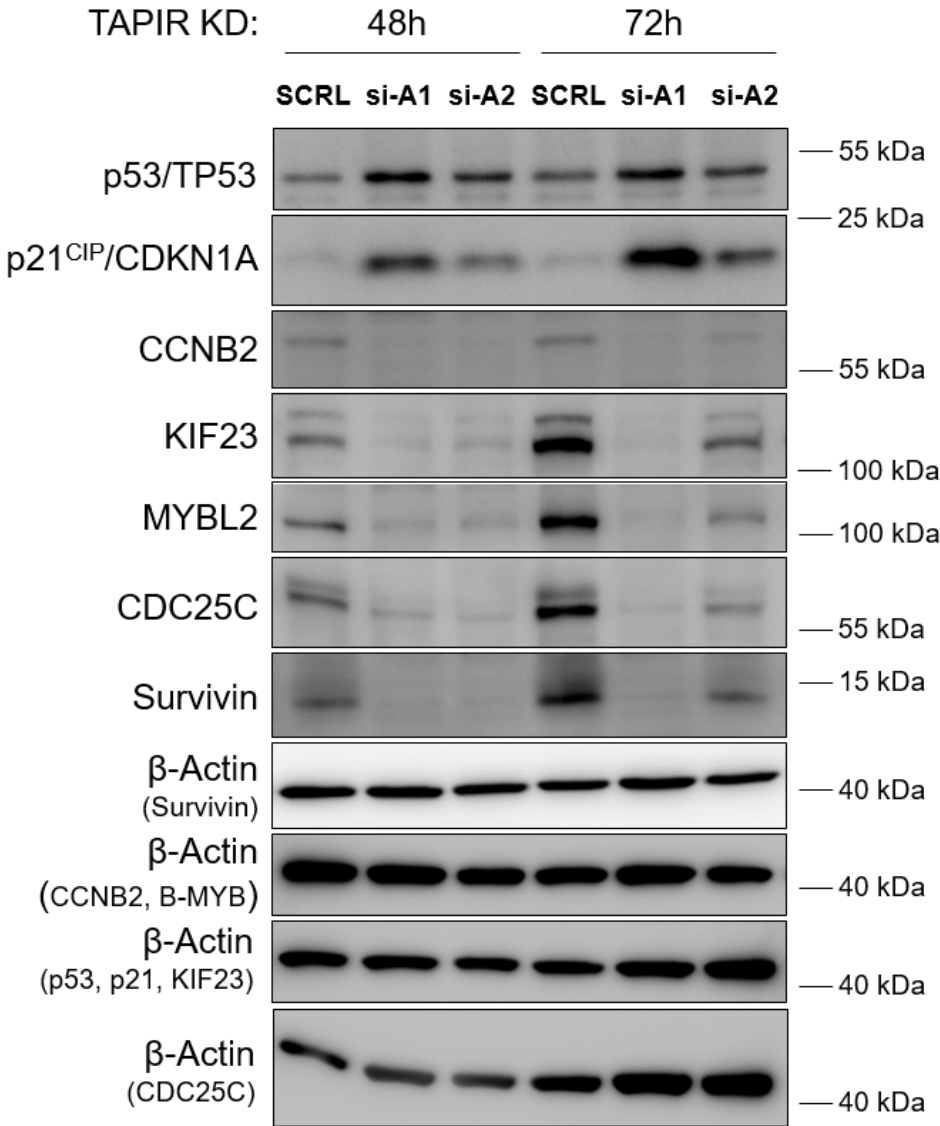

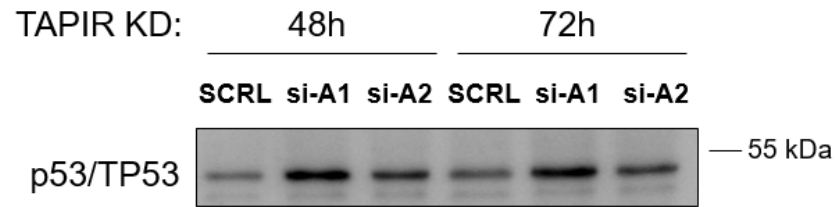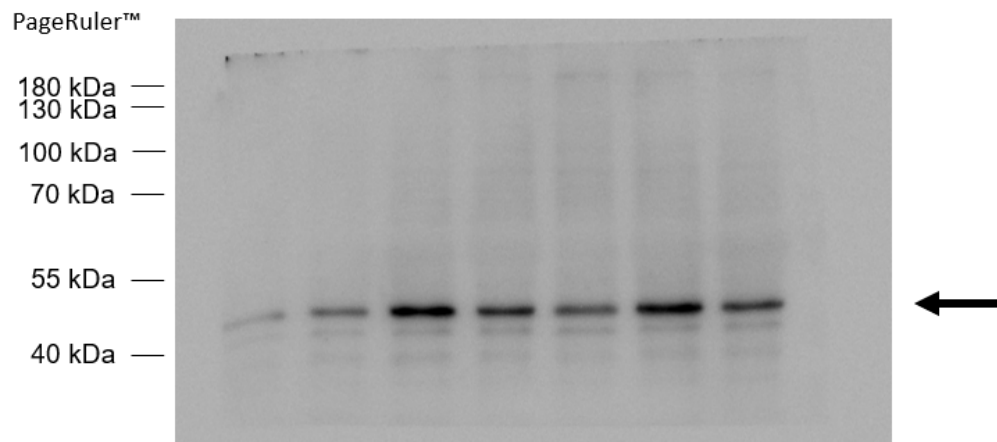

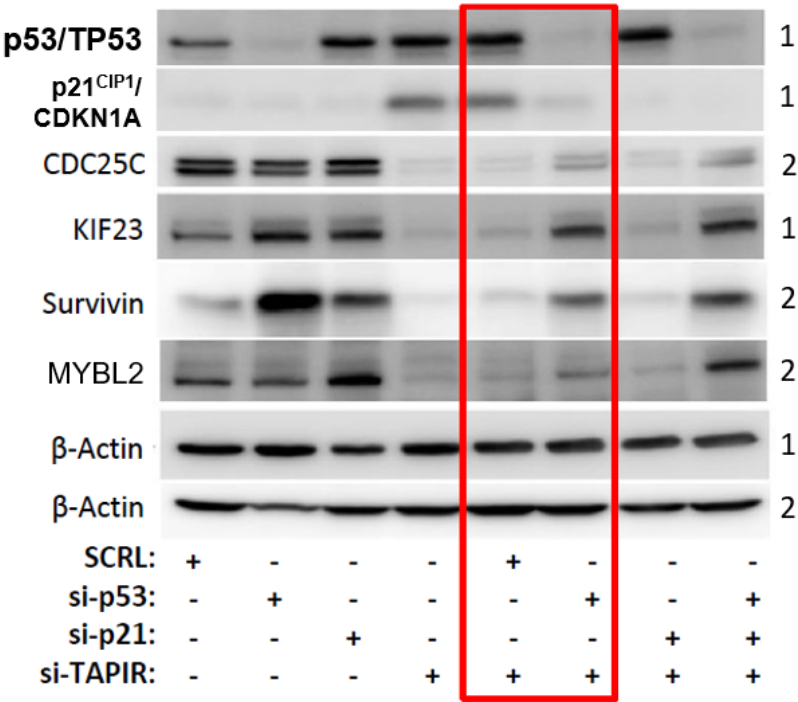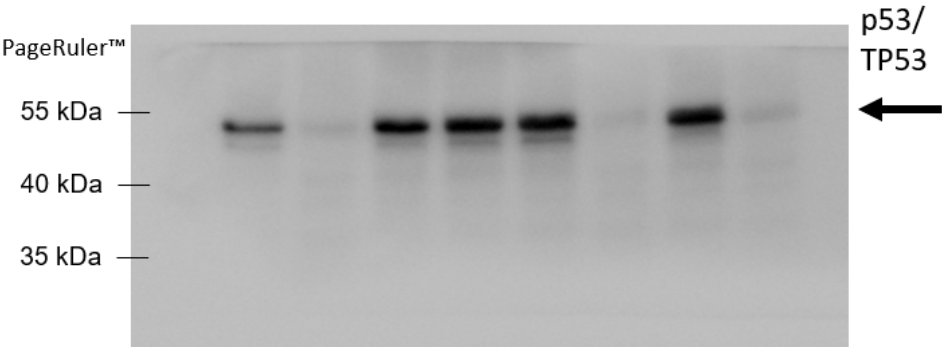

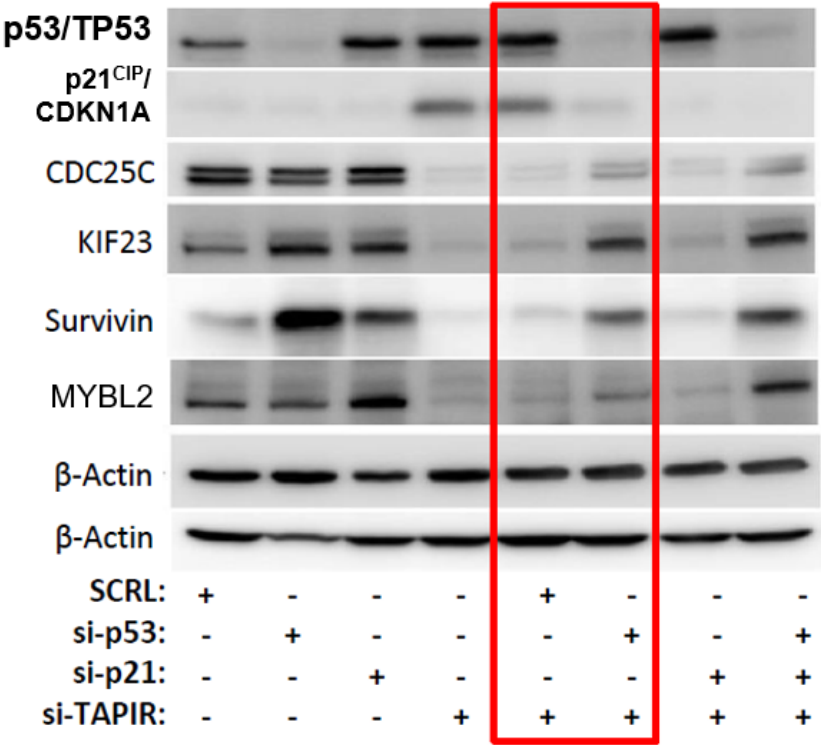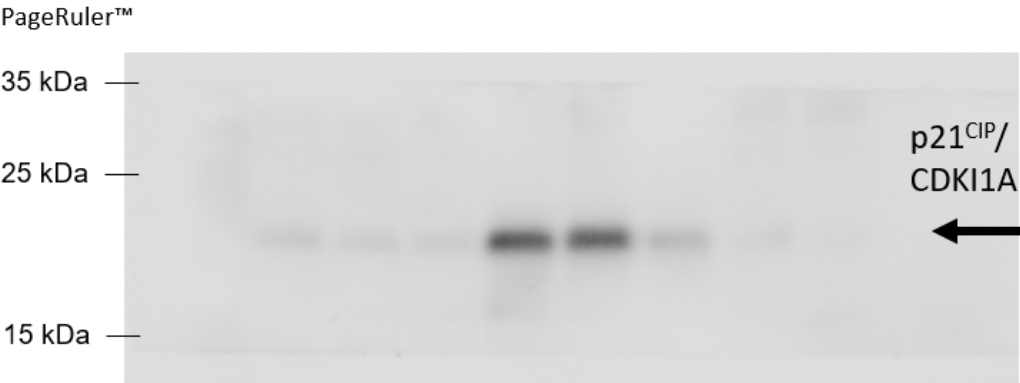

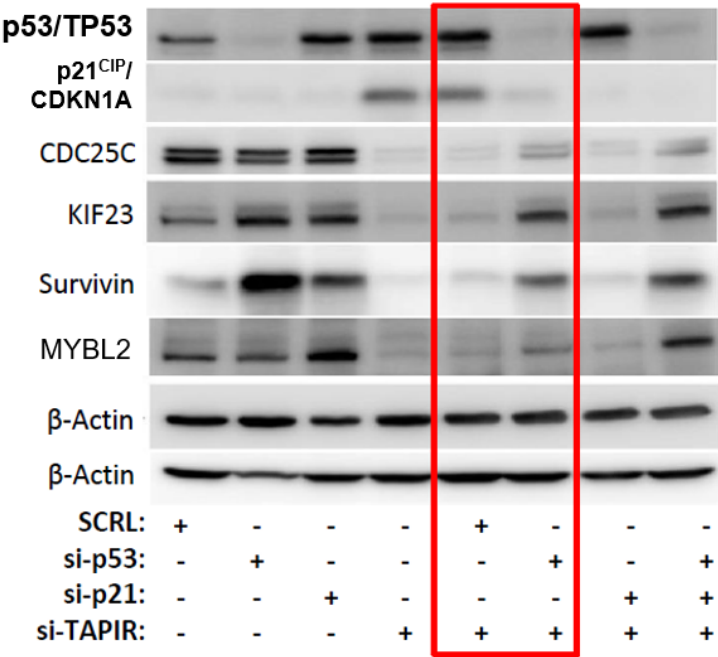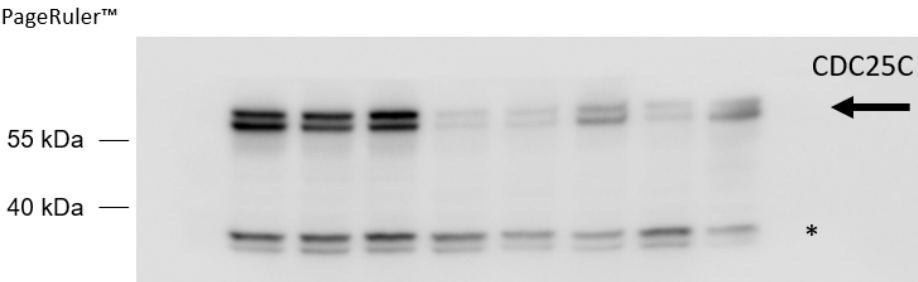

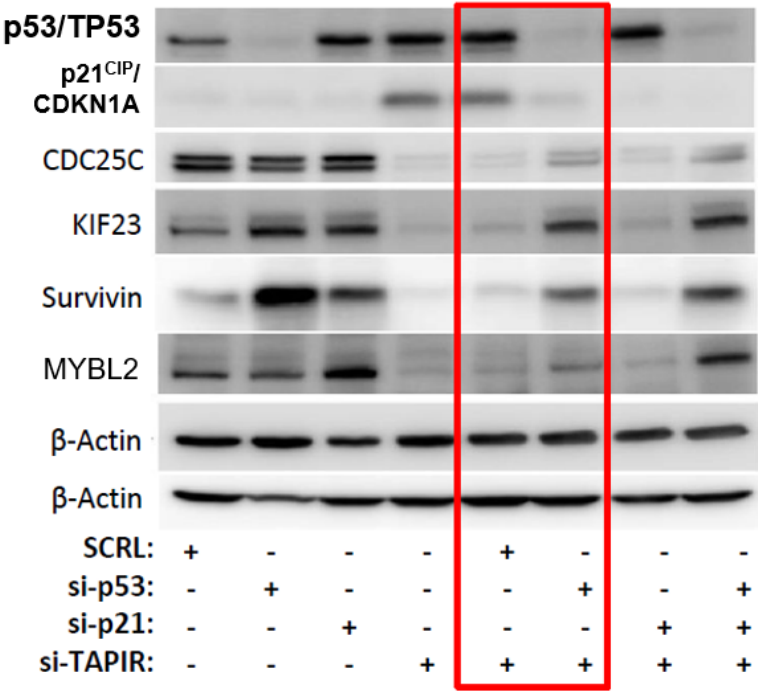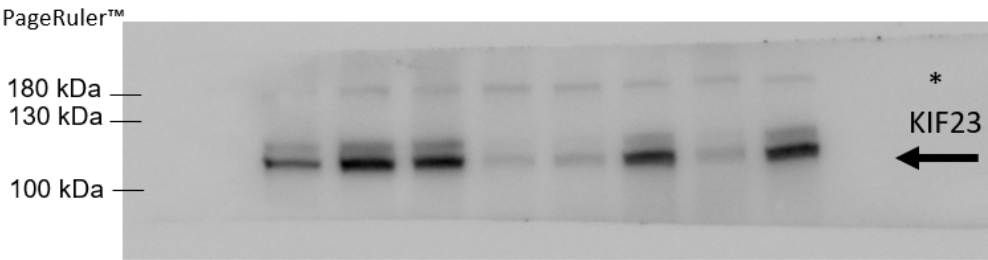

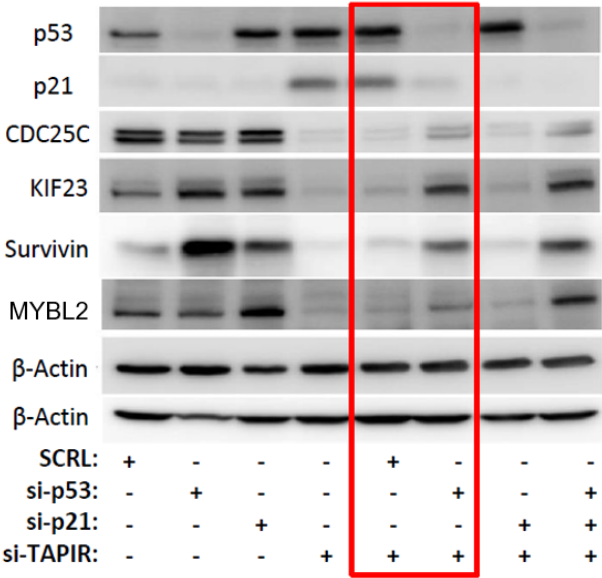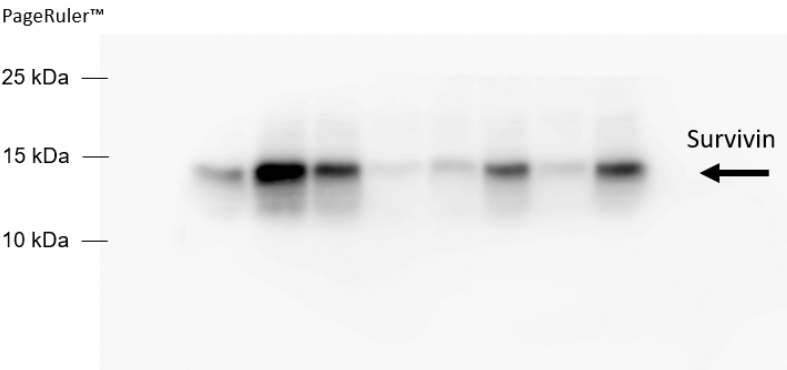

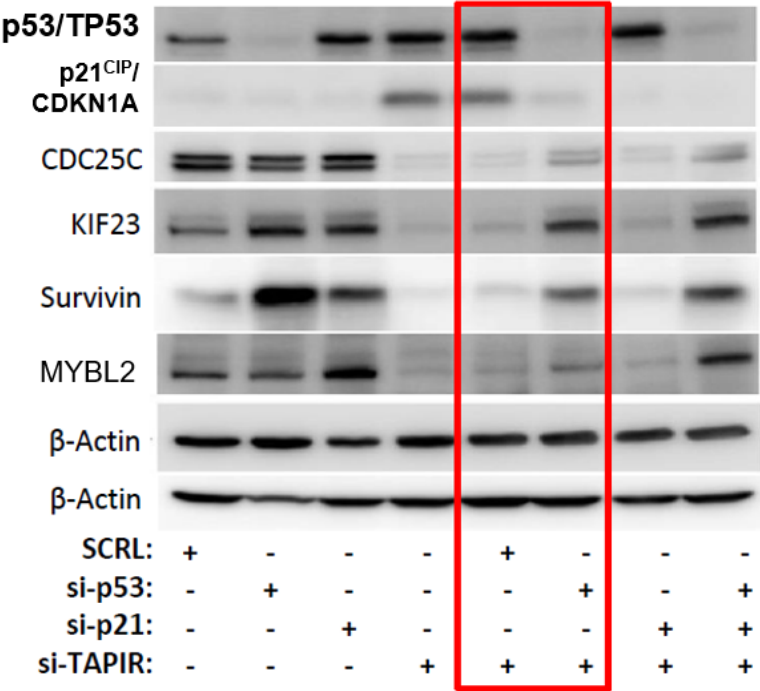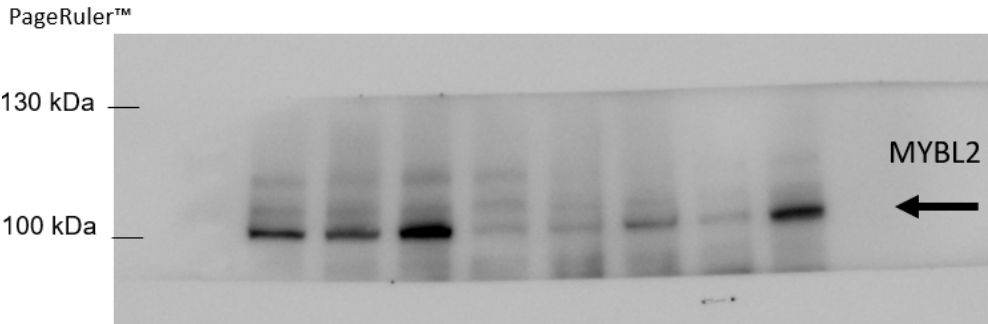

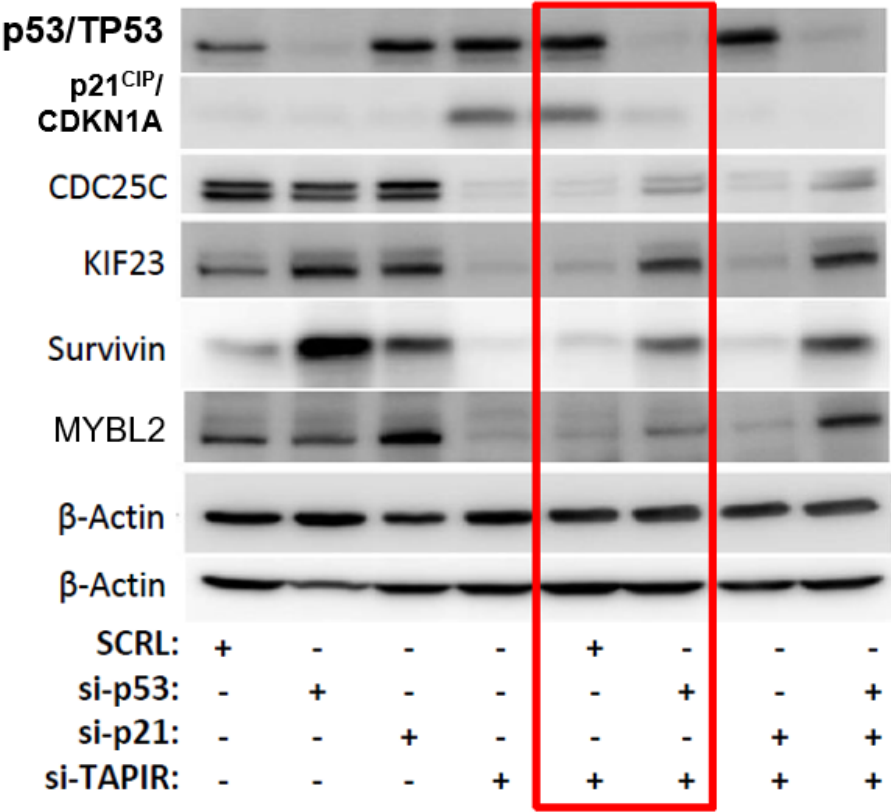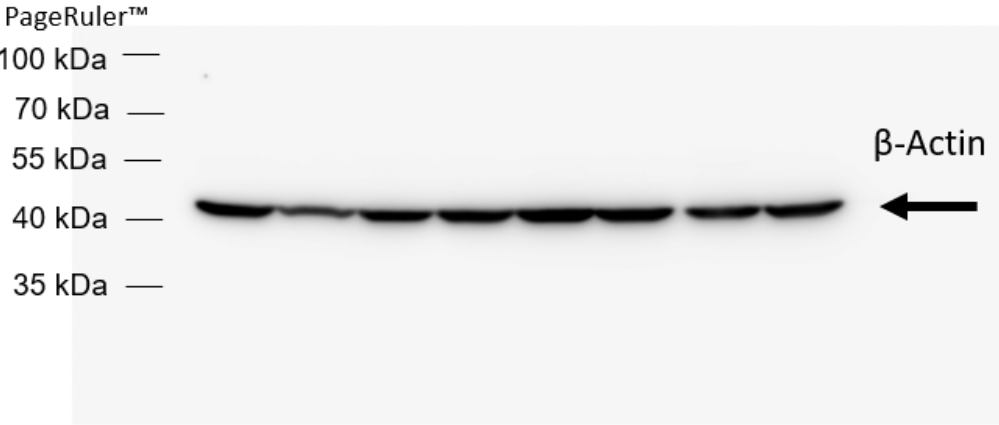

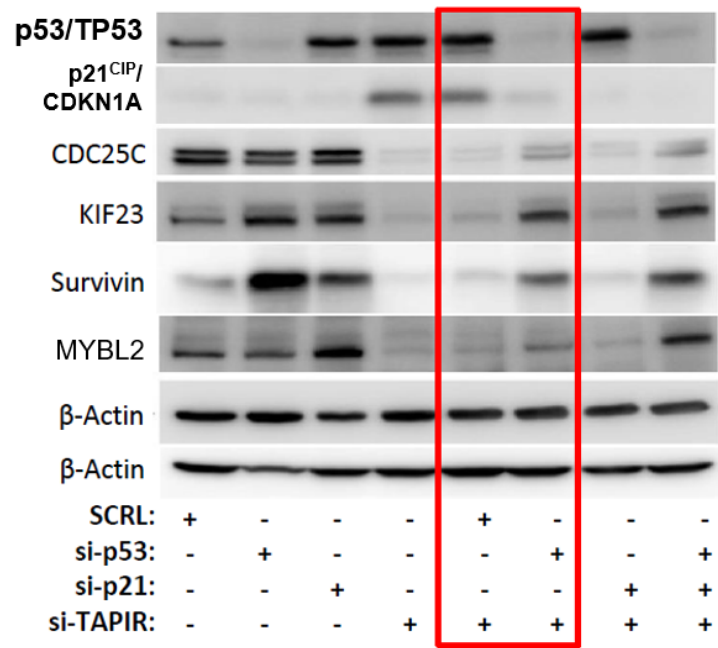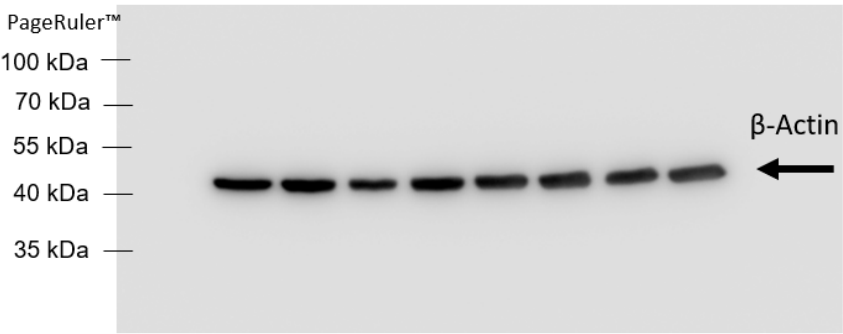

**Table S1.** Coding potential prediction of TAPIR-1 and -2 represent non-coding used Coding-Potential Assessment Tool (CPAT).

| Name           | Sequence ID       | RNA size | ORF size | Ficket Score | Hexamer Score | Coding Probability* | Coding Label |
|----------------|-------------------|----------|----------|--------------|---------------|---------------------|--------------|
| <i>TAPIR-1</i> | ENST00000438247.1 | 786      | 129      | 0.5615       | -0.1234       | 0.003               | No           |
| <i>TAPIR-2</i> | ENST00000366424.2 | 1641     | 339      | 0.8079       | -0.0895       | 0.070               | No           |

\* Based on ORF size, ORF coverage, Fickett TESTCODE statistic, and hexamer usage bias a coding probability below cutoff 0.364 denotes none coding transcripts.

**Table S2.** Biological Process; GO Term Enrichment analyses of siRNA knockdown experiments in LNCaP cells. Shown are the results (Top 10 table) of si-A1 (*TAPIR-1*) - vs SCBT siRNA treatment 24h post transfection. Graph: Graph: Biological Process; GO Term Enrichment analyses of siRNA knockdown experiments in LNCaP cells. Shown are the results (Top 10 table) of si-A1 (*TAPIR-1*) - vs SCBT siRNA treatment 24h post transfection.

| GO.ID                      | Term                       | Annotated | Significant | Expected | classicFisher | Adj. p-value |
|----------------------------|----------------------------|-----------|-------------|----------|---------------|--------------|
| <a href="#">GO:0051276</a> | chromosome organization    | 1043      | 123         | 20.54    | 1.36e-65      | 2.08e-61     |
| <a href="#">GO:0007049</a> | cell cycle                 | 1584      | 135         | 31.19    | 2.44e-55      | 1.87e-51     |
| <a href="#">GO:0022402</a> | cell cycle process         | 1151      | 114         | 22.67    | 5.96e-52      | 3.04e-48     |
| <a href="#">GO:1903047</a> | mitotic cell cycle process | 718       | 92          | 14.14    | 2.05e-50      | 7.85e-47     |
| <a href="#">GO:0000278</a> | mitotic cell cycle         | 869       | 98          | 17.11    | 7.21e-49      | 2.21e-45     |
| <a href="#">GO:0071103</a> | DNA conformation change    | 230       | 56          | 4.53     | 1.11e-45      | 2.84e-42     |
| <a href="#">GO:0006323</a> | DNA packaging              | 163       | 48          | 3.21     | 1.84e-43      | 4.03e-40     |
| <a href="#">GO:0007059</a> | chromosome segregation     | 299       | 58          | 5.89     | 2.58e-41      | 4.94e-38     |
| <a href="#">GO:0006334</a> | nucleosome assembly        | 110       | 40          | 2.17     | 1.78e-40      | 3.02e-37     |
| <a href="#">GO:0031497</a> | chromatin assembly         | 124       | 41          | 2.44     | 1.71e-39      | 2.62e-36     |

**Table S3.** Molecular Function; GO Term Enrichment analyses of siRNA knockdown experiments in LNCaP cells. Shown are the results (Top 10 table) of si-A1 (*TAPIR-1*) - vs SCBT siRNA treatment 24h post transfection. Molecular Function; GO Term Enrichment analyses of siRNA knockdown experiments in LNCaP cells. Shown are the results (Top 10 table) of si-A1 (*TAPIR-1*) - vs SCBT siRNA treatment 24h post transfection.

| GO.ID                      | Term                                | Annotated | Significant | Expected | classicFisher | Adj. p-value |
|----------------------------|-------------------------------------|-----------|-------------|----------|---------------|--------------|
| <a href="#">GO:0046982</a> | protein heterodimerization activity | 426       | 41          | 8.43     | 2.92e-17      | 1.29e-13     |
| <a href="#">GO:0003677</a> | DNA binding                         | 2189      | 95          | 43.33    | 1.13e-14      | 2.50e-11     |
| <a href="#">GO:0003682</a> | chromatin binding                   | 475       | 36          | 9.40     | 4.11e-12      | 6.07e-09     |
| <a href="#">GO:0005515</a> | protein binding                     | 9872      | 244         | 195.41   | 2.76e-11      | 3.05e-08     |
| <a href="#">GO:0046983</a> | protein dimerization activity       | 1125      | 52          | 22.27    | 6.36e-09      | 5.64e-06     |
| <a href="#">GO:0031492</a> | nucleosomal DNA binding             | 33        | 9           | 0.65     | 1.05e-08      | 7.73e-06     |
| <a href="#">GO:0140097</a> | catalytic activity, acting on DNA   | 162       | 17          | 3.21     | 2.24e-08      | 1.23e-05     |
| <a href="#">GO:0042393</a> | histone binding                     | 163       | 17          | 3.23     | 2.45e-08      | 1.23e-05     |
| <a href="#">GO:1901363</a> | heterocyclic compound binding       | 5002      | 144         | 99.01    | 2.56e-08      | 1.23e-05     |
| <a href="#">GO:0035173</a> | histone kinase activity             | 18        | 7           | 0.36     | 2.92e-08      | 1.23e-05     |

**Table S4.** Cellular Compartment; GO Term Enrichment analyses of siRNA knockdown experiments in LNCaP cells. Shown are the results (Top 10 table) of si-A1 (TAPIR-1) - vs SCBT siRNA treatment 24h post transfection. Cellular Compartment; GO Term Enrichment analyses of siRNA knockdown experiments in LNCaP cells. Shown are the results (Top 10 table) of si-A1 (TAPIR-1) - vs SCBT siRNA treatment 24h post transfection.

| GO.ID                      | Term                                         | Annotated | Significant | Expected | classicFisher | Adj. p-value |
|----------------------------|----------------------------------------------|-----------|-------------|----------|---------------|--------------|
| <a href="#">GO:0005694</a> | Chromosome                                   | 864       | 124         | 16.44    | 5.25e-78      | 9.98e-75     |
| <a href="#">GO:0044427</a> | chromosomal part                             | 756       | 115         | 14.39    | 1.71e-74      | 1.62e-71     |
| <a href="#">GO:0044815</a> | DNA packaging complex                        | 85        | 42          | 1.62     | 4.29e-50      | 2.72e-47     |
| <a href="#">GO:0098687</a> | chromosomal region                           | 290       | 63          | 5.52     | 5.16e-49      | 2.45e-46     |
| <a href="#">GO:0043228</a> | non-membrane-bounded organelle               | 3480      | 179         | 66.23    | 2.04e-46      | 6.48e-44     |
| <a href="#">GO:0043232</a> | intracellular non-membrane-bounded organelle | 3480      | 179         | 66.23    | 2.04e-46      | 6.48e-44     |
| <a href="#">GO:0000228</a> | nuclear chromosome                           | 500       | 74          | 9.52     | 2.60e-45      | 7.05e-43     |
| <a href="#">GO:0000786</a> | Nucleosome                                   | 79        | 37          | 1.50     | 4.88e-43      | 1.16e-40     |
| <a href="#">GO:0044454</a> | nuclear chromosome part                      | 468       | 68          | 8.91     | 5.92e-41      | 1.25e-38     |
| <a href="#">GO:0031981</a> | nuclear lumen                                | 3463      | 168         | 65.91    | 8.45e-39      | 1.61e-36     |

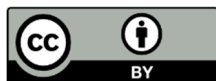

© 2020 by the authors. Submitted for possible open access publication under the terms and conditions of the Creative Commons Attribution (CC BY) license (<http://creativecommons.org/licenses/by/4.0/>).

How the deposited data were processed for this re-analysis (not part of the article)

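Expression in LNCaP cells was measured on 24 one-colour Agilent arrays, 4 for each of si-SCRL, si-A1 and si-A2 at 24 h and 4 for each at 48 h. Samples were assigned to siRNA, time point and replicate from their labels, which match the design described in the paper, and the slide and the position of each array were read from the scanner output. The authors deposited the output of Agilent Feature Extraction for each array, in which the processed signal is an intensity on a linear scale after background subtraction and detrending within the array, with no normalization between arrays. The output also holds the median pixel intensity of each spot and of its local background, as deposited by the authors. In addition, the authors deposited a table of log2 values per time point. Each column of it has the same distribution and orders the spots as the processed intensity of that array does, so these values are quantile-normalized log2 processed intensities over all spots, controls included.

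The log2 of the processed intensity was quantile-normalized between the 12 arrays of a time point, control spots were left out, and spots flagged as non-uniform or population outliers were set aside. Repeated spots of a probe were averaged. This gave 50599 probes at 24 h and 58201 at 48 h. A probe was named through its RefSeq accession in the annotation of GRCh38.p14, which succeeded for 29033 probes (57.4%) at 24 h and 31104 (53.4%) at 48 h, and the name of the array design was kept otherwise. The paper used the same genome build, so coordinates are given on it. A probe counted as above the background threshold if it exceeded the mean plus 3 SDs of the 308 negative control spots on at least 3 arrays, and it was tested if its interquartile range over the 12 arrays was also at least 0.5. Among the probes of a gene that passed, the one with the highest mean log2 intensity was used. At 24 h, 44849 probes of 36639 genes were above the threshold and 15186 genes were tested, 7283 of them named through RefSeq. At 48 h, 20660 genes were tested. The median residual SD of a gene was 0.532 at 24 h and 0.856 at 48 h.

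Signal over background and the number of arrays limit the precision. Across the arrays of all groups the median processed intensity was between 24.4 and 57.2 at 24 h and between 13.9 and 32.2 at 48 h. Where a probe was not well above background on any array of a group, its level there is only a bound.

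Linear models were fitted in R 4.3.3 with limma 3.58.1 (lmFit and eBayes, with statmod 1.5.0 for random blocks and data.table 1.17.8 for tables). All 3 siRNA groups of a time point entered 1 fit with the slide as an additive term, and adjusted p-values are limma's after Benjamini-Hochberg adjustment over the genes tested. A gene was called at an adjusted p below 0.01 and an absolute log2 fold change of at least 0.5. The change of an effect from 24 h to 48 h was tested as an interaction over the probes present on both array versions that were above the threshold at both time points, with all 24 arrays normalized together and no filter on the interquartile range. Since the time points were run on different array versions, time point and array version are the same split, and the interaction compares effects measured within each version. Gene lists were tested with camera at a preset correlation of 0.01 over the 36595 genes above the background threshold at 24 h that had a value on every array, 9 lists in 3 comparisons, with an FDR threshold of 0.05. The lists cover the S phase, G2/M, replication-dependent histones, Fanconi anemia, p53 targets, DREAM subunits, interferon response, neuroendocrine genes and androgen-regulated genes. The calls of list members come from a fit without the interquartile filter, so they differ from the counts over the 15186 genes. The TAPIR-2 probe was also compared with exact two-sided permutation tests.

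The genes named in the text were chosen by a rule: each gene that the paper names for these arrays or for their qPCR check, the TAPIR probes, the 5 genes with the largest decrease and the 5 with the largest increase among those called and changed the same way in all replicates, and called members of the lists. The designs, alternatives, gene lists and this rule were set before the data were examined, but after the paper's tables, which come from the same arrays, had been read. Other genes named in the text were chosen after their values were seen: list members that changed little or were not called, and genes with a changed effect between the time points. Results for some genes are not reported here.

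The alternatives were scaling on the 75th percentile, normexp background correction with an offset of 50, no background correction, the authors' log2 values, no slide term, the slide as a random block, the replicate number as a block, only the groups compared in the fit, other filters and probe rules, a log2 fold change of at least 1, other list tests, and each array left out in turn. The planned background alternatives name the mean pixel intensity, which the output used here does not hold, so the median pixel intensity was used. Scaling on the 75th percentile moved the median log2 fold change of all tested genes at 24 h from 0.02 to 0.16 after si-A1, from 0.02 to 0.07 after si-A2 and to -0.10 between them. The fits were tested on simulated data of the same size, with 200 genes changed. Each value was drawn independently from the gene's mean and spread on the real arrays. Slide effects, correlation between genes and single failed arrays were thus not simulated. The list test was checked for si-A2 alone and the interaction for si-A1 alone. With 12 arrays at 24 h, 52% of log2 changes of 2 and 0% to 1% of log2 changes of 1 were recovered for either siRNA, with 0 false calls for si-A1 and 1 for si-A2 over 15186 genes. At 48 h, 0% were recovered with 12 arrays, and 63% for si-A1 and 53% for si-A2 without si-A2 replicate 2, over 17479 genes.

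The alignment of probes to the genome, GO, KEGG and Reactome enrichment, SPIA and a set of DREAM target genes were not used here, and a planned test of siRNA seed matches was not run. The qPCR, protein, proliferation and animal experiments of the paper were not analysed here.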

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

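Of the tests in this part, the comparison with each other array for a swapped label was chosen only after the result was seen, as was the choice to report the 48 h counts under further settings without si-A2 replicate 2.

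The array of si-A2 replicate 2 at 48 h lay far from the other si-A2 arrays in the median of its bright corner control spots (5032) and in its median correlation with the other 48 h arrays (0.547). Several technical explanations were tested. A spot grid placed off by a row or column is argued against, since the highest correlation with the mean of the other arrays at an offset of up to 2 rows or columns was 0.0112, against 0.638 without an offset. A damaged region is argued against, since the highest correlation in any of 8 blocks of rows or 8 blocks of columns was 0.651. Dim spots alone do not account for it, since among the brightest spots the correlation was 0.457, while the other arrays reached 0.986. A label swapped with another array of the series is argued against by a highest correlation of 0.585 with any array of the time point. The bright spike-in control spots were higher than the mean of the other arrays by 0.725 on the log2 scale. Their level of 11.08 lies above the range of 9.89 to 10.65 on the other arrays, so a fault in the RNA alone cannot be told apart from one in the hybridisation. A failed measurement of this array is a candidate explanation for its values, and which step failed stays open. No biological explanation was tested.

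At 48 h, the array of si-SCRL replicate 1 had a median correlation of 0.965 with the other arrays, where the other si-SCRL arrays had 0.970. The gap is far smaller than that of si-A2 replicate 2, and no explanation was tested. In all, 3 of 30 groups of array measures and 5 of 81 groups of gene levels held an array this far from the rest, where chance gives about 1 in 20.

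Single arrays lay apart from the other 3 of their group in 4 genes at 24 h. CDC25C was 5.25 on si-A1 replicate 2, against 4.77 to 4.83, and without it changed by -0.99 (limma adjusted p = 0.123). CCNB2 was 7.54 on si-SCRL replicate 3, against 6.69 to 6.83. Without it, its changes were -1.52 after si-A1 (limma adjusted p = 0.0167) and -1.12 after si-A2 (limma adjusted p = 0.0726). CHEK1 was 4.76 on si-A2 replicate 2, against 5.28 to 5.35, and without it the change was -1.89 (limma adjusted p = 0.0122). CHGA was 2.65 on si-SCRL replicate 4, against 1.55 to 1.60, and 3.01 on si-A1 replicate 1, against 1.56 to 1.57. CHGA was not well above background on any array, so these values have no order. No explanation was tested for these genes.

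The paper reports no genes from the 48 h arrays. With all 12 arrays, limma called 0 genes after si-A1, after si-A2 and between them, although 1057, 2013 and 1663 genes had an unadjusted p under 0.05. Without si-A2 replicate 2, 1539 genes were called after si-A1, 438 higher and 1101 lower. After si-A2, 41 were called, 8 higher and 33 lower. Between the siRNAs 282 genes differed, 209 of them higher after si-A2. Chance can be excluded for these 3 counts, since 1 of 35 splits of the arrays, the real one, gave as many genes in each case. The choice of the array to leave out rests on its intensity and not on the outcome, but only this array gives such counts. Of the 216 genes called after si-A1 at 24 h, 204 were tested at 48 h, 187 were called and 202 changed in the same direction. Of those called after si-A2 at 24 h, 199 were tested, 15 were called and 197 changed in the same direction. The settings with a further change gave 28 to 43 or 0 genes for si-A2. In the simulated check without si-A2 replicate 2, 63% of the changes of 2 on the log2 scale were recovered for si-A1 and 53% for si-A2, whose group holds 3 arrays. The median change of the S phase genes was -1.51 after si-A1 and -0.74 after si-A2.

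The effect of si-A1 differed between 24 h and 48 h for 54 genes without si-A2 replicate 2 at 48 h, 35 of them with a lower effect at 48 h. The effect of si-A2 differed for 14 genes, 13 of them with a higher effect at 48 h. With all arrays, limma called 0 genes for either siRNA, with 615 and 1451 genes at an unadjusted p under 0.05. For si-A1, 6 of 100 regroupings of the arrays gave as many genes, so chance is not excluded. For si-A2, 4 of 100 did. This share is under 0.05 by a narrow margin, with both siRNAs tested and few regroupings drawn, so chance is not excluded there either. The largest count among the other regroupings was 746 genes for si-A1 and 215 for si-A2. AURKA changed by -1.05 at 24 h and -2.86 at 48 h after si-A1 (limma adjusted p = 0.0011 for the change of effect), and CDKN1A by 0.71 and 2.03 (limma adjusted p = 0.0091). After si-A2, CLSPN changed by -5.11 and -1.11 (limma adjusted p = 0.0021) and BRCA1 by -3.17 and -1.05 (limma adjusted p = 0.0012). CLSPN and BRCA1 were not well above background after si-A2 at 24 h, so the sizes of their changes of effect are not measured. Time after transfection and the array version are the same split and cannot be told apart here, since no sample was run on both versions.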

How the results depend on the processing

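The alternatives chosen only after the data were seen are normexp and no background correction on the median pixel intensity, the mean over a gene's probes, and the settings that combine leaving out si-A2 replicate 2 at 48 h with another choice.

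At 24 h the decreases of the S phase, G2/M, histone and Fanconi anemia lists after both siRNAs, the increase of the p53 list after si-A2 and its difference between the siRNAs kept their direction and stayed past the threshold under all 23 alternatives. Of 2886 values of named genes under alternatives at 24 h, 2601 stayed on the same side of the threshold, 215 fell below it, 70 rose above it and 0 changed sign past it. At 48 h 2937 of 3132 stayed and 195 rose above it. Of 621 values of single lists at 24 h, 586 stayed on the same side, 25 fell below and 10 rose above. At 48 h 664 of 729 stayed, 49 fell below, 5 rose above and 11 reversed. Values called in neither fit could change sign without being counted as reversed. This held for 37 values of named genes and 26 of lists at 24 h, and for 95 and 18 at 48 h.

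The counts of called genes at 24 h, given for si-A1, si-A2 and the difference between them, were 216, 216 and 17 over 15186 genes tested. With normexp background correction they were 516, 392 and 353 over 1578 genes tested. Without background correction they were 513, 389 and 350 over 1575. With the well above background filter they were 643, 496 and 365 over 4889. Without a filter on dim probes or on the interquartile range they were 403, 344 and 159 over 41069. Without the interquartile filter alone they were 378, 331 and 113 over 36639. These settings thus also changed the number of genes that p-values were adjusted over. With only the groups compared in the fit they were 66, 92 and 0, for which the smaller number of arrays behind the spread accounts by construction. The difference rose to 29 genes without the slide term and to 31 with every probe tested. The cause of the other changes was not tested. With each array left out in turn, the counts lay between 87 and 168 for si-A1, between 110 and 199 for si-A2 and between 0 and 19 for the difference. The share of lower genes fell from 97.7% to 86.4% for si-A2 without background correction, which is over 10 percentage points.

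The siRNAs share replicate numbers, and these were tested as a replicate block. At 24 h the deviations of arrays with the same number from their group means had a median correlation of 0.02, and 3 of 12 pairs were above 0.1. At 48 h 6 of 12 pairs were. The numbers were therefore not taken to pair the samples. With the block, 116 genes were called after si-A1, 141 after si-A2 and 0 between them at 24 h, in limma.

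At 48 h with all 12 arrays, the si-A1 count moved from 0 to 53 with scaling on the 75th percentile, to 90 with normexp, to 95 without background correction, to 16 without the slide term, to 14 with the slide as a random block and to 913 when si-A2 did not enter the fit. It was 39 with the well above background filter, 28 without filters, 23 without the interquartile filter and 6 with every probe tested. Genes tested were 20660 in the main fit, 3350 with normexp, 4263 without background correction and 10546 with the well above background filter. With each array left out in turn, the counts lay between 0 and 1539 for si-A1, between 0 and 41 for si-A2 and between 0 and 282 for the difference, and the highest of each came without si-A2 replicate 2. Without that array, the counts for si-A1, si-A2 and the difference were 591, 0 and 49 without the slide term and 1443, 28 and 233 with scaling on the 75th percentile. They were 1528, 43 and 272 with the authors' log2 values and, with the replicate block, 848, 0 and 27. The cause was not tested beyond leaving out the array.

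Of the lists, 15 tests passed at 24 h, between 12 and 18 with each array left out. At 48 h 19 passed, between 15 and 19 with each array left out, 8 with fry and 5 with an estimated correlation. The 11 reversals all concern the difference between si-A2 and si-A1 at 48 h, which with all 12 arrays was 0.19 for the histone list, 0.12 for the androgen-regulated list and -0.53 for the p53 list. With each array left out in turn, the difference lay between -0.29 (without si-A2 replicate 1) and 0.96 (without si-A2 replicate 2) for the histone list, between -0.19 and 0.41 for the androgen-regulated list and between -0.91 and 0.0697 for the p53 list, with the same arrays at either end. Without si-A2 replicate 2, the androgen-regulated list was at 0.54 when the slide term was left out as well, at 0.40 with the replicate block, 0.43 with scaling on the 75th percentile and 0.41 with the authors' values. The p53 list was then at 0.0684, 0.0760, 0.0906 and 0.0694. The cause was not tested.

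The correlation between the siRNAs across genes moved from 0.605 to 0.672 with normexp and to 0.673 without background correction. It was 0.190 and 0.211 with separate si-SCRL arrays, where each comparison rests on 2 arrays against 2. The counts for the change of effect between the time points lay between 0 and 54 for si-A1 and between 0 and 14 for si-A2 with each array left out, and 0 were called with all arrays in limma, where 615 and 1451 genes had an unadjusted p under 0.05.

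Signal over background limits the dim genes. BRCA1 and CLSPN were not well above background after si-A2, and CHGA was not well above background in any group, so their changes are bounds or are not given. The planned background alternatives on the mean pixel intensity and the planned test of seed matches were not run.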

Differences from the paper's values

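The alternatives in this part were set before the data were examined, apart from the median pixel intensity in the background alternatives and the mean over the probes of a gene, which was chosen after seeing the values.

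The paper's table for TAPIR-1 lists 20 genes as higher, where 7 were called here. Without the interquartile filter there were 27, which is within 1.5 times the paper's count, while every other alternative set beforehand gave a count outside that range. The paper's table for TAPIR-2 lists 17 genes as higher, where 5 were called here, and every alternative set beforehand gave a count that is not within 1.5 times the paper's. For KIF23, the paper's log2 fold change is -1.55 after si-A1 and -1.71 after si-A2, where the values here were -0.47 and -0.60. A gap was counted as a difference where it exceeded the larger SD of the groups compared, which for KIF23 is 0.18 for si-A1 and 0.15 for si-A2. The si-A1 value came this close to the paper's without si-SCRL replicate 1 (-1.57), replicate 2 (-1.51), replicate 3 (-1.39) or replicate 4 (-1.66), where the dimmer probe stood for the gene, and under no other alternative set beforehand that takes 1 value per gene. The dimmer probe, which was tested with every probe in the fit, changed by -1.54 and -1.70. The si-A2 value did so by the dimmer probe without si-SCRL replicates 1, 2 and 4, while without replicate 3 it was -1.55. With the median over the KIF23 probes, the values were -1.00 and -1.15. For MKI67, the paper's values are -2.26 and -1.98, where the values here were -1.07 and -1.06. They differed under all alternatives planned that take 1 value per gene. With the mean over the MKI67 probes, chosen after seeing the values, they were -2.25 and -1.96.

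The paper's tables hold 317 genes for TAPIR-1 and 276 for TAPIR-2, where 216 were called here for each. Of them, 163 and 163 were called here, and all of the paper's genes changed here in the direction the paper gives. The largest numbers of the paper's genes were called with the well above background filter, 287 and 256, and the smallest with only the groups compared in the fit, 54 and 73. With normexp background correction 243 and 204 were called, without background correction 242 and 203, without the interquartile filter 228 and 215, and without a filter on dim probes or the interquartile range 227 and 213. The median adjusted p of the paper's genes that were not called was 0.0268 and 0.0251. A further 53 genes called here for each siRNA are not in the paper's tables. Of the genes that the paper's text gives as lower after TAPIR knockdown, AURKA, FOXM1, MKI67, CCNB1, KIF23 and MYBL2 passed the threshold here after neither siRNA, CCNB2 did not pass after si-A2 and CDC25C did not pass after si-A1. The tested probe of each was lower. CCND1 is in the paper's table for TAPIR-2 as lower and E2F5 in that for TAPIR-1 as higher, and neither passed here for that siRNA. Normexp and no background correction called AURKA, FOXM1, MKI67, CCNB1 and KIF23 after both siRNAs, MYBL2, CCNB2 and CCND1 after si-A2 and E2F5 after si-A1. The well above background filter called these genes apart from KIF23, and also CDC25C after si-A1. KIF23 was also called after si-A2 by its dimmer probe without si-SCRL replicate 4, with -1.82 (limma adjusted p = 0.0056). MKI67 was also called with the median over its probes and with the mean over them, the latter chosen after seeing the values. The fit without the interquartile filter, and the fit without a filter on dim probes either, called AURKA, FOXM1 and MKI67 after both siRNAs, MYBL2 and CCND1 after si-A2 and CDC25C and E2F5 after si-A1. There the brighter probe stood for CCNB1, which was higher and not called. With every probe tested, the dimmer probe of KIF23 and the 2 dimmer probes of MKI67 were called after both. No setting called MYBL2 after si-A1.

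A sentence of the paper's text names the Fanconi anemia pathway among the pathways that rise, while a later sentence of the text and the legend of Figure 4 give it as lower. Here the list was lower, with a median of -0.92 after si-A1 and -1.17 after si-A2. The paper states a rise of the p53 pathway after both knockdowns, where the p53 list here passed after si-A2 and not after si-A1 in camera (FDR = 0.111). It passed after si-A1 with fry (FDR = 0.0188), with the slide as a random block and without si-A1 replicate 4. CDKN1A was not called after si-A1 here and is not in the paper's table for TAPIR-1. Normexp and no background correction called it. In Fig. S10A MCM7 is drawn with a change of about 1.3, read by eye, while its value in the paper's table is -1.32. Here the brighter MCM7 probe changed by -1.44 and the other by -1.21, and the paper's table value lies between them.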

Other observations

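The tests on a smaller overall effect of si-A1, on dim probes and on the TAPIR-2 probe were chosen only after the result was seen.

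The p53 target genes rose more after si-A2 than after si-A1 at 24 h, which the paper does not report, by a median of 0.55 on the log2 scale. Chance can be excluded, since 1 of 35 splits of the arrays, the real one, gave a difference as large. A smaller overall effect of si-A1 is argued against, since the larger of the S phase and G2/M differences was 0.148 in size, and the cell cycle lists fell after both siRNAs. Dim probes are argued against, since the 24 of 25 genes well above background on all 12 arrays differed by a median of 0.531. A difference between slides is argued against, since the smaller of the medians on either slide was 0.478. A stronger p53 response after si-A2 may thus be biological, as a hypothesis found and tested on the same data. Whether it comes from TAPIR-2 or from another effect of this siRNA stays open, since each target was silenced by 1 siRNA on these arrays. At 48 h without si-A2 replicate 2 the difference was 0.07 (FDR = 0.333), where it was -0.53 with all 12 arrays (FDR = 0.0182), with the list higher after si-A1 (0.44, FDR = 7.6e-06) and after si-A2 (0.42, FDR = 6.4e-11).

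For the 24 h counts, chance can be excluded for the genes called after si-A1, after si-A2 and between them, since 1 of 35 splits gave as many in each case. It cannot be excluded for the number of lists past the threshold. There, 17 of 35 splits for si-A1 and 9 of 35 for si-A2 gave as many lists, so the number of lists that pass is no evidence by itself. For the TAPIR-2 probe, the exact permutation p of 0.0286 argues against chance in the decrease after si-A2, as a test chosen after the values were seen. At 48 h the probe changed by 0.17 after si-A1 and 0.12 after si-A2.

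At 48 h without si-A2 replicate 2, the cell cycle lists were lower after si-A1 than after si-A2. The medians after si-A1 were -1.51 for S phase, -2.43 for G2/M, -2.35 for histone and -0.83 for Fanconi anemia genes, against -0.74, -1.44, -1.37 and -0.52 after si-A2. Chance can be excluded for the S phase difference, which 1 of 35 splits reached. A difference between slides is argued against, since the smaller of the S phase differences on either slide was 0.795. This was slide 2, where no array was left out. No biological explanation was tested for the order. After si-A1, the largest fitted decreases were those of ANLN, SPC25 and KIF15. SPC25 and KIF15 were not well above background on any si-A1 array and ANLN was on 1 of 4, so their sizes and order are not given. Among the largest fitted increases were those of LRRN1 (3.19), ZMAT3 (2.36) and ACTA2, which was well above background on 1 of 4 si-SCRL arrays, so its size is not given. After si-A2, the largest fitted decreases were those of CENPA, which was not well above background on any si-A2 array, and GPSM2 (-2.25). Among the largest fitted increases after si-A2 were those of PCAT1 (2.48) and FAM107A, which was also well above background on 1 of 4 si-SCRL arrays. The order of these increases is not given. CDKN1A changed by 2.10 after si-A1 (limma adjusted p = 0.00017) and by 1.21 after si-A2 (limma adjusted p = 0.0227).

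Other lists moved little at 24 h. The 15 interferon genes had a median of 0.23 after si-A1 (camera FDR = 0.111), higher under fry (FDR = 0.0376), and -0.04 after si-A2 (FDR = 0.847), a difference of -0.15 (FDR = 0.0431) that did not pass under fry (FDR = 0.053) or an estimated correlation (FDR = 0.208). The 10 androgen-regulated genes had a median of 0.04 and a mean of -0.32 after si-A1, with opposite signs (camera direction lower, FDR = 0.0845), and a median of -0.24 after si-A2 (FDR = 0.111). The DREAM subunits differed between the siRNAs by a median of -0.28 (FDR = 0.0115), which passed under fry (FDR = 0.0376) and not with an estimated correlation (FDR = 0.0561). The S phase and histone differences of -0.15 and -0.14 passed in camera (FDR = 0.0105 and 0.00234) and under neither other test. The G2/M difference of -0.14 did not pass (FDR = 0.155). Of the genes the paper names elsewhere, CDKN1B changed by -0.56 after si-A1 and -0.40 after si-A2, ATR by -0.33 and -0.12 (between -0.21 and 0.12 after si-A2 over the alternatives), and CCNE1 by 0.11 and -0.15, and these 3 genes were not called. The reference genes GAPDH (0.06 and 0.25) and ACTB (0.47 and 0.28) were not called, and GAPDH lay between -0.06 and 0.25 after si-A1 over the alternatives, so its sign depends on the setting.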
